# Axon guidance cue SLIT2 regulates the murine skeletal stem cell niche through sympathetic innervation

**DOI:** 10.1172/JCI193014

**Published:** 2025-10-15

**Authors:** Zuoxing Wu, Na Li, Zhengqiong Luo, Zihan Chen, Xuemei He, Jie Han, Xixi Lin, Fan Shi, Haitao Huang, Baohong Shi, Yu Li, Xin Wang, Lin Meng, Dachuan Zhang, Lanfen Chen, Dawang Zhou, Weinan Cheng, Matthew B. Greenblatt, Ren Xu

**Keywords:** Bone biology, Neuroscience, Bone development

## Abstract

Sympathetic tone is a central signaling axis inhibiting osteogenesis; however, the combination of durable local and systemic sympathetic effects on bone argues that multiple mechanisms, including yet-undiscovered pathways, are involved. Here, we found that sympathetic nerves constituted a component of the skeletal stem cell (SSC) niche: mice with conditional deletion of the classical axonal repellent *Slit2* in sympathetic nerves (*Slit2^th^* mice), but not in bone stem/progenitor cells or sensory nerves, showed osteopenia due to an increase in sympathetic innervation and an associated decrease in SSCs. Mice with increased skeletal sympathetic innervation displayed impaired SSC niche function in an SSC orthotopic transplantation and engraftment system. Follistatin-like 1 (FSTL1) is a SLIT2-regulated soluble factor suppressing SSC self-renewal and osteogenic capacity. Accordingly, ablation of *Fstl1* in sympathetic neurons enhanced SSC-driven osteogenesis and attenuated the bone loss seen in *Slit2^th^* mice. Together, the findings indicate that SLIT2 is a regulator of a sympathetic nerve–mediated SSC niche.

## Abstract 2

SLIT2-mediated sympathetic innervation regulates the fate of skeletal stem cells.

## Introduction

The fates of tissue-resident stem cells are often determined by a specialized local microenvironment, termed the niche, that is tailored to provide the physical interactions and secreted cues regulating the stem cell compartment (1, 2). Deciphering the constituents of the stem cell niche has proven to be a key part of understanding both normal physiology and pathology in multiple organ systems, which has facilitated the development of cell therapy applications (3). Skeletal stem cells (SSCs) have been identified only within the last decade as the origin of bone-forming osteoblasts and are identified through a defined set of surface markers (4, 5). However, compared with other adult stem cells such as melanocyte stem cells, the anatomic and functional components of the SSC niche are still unclear, largely due to the recency of SSC identification and the absence of orthotopic engraftment assays to study SSCs that parallel assays classically used to establish niche effects in hematopoietic stem cells (6–9).

In fact, bone-specific ancillary tissues such as nerve subtypes and vascular endothelium have been suggested to play a critical role in bone growth, homeostasis, and regeneration (10–13). Our prior study demonstrated that osteoblast-derived SLIT3, an axon guidance cue first studied in the nervous system, can induce formation of bone-specific CD31^hi^EMCN^hi^ endothelium, which in turn promotes osteogenesis. Consistent with this, deletion of *Slit3* in osteoblasts led to severe osteopenia and a paucity of skeletal vascular endothelium (14, 15). In studying SLIT3, we observed that SLIT2, another SLIT ligand, is also expressed at high levels by both neurons and osteoblasts (16).

As a classical chemorepellent factor, soluble SLIT2 actively controls axonal outgrowth and neuron migration through receptors of the Roundabout (Robo) family (17, 18). This repulsive signal is crucial for neural development. For instance, global SLIT2-deficient mice display a neonatal lethality phenotype due to several neuronal defects, including abnormalities in spiral ganglion neurons and retinal ganglion cells and motor axon fasciculation (19–21). In addition, SLIT2 plays multiple physiological roles outside of the nervous system, including involvement in angiogenesis, metabolism, and cancer metastasis (22–24). Nevertheless, the function of SLIT2 in skeletal innervation and the corresponding impact on osteogenesis remain largely unexplored.

Given the observation that SLIT2 and SLIT3 have similar proangiogenic activity, we first evaluated whether osteoblast-derived SLIT2 would maintain bone formation through targeting vascular endothelium similarly to SLIT3 (14). Unexpectedly, neither SSC-specific deletion of *Slit2* by use of *Prrx1*-Cre (25) nor osteolineage deletion by use of Osx-Cre (16) led to detectable bone loss. In contrast, specific deletion of *Slit2* in neurons caused severe osteopenia due to impaired bone formation. In parallel with this, *Slit2* ablation in the nervous system specifically disrupted skeletal sympathetic but not sensory innervation. Recently, sympathetic innervation has been characterized to drive stem cell fate as the key regulatory niche unit in non-bone tissues (26, 27). While a series of previous studies have established that sympathetic activity regulates osteoblast activity (28–34), longstanding clinical observations indicate that local autonomic dysregulation, such as in complex regional pain syndrome, produces a tightly localized, long-term, and progressive bone loss (35–37). The observation that sympathetic dysregulation can produce a wide range of low-bone-mass phenotypes, including both systemic and local, progressive forms, led us to hypothesize that sympathetic regulation of bone mass may include additional fundamental mechanisms beyond the well-characterized effects of catecholamines on skeletal cells. In particular, the association of sympathetic activation with local, progressive bone loss raised in particular the possibility that sympathetic nerves may be able to directly regulate the SSC niche. Hence, we herein sought to use SLIT2-deficient mice as a tool to establish the contribution of peripheral nerves to the SSC niche.

## Results

### Nerve-derived but not bone-derived SLIT2 regulates bone formation.

To understand the role of SLIT2 in bone homeostasis, we first examined *Slit2* expression in osteoblasts and osteoclasts. Similar to SLIT3 (15), robust expression of SLIT2 was detected in osteoblasts but not osteoclasts at both the mRNA and protein level (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI193014DS1). Based on this, we bred *Slit2^fl/fl^* mice to Cre driver lines targeting preosteoblasts/osteoblasts (Osx-Cre; *Slit2^osx^* mice) (Supplemental Figure 1, C and D). Unexpectedly, *Slit2^osx^* mice displayed similar bone mass as littermate *Slit2^fl/fl^* mice or Osx-Cre control mice (Supplemental Figure 1, E and F). Consistent with this, there were no observable changes in the amount of CD31^hi^EMCN^hi^ vascular endothelium in bones of *Slit2^osx^* mice (Supplemental Figure 1, G and H). In addition, primary osteoblast culture ex vivo showed that ablation of *Slit2* did not impair osteoblast differentiation or mineralization (Supplemental Figure 1, I and J). Similarly, deletion of *Slit2* in skeletal stem/progenitor cells using *Prrx1*-Cre (*Slit2^prx1^* mice) did not result in a skeletal phenotype (Supplemental Figure 2, A–D). These results together indicated that SLIT2 expression in skeletal lineage cells was dispensable for osteogenesis.

Bone homeostasis has been shown to be regulated by the central and peripheral nervous systems (10). As SLIT2 mediates the spatial and temporal patterning of innervation during organogenesis as an axonal chemorepellent (18), we next assessed the necessity of nervous system–derived SLIT2 in the maintenance of bone mass. To examine this, we intercrossed *Slit2^fl/fl^* mice with synapsin-I–Cre mice to specifically delete Slit2 in neurons (*Slit2^syn1^* mice) but not skeletal cells, as validated by lineage tracing and SLIT2 expression analysis (Supplemental Figure 3, A–C). Contrasting with the results of conditional *Slit2* deletion in skeletal cells, a substantial reduction in bone mass was seen in both vertebrae and long bones of *Slit2^syn1^* mice relative to littermate *Slit2^fl/fl^* controls (Figure 1, A–C). Histomorphometric analysis further showed that the osteopenic phenotype observed in *Slit2^syn1^* mice was mainly due to reductions in bone formation and the numbers of mature osteoblasts in vivo (Figure 1, D and E). At the same time, both the number of osteoclasts and serum CTX levels remained unchanged in *Slit2^syn1^* mice (Figure 1E and Supplemental Figure 3D). In addition, neither global deletion of *Slit1* (Supplemental Figure 4, A and B) nor neuron-specific deletion of *Slit3* resulted in an observable alteration of bone mass in vivo (14). Taken together, the results showed that among the SLIT ligands, only SLIT2 functioned in neurons to regulate bone mass accrual by supporting in vivo bone formation.

### SLIT2-regulated sympathetic innervation controls bone formation.

The skeleton is innervated by sympathetic and sensory nerves (38, 39), with sympathetic nervous activity stimulating bone resorption and suppressing bone formation (40–43). To determine whether lack of *Slit2* in the nervous system disrupts peripheral bone innervation, we further analyzed the nerve subtypes present in the bones of *Slit2^syn1^* mice. Interestingly, both immunostaining of femur sections and 3D imaging of optically cleared bones showed that the level of tyrosine hydroxylase positive (TH-positive) sympathetic nerve fibers was elevated in *Slit2^syn1^* mice relative to littermate controls, whereas calcitonin gene–related peptide–positive (CGRP-positive) sensory fibers were not altered (Figure 1, F and G, and Supplemental Figure 5A). Thus, sympathetic but not sensory innervation of the skeleton was regulated by *Slit2* expression in neurons.

We next sought to further dissect whether sympathetic or sensory nerves are the key source of SLIT2 regulation of the skeleton. Immunofluorescence analysis revealed colocalization of Slit2 expression with both sympathetic and sensory nerve fibers in bone (Supplemental Figure 6, A and B). To this end, we conditionally deleted *Slit2* in either sympathetic or sensory nerves using TH-Cre (44) or advillin-Cre (45), respectively, in *Slit2^th^* or *Slit2^adv^* mice. The specificity and efficiency of *Slit2* deletion was validated by reporter mice and Slit2 expression analysis in both crosses (Supplemental Figure 6, C–H). Interestingly, μCT analysis and bone histology demonstrated that *Slit2^th^* but not *Slit2^adv^* mice displayed an osteopenic phenotype similar to that observed in *Slit2^syn1^* mice (Figure 2, A–D, and Supplemental Figure 7, A and B). Notably, this bone phenotype was consistently observed in both male and female mice, indicating that the skeletal effects of sympathetic nerve–specific Slit2 deletion were not sex dependent (Supplemental Figure 7C). In parallel with this, both immunostaining of femur sections and 3D imaging of optically cleared bones showed that the number of TH-positive nerve fibers was considerably elevated in *Slit2^th^* but not *Slit2^adv^* mice (Figure 2, E and F, and Supplemental Figure 7, D–F). Deletion of *Slit2* did not induce a compensatory increase in expression levels of other SLITs in sympathetic neurons (Supplemental Figure 8, A–C) or lead to alterations in brain morphology (Supplemental Figure 8D). Consistent with observations in *Slit2^syn1^* mice, the number of CGRP-positive nerve fibers was not significantly altered in *Slit2^th^* mice (Supplemental Figure 9A). The increase in sympathetic innervation in *Slit2^th^* mice resulted in impaired bone formation but not bone resorption, as shown by dynamic histomorphometric analysis and the unchanged serum CTX levels (Figure 2, G–I, and Supplemental Figure 9B). Together, the results indicate that sympathetic but not sensory neuron–derived SLIT2 suppresses both skeletal sympathetic innervation and bone mass accrual in vivo.

### Sympathetic nerves regulate the SSC niche.

While sympathetic innervation decreased bone formation, it is unclear whether the autonomic nervous system acts at the level of regulating the SSC niche or through other mechanisms. Indeed, 3D imaging of optically cleared skeletons identified skeletal sympathetic nerve fibers in close proximity to physical sites housing SSCs, such as the metaphyseal region, periosteum, and inner endosteal compartment (Supplemental Figure 10, A–D) (5, 46, 47). To address the impact of sympathetic hyperinnervation of SSCs, we evaluated SSCs in the long bones of *Slit2^syn1^* mice and *Slit2^th^* mice, defining SSCs as CD45^−^Ter119^−^CD31^−^AlphaV^+^Thy^−^6C3^−^CD105^−^CD200^+^ cells, a population previously shown to display formal evidence of stemness in several contexts (4, 5, 48, 49). The abundance of immunophenotypic SSCs was reduced in both of *Slit2^syn1^* and *Slit2^th^* mice displaying augmented sympathetic innervation, whereas the abundance of non-stem progenitors derived from SSCs, pre-bone cartilage stromal progenitors (pre-BCSPs) and BCSPs, was not significantly decreased (Figure 3A and Supplemental Figure 11, A–E). In addition, the number of periosteal stem cells (PSC) (5) was also decreased in the periosteum of *Slit2^th^* mice (Supplemental Figure 12A). SSC proliferation was reduced in line with the reduction in total SSC pool size (Figure 3B and Supplemental Figure 12B). Thus, sympathetic hyperinnervation driven by *Slit2* loss led to a contraction in the SSC pool, consistent with a defect in SSC self-renewal. Furthermore, immunofluorescence demonstrated that the sympathetic hyperinnervation phenotype seen in *Slit2^syn1^* and *Slit2^th^* mice was progressively enhanced with increasing postnatal age, paralleling the kinetics of the decline in SSC numbers (Supplemental Figure 13, A and B) (50).

To directly confirm the causal relationship between sympathetic nerves and total SSC pool size, we conducted pharmacological sympathectomy with neonatal 6-hydroxydopamine (6-OHDA) treatment. 6-OHDA not only impaired skeletal sympathetic — but not sensory — innervation but also significantly elevated numbers of SSCs, without overt systemic or growth effects such as an impact on body weight (Figure 3, C–G). Similarly, surgical ablation of the sympathetic nerve chain (51) in both *Slit2^th^* and WT mice also impaired bone sympathetic innervation and significantly increased the number of SSCs (Figure 3, H and I, and Supplemental Figure 14, A and B).

To directly determine the importance of sympathetic nerves as a component of the SSC niche, we developed an orthotopic SSC niche engraftment assay to test for SSC niche function in the native femoral environment. Specifically, we isolated tdTomato^+^ SSCs by FACS and transplanted equal numbers into femurs of sublethally irradiated *Slit2^th^* and *Slit2^fl/fl^* mice via intrafemoral injection (Figure 4A and Supplemental Figure 14C). By histology, a significant proportion of SSC-graft derived cells were found to be located in proximity (<50 μm) to TH-positive sympathetic nerves in the bone compartment of *Slit2^th^* and *Slit2^fl/fl^* mice (Supplemental Figure 14, D and E). Four weeks later, flow cytometry demonstrated that the engraftment and self-renewal of graft SSCs was reduced by 30% in the femurs of *Slit2^th^* hosts compared with *Slit2^fl/fl^* controls, accompanied by a decline in the abundance of downstream tdTomato^+^ BCSPs derived from graft SSCs (Figure 4B and Supplemental Figure 14F). Consistent with this finding, graft SSCs in the femurs of *Slit2^th^* hosts showed a significant decrease in generation of mature osteoblast derivatives, accompanied by a marginal decrease in mature adipocytes (Figure 4, C and D). On the other hand, SSCs were sorted from *Slit2^th^* and *Slit2^fl/fl^* mice, and equal numbers were transplanted into the kidney capsule of secondary WT hosts, where they displayed similar bone-forming capability (Figure 4, E and F). Consistent with this finding, SSCs from both groups also exhibited comparable CFU formation and osteogenic differentiation potential in vitro (Supplemental Figure 14, G and H), further confirming that SSC dysfunction in *Slit2^th^* mice was extrinsic to SSCs and therefore represented a niche effect. Second, this demonstrated that the impact of sympathetic niche dysfunction on SSCs was reversible when SSCs were introduced to a new niche environment. Notably, bone organoids in the kidney capsule were not innervated (Figure 4G), and SSC-driven osteogenesis was accordingly not altered in the kidney capsule of *Slit2^th^* hosts compared with *Slit2^fl/fl^* hosts (Supplemental Figure 15, A and B). This confirmed that the altered niche effect was local and excluded confounding systemic effects in *Slit2^th^* hosts not dependent on local sympathetic innervation.

### FSTL1 derived from sympathetic nerves suppress SSC self-renewal and osteogenesis.

To investigate how sympathetic hyperinnervation resulting from *Slit2* deficiency affects SSCs and osteogenesis, we cultured primary sympathetic neurons isolated from *Slit2^th^* and *Slit2^fl/fl^* mice for RNA-Seq analysis. This identified differential expression of a transcriptional program regulating axonogenesis (Figure 5A). 

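RNA was sequenced from 6 cultures of primary sympathetic neurons, 3 from Slit2fl/fl mice and 3 from Slit2th mice, in which Cre recombinase expressed under the Th (tyrosine hydroxylase) promoter deletes Slit2. By the paper's RNA-Seq method, they were isolated from the sympathetic chains of 3-week-old male mice and cultured for 4 to 5 days. Elsewhere the paper calls the sequenced material sympathetic nerve ganglions, and its isolation method names dorsal root neurons, so the material is not certain. The authors aligned the reads to the mouse genome with HISAT2 and deposited the number of reads counted on each of 20173 genes, without normalization. The counting program, the strand setting and the annotation release are not named in the paper's text. The total counts were 3155406, 1533367 and 1769545 in Slit2fl/fl replicates 1, 2 and 3, and 1255939, 1999485 and 1679503 in Slit2th replicates 1, 2 and 3. At these depths, 3 counts of a gene correspond to between 0.951 and 2.39 CPM (counts scaled to the library total), a floor that covers counting error only. From the deposited counts, libraries were normalized with edgeR's TMM method, and genes with a CPM of at least 1 in at least 3 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. This left 12152 genes, against 9674 when all 6 libraries had to reach a CPM of 1, while 2815 genes had no count in any library. The spread between replicates was wide, with a biological coefficient of variation of 50.4% across genes. The Pearson correlation of log2 CPM across genes was 0.938 between Slit2fl/fl replicates 2 and 3 and 0.965 between Slit2th replicates 2 and 3. Between replicate 1 and the other replicates of its own group it was 0.842 to 0.869. Libraries of the same replicate number come from different mice, and their deviations from the group means had a mean correlation across genes of 0.206 (0.292, 0.245 and 0.0808 for replicates 1, 2 and 3). Libraries of different groups and different numbers had a mean of -0.0928, from -0.312 to 0.255, so same-numbered libraries were more alike on average. The 0.255 was between Slit2fl/fl replicate 2 and Slit2th replicate 3, so the numbers do not clearly pair every library. The comparisons of the groups are therefore given both without and with the replicate number as a block.
Slit2 (ENSMUSG00000031558) lies on the plus strand of chromosome 5 of GRCm38 from 47983138 to 48307733, and its exons overlap no other annotated gene. Its counts were 139, 85 and 77 in the Slit2fl/fl libraries and 17, 24 and 27 in the Slit2th libraries. After normalization, Slit2 stood at 47.8 ± 6.33 CPM (SD, n = 3) in Slit2fl/fl and 13.9 ± 2.12 CPM (SD, n = 3) in Slit2th sympathetic neurons. Every Slit2th library was below every Slit2fl/fl library (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). The log2 fold change was -1.78 (standard error 0.37), with an adjusted p of 0.422 over all tested genes by edgeR's quasi-likelihood test, and -1.78 with an adjusted p of 0.221 with the replicate block.
Th had 0 counts in each of the 6 libraries, although its exons overlap no other annotated gene. The counts of the neuronal genes Snap25, Phox2a and Npy, chosen after their values were seen, totaled 1, 2 and 1 over all libraries. The 29 sympathetic neuron markers in the table, from a list written before the data were examined, summed to between 214 and 610 CPM per library, and the highest of them was Tubb3 (157 ± 115 CPM in Slit2fl/fl and 97.1 ± 19.1 CPM in Slit2th, SD, n = 3 each). The 22 glia markers summed to between 15203 and 26516 CPM.

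**Figure D1:**
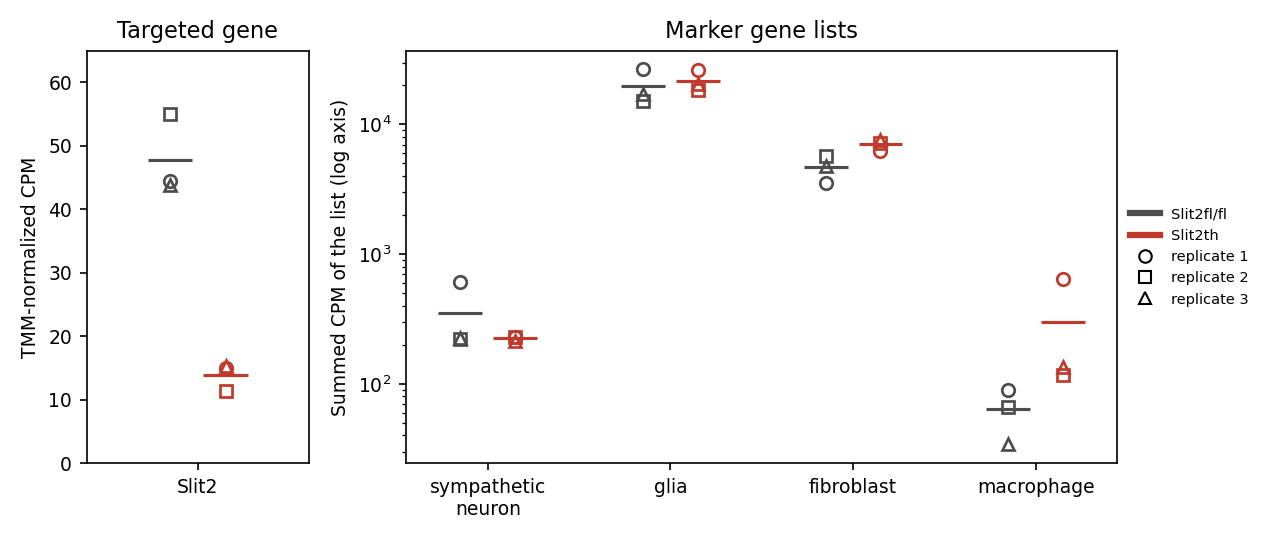
Normalized CPM of Slit2 (left, linear axis) and the summed CPM of 4 marker gene lists (right, log axis) in each library. Points are single libraries with the symbol giving the replicate number, and lines are group means; Slit2 is lower in all 3 Slit2th libraries, and the glia markers lie above the sympathetic neuron markers in all 6 libraries.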

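Among the 12152 genes tested, 0 reached an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.357. At an unadjusted p under 0.05, 485 genes were higher and 824 were lower in Slit2th than in Slit2fl/fl sympathetic neurons, where chance gives 608 genes in all. With the replicate number as a block, 0 genes passed after adjustment and 1614 before it. The count moved most when replicate 1 of both groups was left out, a choice made after the data were examined, which gave 377 genes past the adjusted threshold. In simulated counts with the spread observed here, the same test recovered 0 of 200 genes changed 4-fold and 173 of 200 genes changed 16-fold.
The Gene Ontology terms of Figure 5A were not used here, and 3 other gene sets were tested, at an unadjusted p because 0 genes had passed. Of 83 genes in the axon guidance families (Slit, Robo, netrin, semaphorin, plexin, neuropilin, ephrin, Eph receptor and related genes), 57 were tested, of which 32 had a positive and 25 a negative log2 fold change. At an unadjusted p under 0.05 there were 7 of these 57 genes (12.3%) and 1302 of the 12095 other genes (10.8%), an odds ratio of 1.16 (95% confidence interval 0.443 to 2.58, two-sided Fisher's exact test, p = 0.668). The 7 include Slit2, which is deleted by design, and no odds ratio without it was computed. For the axon ensheathment genes, 6 of 34 passed (17.6%), with an odds ratio of 1.78 (95% confidence interval 0.601 to 4.39, p = 0.259 by the same exact test). For the axon guidance pathway of Reactome, 26 of 220 passed (11.8%), with an odds ratio of 1.11 (95% confidence interval 0.706 to 1.69, p = 0.584 by the same exact test). The Benjamini-Hochberg adjusted p over the 3 sets was 0.668 for each. With the replicate block, the odds ratios were 1.07, 1.40 and 1.24. Tested over all genes with limma's camera, the median log2 fold changes of the 3 sets, 0.21, -0.07 and 0.06, had adjusted p-values of 0.837 each, and with the replicate block the medians 0.20, -0.09 and 0.04 had adjusted p-values of 0.759 each. Across all the other settings tried, the odds ratio of the axon guidance families was 0.817 to 2.23, on both sides of 1.
Besides Slit2, the axon guidance genes with an unadjusted p under 0.05, chosen after their values were seen, were Plxnb1, Efna4, Plxna1, Efna5, Sema3e and Sema6a. Their log2 fold changes were -2.18 (standard error 0.67) for Plxnb1, -1.57 (standard error 0.66) for Efna4, -1.56 (standard error 0.48) for Plxna1 and -1.47 (standard error 0.50) for Efna5. Sema3e and Sema6a were higher, by a log2 fold change of 1.13 (standard error 0.43) and 0.76 (standard error 0.33). With libraries left out, all 6 genes kept their sign. The values were -2.73 to -1.165 for Plxnb1, -2.17 to -1.12 for Efna4 and -1.92 to -0.93 for Plxna1. They were -1.83 to -1.14 for Efna5, 0.48 to 1.585 for Sema3e and 0.64 to 0.85 for Sema6a. Plxnb1 stood at 87.4 CPM in Slit2fl/fl replicate 1 and at 26.6 and 17.1 CPM in Slit2fl/fl replicates 2 and 3. The adjusted p of these 6 genes was 0.422 to 0.461 by edgeR's quasi-likelihood test, and without replicate 1 of both groups Efna5 alone of them passed, with an adjusted p of 0.0152 and a log2 fold change of -1.45. With the replicate block, the log2 fold changes were -1.90 for Plxnb1, -1.65 for Efna4, -1.42 for Plxna1, -1.49 for Efna5, 1.13 for Sema3e and 0.76 for Sema6a, with adjusted p-values from 0.224 for Efna5 to 0.337 for Sema6a. The 2 netrin and semaphorin genes named by the paper, Ntn1 and Sema3a, had log2 fold changes of 1.02 (adjusted p = 0.503) and 0.48 (adjusted p = 0.645) in the same edgeR fit, and 1.07 (adjusted p = 0.399) and 0.52 (adjusted p = 0.570) with the replicate block.

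**Figure D2:**
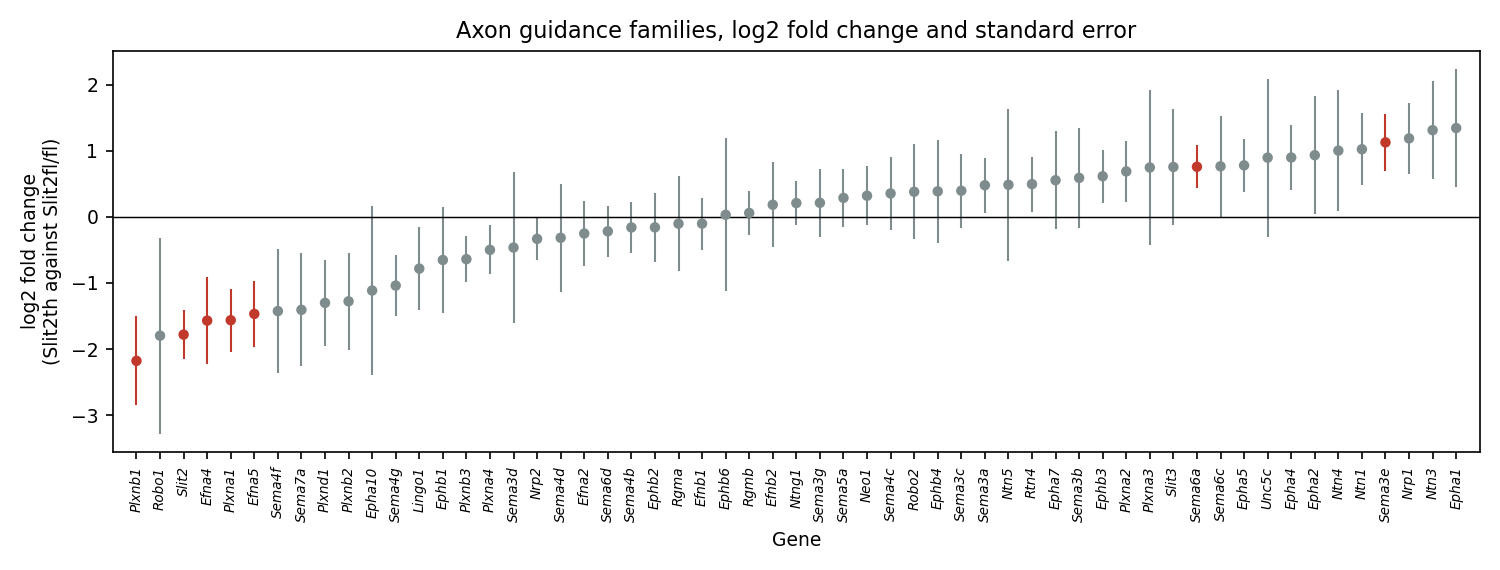
Log2 fold change in Slit2th against Slit2fl/fl sympathetic neurons of the 57 tested genes of the axon guidance families, in ascending order. Points are edgeR estimates from 3 libraries per group and bars are standard errors; the 7 genes with an unadjusted p under 0.05 are in red, and 0 of the 57 passed after adjustment.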

Consistent with this and the overall nerve phenotype in vivo, a neurite outgrowth assay showed that *Slit2* deletion remarkably enhanced axon growth of sympathetic neurons labeled by TH staining in vitro (Figure 5B). In parallel with this, conditioned medium harvested from *Slit2^th^* sympathetic neurons displayed a reduced ability to induce SSCs colony formation and mineralization, suggesting that the relevant mediator impacting SSCs was a soluble nerve-derived factor (Figure 5, C and D).

Catecholamines, including norepinephrine and epinephrine, are released in part by the postganglionic fibers of the sympathetic nervous system and influence bone homeostasis through adrenergic signaling (43, 44). To ascertain whether norepinephrine and epinephrine are implicated in the effect of SLIT2 to regulate SSC-driven osteogenesis, we mapped the expression pattern of adrenergic receptors in SSCs and identified that SSCs only express *Adrb2* (Supplemental Figure 16A) (49). Subsequently, flow cytometry analysis found no alteration in SSC numbers in *Adrb2*-knockout (*Adrb2^–/–^*) mice (Supplemental Figure 16B). We then administrated a β-adrenergic receptor agonist (salbutamol) (52) or antagonist (propranolol) (43) to *Slit2^th^* and *Slit2^fl/fl^* mice and found that adrenergic signaling was dispensable for SSC maintenance in either *Slit2^th^* or *Slit2^fl/fl^* mice (Supplemental Figure 16, C–E). Furthermore, the circulating levels of epinephrine and norepinephrine were not altered in *Slit2^th^* and *Slit2^syn1^* mice, further indicating that systemic sympathetic tone associated with catecholamines release and Slit2-regulated peripheral sympathetic innervation were independent (Supplemental Figure 16, F and G). Thus, the effect of SLIT2-regulated sympathetic nerves to control SSCs was independent of norepinephrine or epinephrine signaling and therefore distinct from known mechanisms of sympathetic regulation of bone mass.

Next, we sought to identify the molecular mediator of the effect of sympathetic nerves on the SSC niche. 

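Transcript levels of the secreted or soluble factors Sparcl1, Thbs1, Lum, Spata6, Asah1 and Serpinf1 were read from the same 6 libraries. Th had 0 counts in these libraries, and the summed glia markers were 43.5 to 114 times the sympathetic neuron markers. The levels are therefore those of whole cultures, and which cells they come from cannot be told. Lum (ENSMUSG00000036446, chromosome 10 of GRCm38, 97565128 to 97572703) encodes lumican and stood at 48.4 ± 28.9 CPM (SD, n = 3) in Slit2fl/fl and 219.5 ± 44.5 CPM (SD, n = 3) in Slit2th sympathetic neurons, a log2 fold change of 2.19 (standard error 0.53). Thbs1 (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133), the gene of thrombospondin, rose from 65.2 ± 33.7 to 189.8 ± 12.2 CPM (SD, n = 3 each), a log2 fold change of 1.54 (standard error 0.45); the antisense gene Gm29233 overlaps its exons, and whether the counting used strand is not stated. Sparcl1 (ENSMUSG00000029309, chromosome 5, 104079111 to 104113733) rose from 38.5 ± 20.0 to 109.6 ± 31.0 CPM (SD, n = 3 each), a log2 fold change of 1.52 (standard error 0.49). Spata6 (ENSMUSG00000034401, chromosome 4, 111719984 to 111829184) had a log2 fold change of 1.70 (standard error 0.57), which fell to 0.82 without Slit2th replicate 1. Asah1 (ENSMUSG00000031591, chromosome 8, 41340197 to 41374773) had a log2 fold change of 0.74 (standard error 0.44). For these 5 genes every Slit2th library was above every Slit2fl/fl library, as far as 3 libraries against 3 can separate (two-sided exact permutation test, p = 0.10 for each gene).
Serpinf1 (ENSMUSG00000000753, chromosome 11, 75409769 to 75422701) did not separate the groups. Its counts were 49, 5 and 8 in the Slit2fl/fl libraries and 165, 11 and 15 in the Slit2th libraries. Its log2 fold change of 2.67 (standard error 1.19) became -0.25 without Slit2th replicate 1, and it was positive in every other setting that gave it an adjusted p, at 0.77 without replicate 1 of both groups. Slit2th was higher in each of the 3 same-numbered pairs.
Over all tested genes, the adjusted p in edgeR's quasi-likelihood test was 0.422 for Sparcl1, Thbs1, Lum and Spata6, 0.466 for Serpinf1 and 0.529 for Asah1. With the replicate block, the log2 fold changes were 1.63 for Sparcl1, 1.69 for Thbs1, 2.39 for Lum, 1.44 for Spata6, 0.86 for Asah1 and 1.91 for Serpinf1, with adjusted p-values from 0.157 for Lum to 0.363 for Asah1. Without replicate 1 of both groups, Lum, Sparcl1 and Thbs1 had adjusted p-values of 9.85e-04, 0.00671 and 0.0136 by edgeR's test.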

To this end, we performed RNA-Seq on sympathetic nerve ganglions to identify secreted factors regulated by SLIT2 (Figure 5E). Among these, FSTL1, a secreted extracellular glycoprotein recently suggested to modulate bone morphogenetic protein (BMP) signaling (53), showed substantially greater levels in *Slit2^th^* sympathetic neurons relative to *Slit2^fl/fl^* controls (Figure 5E). 

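Fstl1 (ENSMUSG00000022816) lies on the plus strand of chromosome 16 of GRCm38 from 37776873 to 37836514, with 12 merged exons that overlap no other annotated gene. Its counts were 168, 205 and 337 in Slit2fl/fl replicates 1, 2 and 3, and 1274, 356 and 513 in Slit2th replicates 1, 2 and 3. After TMM normalization these were 53.8, 133 and 192 CPM in Slit2fl/fl and 1124, 169.8 and 290 CPM in Slit2th sympathetic neurons, or 126.1 ± 69.2 CPM (SD, n = 3) against 528 ± 520.0 CPM (SD, n = 3). Slit2th replicate 2 was below Slit2fl/fl replicate 3, so the groups overlap (two-sided exact permutation test on log2 CPM, p = 0.20, where 0.10 is the smallest p possible), while Slit2th was higher in each of the 3 same-numbered pairs. The log2 fold change was 2.07 (standard error 0.73), with an unadjusted p of 0.0200 and an adjusted p of 0.422 over all tested genes by edgeR's quasi-likelihood test. Adjusted over the 7 factors of Figure 5E alone, the adjusted p of Fstl1 by the same edgeR test was 0.0280, and 5 of the 7 were under 0.05, although these factors are the paper's own choice from these data. With the replicate number as a block, the unadjusted p of Fstl1 was 0.0556 and its adjusted p over the 7 factors was 0.0556 by edgeR's test, the largest of the 7, and 6 of the 7 had an unadjusted p under 0.05, all but Fstl1. By the unadjusted p, Fstl1 ranked 563 among all tested genes. Much of the increase came from Slit2th replicate 1, without which the log2 fold change was 0.87, and without replicate 1 of both groups it was 0.48. With the replicate number as a block it was 1.62 (adjusted p = 0.388, edgeR). In all settings tried, Fstl1 remained higher in Slit2th, with a log2 fold change between 0.48 and 2.80. Fibroblast and macrophage markers were also higher in Slit2th, by median log2 fold changes of 0.42 and 2.01. The rise of Fstl1 in these cultures therefore cannot be told apart from a difference in cell content. From the greater level of Fstl1 among the secreted factors in Slit2th sympathetic neurons, the paper went on to measure Fstl1 by real-time PCR, Western blotting and ELISA, and concludes that its expression is increased in sympathetic neurons lacking Slit2.

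**Figure D3:**
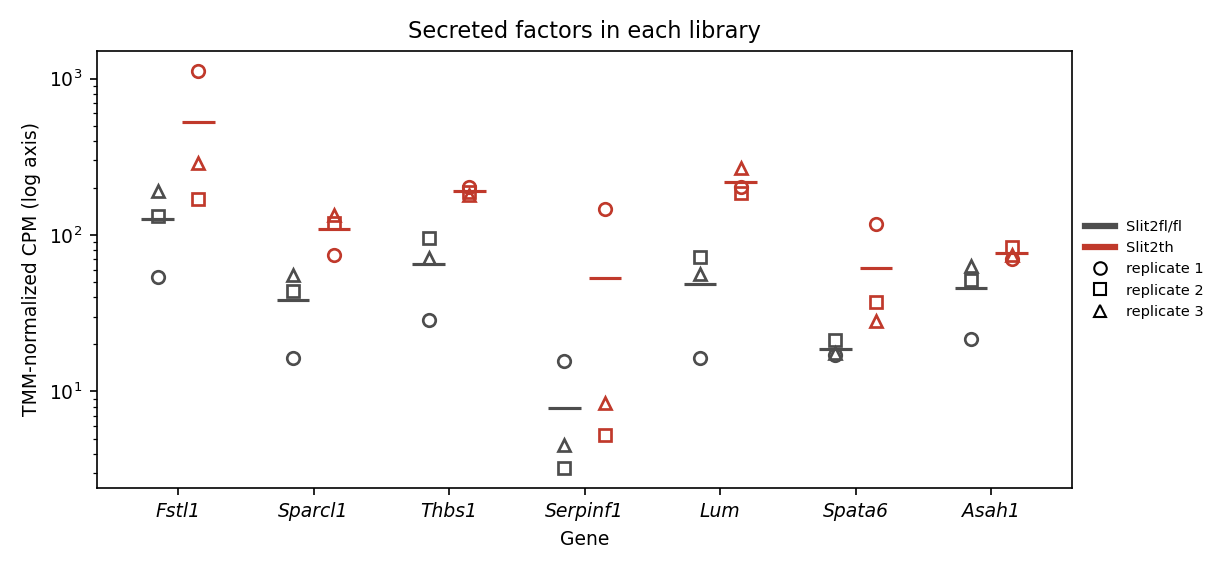
TMM-normalized CPM of 7 secreted factors on a log axis, in each of the 3 Slit2fl/fl and 3 Slit2th libraries. Points are single libraries with the symbol giving the replicate number, and lines are group means; Fstl1 in Slit2th replicate 1, at 1124 CPM, lies above the other 5 libraries, and the groups overlap for Fstl1 and Serpinf1.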

To verify this, experiments with 3 complementary approaches, including real-time PCR, Western-blotting, and ELISA, were performed, and all confirmed increased *Fstl1* expression in sympathetic neurons lacking *Slit2* (Figure 5, F–H).

To determine whether FSTL1 regulates SSCs, we performed a series of in vitro and in vivo assays. In vitro, recombinant FSTL1 impaired SSC colony-forming capability, serial mesensphere formation and osteogenic differentiation, where serial mesensphere formation is an established proxy for in vivo SSC self-renewal (5, 29, 54) (Figure 5I and Supplemental Figure 17, A and B). In vivo, we transplanted the same number of sorted murine SSCs mixed with Matrigel containing recombinant FSTL1 or vehicle into the kidney capsule for a bone organoid formation assay. As in the in vitro assay, recombinant FSTL1 suppressed the osteogenic activity of SSCs, as indicated by a reduction in mineralized bone volume in FSTL1-treated organoids (Figure 5J).

To further validate the importance of sympathetic FSTL1 in regulation of SSCs in vivo, we intercrossed *Fstl1^fl/fl^* mice with Th-Cre mice to specifically delete *Fstl1* expression in sympathetic neurons (*Fstl1^th^* mice). In line with FSTL1 serving as a key effector of the sympathetic SSC niche, *Fstl1^th^* mice displayed an expansion of SSCs (Figure 5K) and increased bone mass (Figure 5, L and M). Furthermore, the osteopenic phenotype observed in *Slit2^th^* mice was genetically contingent on sympathetic neuron-secreted FSTL1, as shown in *Fstl1^th^Slit2^th^* mice (Figure 5, L and M). In summary, SLIT2 expression in sympathetic neurons negatively regulated production of FSTL1, which in turn suppressed SSC self-renewal and osteogenic capacity. Thus, sympathetic neurons acted via FSTL1 as a component of the SSC niche.

### Sympathetic innervation acts on SSCs to inhibit skeletal regeneration.

Bone repair is mediated by SSC-based osteogenesis. It is likely that the marked expansion of SSCs occurring to mediate this skeletal repair is dependent on niche remodeling; however, this has yet to be investigated (5). To examine whether SLIT2-mediated sympathetic innervation affects bone regeneration, we first conducted a femoral bone marrow ablation study using *Slit2^th^* and *Slit2^fl/fl^* mice. μCT analysis showed that the volume of newly synthesized bone after bone marrow ablation was significantly reduced in *Slit2^th^* mice relative to *Slit2^fl/fl^* controls (Figure 6, A and B, and Supplemental Figure 18A). Similar to what was observed in uninjured mice, SSC numbers were reduced in *Slit2^th^* mice undergoing marrow osteogenic repair in parallel with increases in TH-positive sympathetic nerve fibers present around the ablation area (Figure 6, C and D, and Supplemental Figure 18B).

To confirm the role of sympathetic nerves on SSC activation and reparative capacity, we created an open femoral mid-shaft fracture model in *Slit2^th^* and *Slit2^fl/fl^* mice. Three weeks later, μCT analysis combined with histology showed that bone fracture healing was impaired in *Slit2^th^* mice (Figure 6, E and F). Consistent with the SSC phenotype seen in the bone marrow ablation model, the number of SSCs in the fracture callus was markedly reduced in *Slit2^th^* mice relative to *Slit2^fl/fl^* controls (Figure 6G and Supplemental Figure 18C). To further verify whether sympathetic neuron–derived FSTL1 plays a pivotal role in the remodeling of the SSC niche occurring in response to injury, we intercrossed *Fstl1^fl/fl^* mice with Dbh-Cre-ert2 mice to conduct inducible deletion of *Fstl1* in sympathetic neurons shortly before femoral fracture. μCT analysis revealed that fracture healing in *Fstl1^Dbh-cre-ert2^* mice, compared with *Fstl1^fl/fl^* mice, was significantly accelerated (Figure 6H). Consistent with this, an increase in SSC expansion was observed at the fracture site in *Fstl1^Dbh-cre-ert2^* mice (Figure 6I). Thus, in addition to functioning as an SSC niche component during baseline physiology, the sympathetic nerve SLIT2/FSTL1 axis also regulated dynamic remodeling of the SSC niche in response to injury. Thus, we identified what we believe to be a new sympathetic nerve SSC niche as a component governing osteogenesis during the course of both normal skeletal mineralization and regeneration.

## Discussion

Bone growth and regeneration are determined by both the intrinsic osteogenic capacity of skeletal cells and their supporting microenvironment. It is now well appreciated that a series of SSCs self-renew and sit at the apex of the differentiation hierarchy, thereby playing a central role in osteogenesis (5, 49, 55, 56). The molecular and structural components of niche-supporting tissue-specific stem cells are well studied for hematopoietic stem cells but largely unknown in bone, mostly because SSCs were only identified within the past decade, with additional SSC subsets being very recently identified. SSC identification is a prerequisite for niche component identification. Herein, we took the advantage of SLIT2-deficient mice displaying sympathetic hyperinnervation of the skeleton and identified that sympathetic nerves were a negative regulatory component of SSC niche. Consistent with this, the density of sympathetic innervation gradually increased in parallel with decreases in SSC abundance during bone growth. In contrast, both pharmacological and surgical sympathectomy promoted in vivo SSC expansion. Mechanistically, SLIT2 regulated FSTL1 secretion from sympathetic neurons, and FSTL1 in turn dampened SSC self-renewal and differentiation both in vivo and in vitro. Thus, SLIT2 and FSTL1 formed a signaling axis in sympathetic neurons that constituted what we believe to be a new component of the SSC niche. To our knowledge, this study provides the first example demonstrating the existence and physiologic importance of an SSC niche component. Given that sympathetic innervation of bone increases and remodels with age (57) and that SSC function and bone regenerative capacity decline over time (48, 50), our findings suggest that distinct sympathetic signaling mechanisms exert temporally distinct effects on skeletal biology. We propose that during early life, the SLIT2/FSTL1 axis locally modulates sympathetic innervation and restrains SSC expansion. In contrast, with aging, classical adrenergic pathways involving norepinephrine and β-adrenergic receptors become more prominent and act to suppress bone formation, contributing to age-associated bone loss and impaired skeletal homeostasis (43, 58, 59). Further direct study will be needed to confirm this proposed temporal specificity.

Axon guidance cues enable nerve fibers to reach their target organs, including bone, via autocrine or paracrine activity (10, 60, 61). Both osteoblasts and osteoclasts produce a distinct secretome of axon guidance cues (62). Interestingly, osteoblastic lineage cells locally secrete many axon-repulsive factors such as Sema3a, which reduces axonal networks in the DRG (63); whereas the osteoclast-derived axon-attractive molecule Netrin-1 stimulates sensory innervation, contributing to articular and discogenic pain (64, 65). Given this, osteoblasts and osteoclasts likely collaborate to maintain the local balance between skeletal sympathetic and sensory innervation. Among these, SLIT proteins are a soluble chemorepellent regulating innervation. This and our prior studies demonstrated that both SLIT2 and SLIT3 are predominantly expressed in osteoblasts but not osteoclasts (15, 16). Indeed, dual deletion of *Slit2* and *Slit3* in osteoblasts also leads to sympathetic hyperinnervation in skeleton as well as bone loss. Furthermore, an increasing body of studies have demonstrated that SLITs play additional roles beyond the nervous system, such as angiogenesis (14, 22). Osteoblast-derived SLIT3 promotes bone formation through its angiogenic activity; recombinant SLIT3 administration not only enhances bone fracture healing but also ameliorates bone loss (14). Consequently, as terminally differentiated daughter cells, osteoblasts may also influence the microenvironmental regulation of their associated SSCs through secretion of factors such as SLIT2-3.

Similar to the way sensory neurons produce factors such as CGRP that regulate bone formation, sympathetic neurons secrete SLIT2, which not only controls sympathetic innervation in skeleton but also intrinsically regulates the secretome of sympathetic neurons. We identified a secreted glycoprotein termed FSTL1 that is negatively regulated by SLIT2 in sympathetic neurons. FSTL1 plays multiple roles in many diseases and is essential for embryogenesis, including bone development (53, 66). Mechanistically, FSTL1 directly interacts with BMP4, a known osteogenic factor, as a signaling antagonist (53). This is consistent with a body of literature implicating BMPs as critical for governing the phenotype and maintenance of early skeletal progenitors (4, 67). More recently, a spatial transcriptomic study revealed that sensory nerve–derived FSTL1 suppresses osteogenesis in cranial bones through modulation of BMP/TGF-β signaling (68). Similarly, we here further discovered that sympathetic nerve–derived FSTL1 suppressed bone formation in long bones by targeting the SSC niche. Given that FSTL1 also promotes osteoclastogenesis through RANKL-mediated NF-κB activation and M-CSF–induced precursor proliferation (69), blocking FSTL1 stimulation may offer a therapeutic strategy to enhance SSC-driven bone formation, as well as inhibiting osteoclast-driven bone resorption.

Though FSTL1 is a key factor secreted by sympathetic nerves to regulate SSC-driven osteogenesis, we still cannot exclude that those sympathetic neurons produce other soluble molecules regulating SSCs or that there is central nervous regulation of the SSC niche. Whereas sensory nerves significantly regulate cortical bone mass (70, 71), alteration in sympathetic innervation results only in a modest cortical bone phenotype in *Slit2^th^* mice, indicating that sensory nerves, rather than sympathetic nerves, may primarily support osteogenesis driven by PSCs, though more direct evidence is required. Future lines of investigation will be needed to decipher the differences between the niches supporting various classes of SSCs, such as periosteal versus endosteal SSCs.

As an arm of the autonomic nervous system, sympathetic innervation of the skeleton has long been studied as a mechanism to suppress bone formation. As our study focused on mice that had yet to achieve full skeletal maturity, it remains to be determined whether the SLIT2/FSTL1 axis plays a comparable role in the aged skeleton. Given prior evidence that β-adrenergic signaling is a dominant regulatory mechanism in aged bones, it is plausible that SLIT2-mediated regulation of the sympathetic secretome exerts its strongest effects during the early postnatal period, while adrenergic signaling may become more prominent later in life. This putative distinction, which would require direct confirmation, highlights a temporal specificity to the neuroregulation of SSCs and underscores the need for future studies in aged models to assess whether the SSC niche undergoes functional shifts in response to changes in sympathetic tone with aging. Most studies have demonstrated that increases in sympathetic tone inhibit osteoblastogenesis as well as stimulating osteoclastogenesis via a central autonomic network (42, 43). Despite ongoing controversy about how sympathetic bone innervation remodels over the course of aging (26, 57), this study shows that skeletal sympathetic innervation increased over the course of early modeling bone growth, implicating sympathetic nerve SSC niche remodeling as a potential contributing factor to progressive declines in SSC numbers both at early postnatal life and later during aging (48). Moreover, sympathetic innervation has been recently suggested to promote osteocyte-mediated bone loss during lactation or aging (72, 73). Here, in addition to targeting mature bone cells, skeletal sympathetic innervation suppressed expansion of SSCs and SSC osteogenic capacity under physiological and pathological conditions. Sensory innervation of the skeleton has also been characterized as supporting bone formation by targeting a series of bone precursor cells mediating early osteogenesis and bone regeneration (11, 68, 74). Hence, further work similar to the approach here is needed to clarify whether sensory nerves also constitute part of the SSC niche. If sensory nerves impact the SSC niche, then how the sensory and sympathetic elements of the SSC niche interact will be an intriguing question to be addressed in the future. Not only will this line of investigation likely elucidate a stem cell basis for multiple skeleton-related diseases, but it will also present potential strategies to facilitate the application of stem cell niche–targeted therapy for bone disorders.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Animal models.

C57BL/6J WT mice were purchased from Xiamen University Laboratory Animal Center. Synapsin-Cre mice, Advillin-Cre mice and Th-Cre mice were obtained from The Jackson Laboratory. *Slit2^fl/fl^* mice were obtained from the Research group of Professor Alain Chédotal (Marie Curie University, France). *Fstl1^fl/fl^* mice were obtained from GemPharmatech Co., Ltd., Jiangsu (Nanjing, China), Dbh-cre-ert2 were obtained from Jing Yang Research Group, School of Life Sciences, Peking University (Beijing, China), *Adrb2^–/–^* mice were obtained from Kairui Mao Research Group, School of Life Sciences, Xiamen University (Xiamen, China). All mice were bred and maintained in a standard pathogen-free environment of the Laboratory Animal Center in Xiamen University, and all animal experiments were approved by the Animal Care and Use Committee of Xiamen University. Unless otherwise specified, all mice used in this study, including genetically modified strains, were maintained on a C57BL/6J background.

### ELISA assay.

We analyzed Fstl1, Ne and Epi ELISA using commercial kits. The detailed catalog numbers for all ELISA kits are provided in Supplemental Table 1, and the experimental procedures were carried out according to the manufacturer’s instructions. All ELISAs were run according to the manufacturer’s instructions.

### RNA extraction and real-time PCR analysis.

Following the manufacturer’s instructions, Trizol (Invitrogen, 15596026) was used to separate total RNA from tissues or cells in culture. On a CFX Connect instrument from Bio-Rad, we carried out qPCR using SYBR Green Power PCR Master Mix (Invitrogen, A25777); Hprt amplification served as an internal control. Dissociation curve analysis was performed for every experiment. Primers used for qPCR are listed in Supplemental Table 2. Transcript levels were normalized to Hprt and fold change was calculated based on ΔCt.

### Kidney capsule transplantation of SSCs.

This study was performed as previously described (5, 49), In brief, 8-week-old mice were anesthetized with 2.5% isoflurane and placed in a lateral position on a heating pad. The fur on the right dorsal side of each mouse was shaved, and the skin was disinfected with povidone-iodine. The tip of a 20 μL pipette was gently heated over an alcohol lamp to smooth its surface. The refined tip was then used to carefully create a space along the longitudinal side of the kidney parenchyma, preparing a site for SSC implantation. Matrigel containing SSCs was thoroughly mixed, and an equal amount of the SSC-Matrigel mixture was slowly injected beneath the renal capsule on one side of each mouse using a 20 μL pipette, with approximately 1 × 10^4^ SSCs transplanted per mouse. Samples were collected and analyzed 4 weeks after the transplantation procedure.

### Bone marrow cavity transplantation of SSCs.

At approximately 8 weeks of age, *Slit2^fl/fl^*-MIP-GFP and *Slit2^th^*-MIP-GFP host mice underwent in situ bone marrow cavity transplantation of SSCs. MIP-GFP hosts were used to tolerize recipients to GFP-expressing graft cells. On the day of surgery, mice were irradiated with approximately 9 Gy using an RS-2000 irradiator (Rad Source). FACS-sorted SSCs were suspended in Matrigel (Cat#: 354230, Corning) and kept on ice. Simultaneously, donor bone marrow was extracted from femurs and tibias via PBS perfusion with a 21G needle. Red blood cells were lysed using ACK buffer (Gibco, Cat#: A1049201), and the suspension was filtered through a 40 μm strainer for intravenous injection. Host mice were anesthetized with 2.5% isoflurane, the surgical site was shaved and disinfected with povidone-iodine, and a approximately 1 mm incision was made to expose the right femur. Using an insulin needle, approximately 2 × 10^4^ SSCs in Matrigel were injected into the bone marrow cavity through the knee joint. Each mouse also received approximately 1 × 10^7^ donor marrow cells intravenously for hematopoietic reconstitution. Samples were collected and analyzed 4 weeks after transplantation.

### Bone clear: whole tissue immunofluorescence staining of femurs.

The experiment was conducted following optimization based on the previously described protocol (44), Briefly, 3-week-old mice were perfused with PBS containing 50 μg/mL heparin, followed by 1% paraformaldehyde (PFA) and 10% sucrose. Dissected femurs were fixed in 0.5% PFA with 10% sucrose at room temperature for 2 hours and overnight at 4°C, then washed and decalcified in 350 mM EDTA (pH 6.5) at 37°C for 72 hours. Samples underwent methanol dehydration, followed by permeabilization in PBS containing 0.2% Triton X-100, 0.1% sodium deoxycholate, 10% DMSO, and 25 mM EDTA. Blocking was performed in PBS with 0.2% Triton X-100, 10% DMSO, 5% donkey serum, and 25 mM EDTA. Primary antibodies were applied at 37°C for 72 hours in PBS with 0.2% Tween-20, 10 μg/mL heparin, and 5% donkey serum. After washing, tissues were incubated with Alexa Fluor–conjugated secondary antibodies under similar conditions and washed again. Optical clearing was achieved via graded methanol, dichloromethane/methanol, and 100% dibenzyl ether. Imaging was performed using Stitching Light Sheet Selective Plane Illumination Microscopy (SLS-SPIM). Imaris software (Bitplane) was used to reconstruct anatomical regions, and distances from TH^+^ sympathetic nerve fibers to selected reference points were quantified.

### Sympathetic denervation surgery.

Two-week-old WT mice were anesthetized with a minimal dose of isoflurane via inhalation and placed on a heated pad to maintain body temperature. Sterilized micro forceps and scissors were wiped with povidone-iodine and kept ready for use. Mice were positioned under a microscope for surgical procedures. The dorsal skin was gently incised using micro scissors to expose the lumbar spine. Under microscopic guidance, the sympathetic chain (L2-L5) attached to the vertebrae was carefully transected using micro scissors. The skin incision was then sutured, disinfected with povidone-iodine, and the mice were placed back on the heated pad until full recovery. Tissue samples were collected from the mice for analysis 3 weeks after surgery.

### Western blot analysis.

We carried out Western blot analysis in accordance with a previously mentioned common protocol (14). Brain tissue was ground under liquid nitrogen and then lysed in RIPA buffer containing phosphatase inhibitors and phenylmethylsulfonyl fluoride (PMSF) for 30 minutes to obtain total protein. The electronic imprinting device uses SDS-PAGE gel to isolate proteins and transfer them to PVDF membrane (Millipore). The membrane was then blocked in 5% skim milk for 1 hour, then incubated at 4°C overnight with the following primary antibodies: Slit1(1:500, Cat#sc-376756, Santa Cruz), Slit2 (1:500, Cat#sc-514499, Santa Cruz; 1:500, Proteintech, Cat#20217-1-AP), Slit3 (1:1000, Cat#AF3629; RRID: AB_2189998, R&D Systems), Fstl1(1:1000, Cat#PA5-31113; RRID: AB_2548587, Invitrogen) and β-Actin (1:20,000, Cat#66009-1-Ig; RRID: AB_2687938, Proteintech). The next day, the membrane was washed 3 times with TBS containing 0.1% Tween and incubated with fluorescent secondary antibody for 1 hour. The membrane was washed 3 times with TBST, then visualized using an image quantla-4000 imaging system (GE Healthcare, Chicago, Illinois, USA), and the outcomes were examined using ImageJ software.

### Micro-CT analysis.

Mice femur specimens were fixed with 4% FPA and scanned with high-resolution μCT. The specific scanning parameters were set as follows: voltage 60 Kv and resolution 10 mm, the pixel size is 2,016 × 1,344, and the AI value is 0.25 mm. After scanning using the Skyscan 1272 (Bruker; Aartselaar, Belgium) and the Scanco Medical μCT 35 system (Scanco Medical AG) at the Citigroup Biomedical Imaging Core with previously described parameters (75), 3-dimensional reconstruction was performed with the NRecon software, and CTAn software was used to analyze and compare the relevant parameters of reconstructed bone tissue, including percent bone volume (BV/TV), trabecular thickness (Tb.Th), trabecular number (Tb.N), trabecular separation (Tb.Sp), and cross-sectional thickness (Ct.Th).

### Osteoblasts culture and differentiation assays.

Primary bone marrow cells from 3-week-old mice or SSCs sorted from the femur and tibia of mice and cultured in α-MEM medium (Gibco) containing 10% fetal bovine serum, 1% penicillin/streptomycin, 1% HEPES, and 1% nonessential amino acids. Osteoblast differentiation was then stimulated by ascorbic acid and β-glycerophosphate. The medium was changed every 2 days. To determine ALP activity, osteoblasts were fixed with 4% PFA and stained with a solution containing fast blue and naphthol (Sigma-Aldrich). ALP activity was measured using a spectrophotometer (Thermo).

### Histomorphometry.

On days 1 and 5 prior to sacrifice of mice, we intraperitoneally injected 20 mg/kg of calcein into mice to gauge the rate of bone formation. As stated in our prior study (14), von Kossa, toluidine blue, and TRAP staining were carried out using resin embedding and sectioning without decalcification. Then, as previously mentioned (14), we performed histomorphometric analysis using the Osteomeasure System (OsteoMetrics, Atlanta, USA).

### FACS and cell sorting.

FACS to isolate SSCs and endothelial cells was modified from previously reported methods (14, 49). Briefly, mice femurs and tibia were isolated and crushed in Hank’s buffer containing 10 mmol·L^−1^ HEPES. Digestion buffer was freshly prepared with 2.5 mg·mL^−1^ collagenase A and 1 U·mL^−1^ dispase II, and the mixture was gently stirred at 37°C for 15 minutes. Next, digestion was terminated with a FACS buffer containing 2% fetal bovine serum and 2 mmol·L^−1^ EDTA (pH 8.0), and the digested cells were centrifuged at 4°C and 1,500 rpm for 5 minutes. The centrifuged cells were washed twice with FACS buffer, then treated with anti-mouse CD16/CD32 antibodies (Thermo Fisher Scientific) for 15 minutes to block nonspecific staining, and incubated for 30 minutes with the following antibodies: CD45-BUV395, Ter119-BUV395, 6c3-Percp-cy5.5, CD90.2-Percp-cy5.5, CD31-FITC, EMCN-APC, Embigin-APC, CD51-PE, CD105-Pe-cy7, CD200-BV421. Dead cells staining positive with DAPI were excluded from the analyses. FACS analysis for protein expression of each cell marker was performed on a BD Fortessa X20 machine and analyzed with FlowJo V10 software. FACS sorting for SSCs from 3-week-old mouse femurs and tibias was performed using the MoFlo Astrios EQS, BD FACSAria Fusion, and BD FACSAria III flow cytometers.

### CFU-F forming assay.

For CFU-F determination, single FACS sorted SSCs were inoculated into 6-well plates at a ratio of 1,000 cells per well and allowed to form individual colonies. Cells incubated at 37°C with 5% CO_2_, with the medium changed every 3 days. The number of CFU-F after staining with 1% crystal violet was scored on day 8 by light microscopy.

### In vitro spheroid formation assays.

For spheroid formation assay, FACS isolated single cells were plated at a density of 100 cells/cm^2^ and allowed to grow in ultra-low adherence culture dishes. Plates were incubated at 37°C supplied with 5% CO2 and left undisturbed for a week. Half of the media was replaced every 7 days. Spheroid formation were dissociated into single cells using Accutase solution (Gibco) and were subsequently re-plated to generate secondary and tertiary mesenspheres.

### Immunofluorescence and confocal imaging.

Mouse femurs were isolated and immediately fixed overnight with ice-cold 4% paraformaldehyde solution. For femur samples from 3-week-old mice, these were decalcified with 0.5 M EDTA (pH 8.0) at 4°C for 7 days. All femur samples were cut into 35 μm thick sagittal sections using a cryostat (Leica) and embedded in OCT compound (Sakura). Sections were blocked with 5% donkey serum at room temperature for 30 minutes after treatment with 0.2% Triton X-100 for 10 minutes and incubated overnight at 4°C with antibodies. The primary antibodies used in this study can be seen in the Supplemental Table 1. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI). Images of the samples were taken using a Leica TCS SP8 DLS confocal microscope. lmages were analyzed with lmaris software (Bitplane) or ImageJ.

### Sympathetic neuron extraction, culture, and immunofluorescence.

Three-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice were sacrificed by cervical dislocation and then immersed in 75% alcohol for 3 minutes. The backs of the mice were dissected and isolated, placed in 10-cm dishes containing Hank’s solution, and placed on ice. Mouse dorsal root neurons were removed by dissection under a microscope and placed in Eppendorf tubes that also had 0.125% collagenase type I for 90 minutes at 37°C and 200 rpm with shaking. Then the supernatant was discarded after centrifugation (4°C, 1,400 rpm, 5 minutes) and replaced with an equal amount of Hank’s solution for neutralization. Finally, specimens were placed in an adequate volume of 0.25% trypsin to cover the tissue and shaken at 37°C for about 20 minutes. The digestion was terminated and the seed plates were counted after resuspension with DMEM medium containing 10% fetal bovine serum filtered through a 40 μm sieve. The culture was incubated overnight and then replaced with neuronal medium containing B27 for 4–5 days until the sympathetic neuron axons was extended, immunofluorescent TH and βIII-Tubulin were stained on neuron axons. Imaging was performed using a confocal microscope Leica TCS SP8 DLS. Use ImageJ to calculate the relative extension length of TH+ or βIII-Tubulin of the neuronal axon,the length is defined as the longest distance from the neuronal soma to the distal end of the axon.

### Bone fracture model.

The bone fracture procedure was as previously reported (14). In brief, the mice were anesthetized with 2.5% isoflurane inhalation, shaved the hair at the surgical site, sterilized with iodophor, and the entire femur was surgically exposed. The femur then underwent a midshaft osteotomy using a Dremel saw with a diamond thin cutting wheel. Through the knee, one 25G needle was used to pierce the bone marrow. To stabilize the fracture, a stainless-steel wire with a diameter of less than 0.2 mm was then inserted into the femur’s intramedullary canal. The skin was then closed with absorbable sutures, and the closed wound was disinfected with iodophor. Experimental mice were euthanized 3 weeks after fracture surgery and analyzed.

### Tamoxifen-induced lineage tracing and fracture model.

To examine the role of sympathetic neuron-derived FSTL1 in SSC regulation during bone repair, *Dbh-CreERT2; Fstl1^fl/fl^* mice were used. Tamoxifen (Sigma, T5648) was administered intraperitoneally at a dose of 75 mg/kg daily for 5 consecutive days beginning at 4 weeks of age to induce Cre-mediated recombination. At 6 weeks of age, a standardized transverse femoral fracture was performed under anesthesia and stabilized using an intramedullary pin. Femurs were collected at 8 weeks of age (2 weeks after fracture) for flow cytometry analysis, and at 9 weeks of age (3 weeks after fracture) for micro-CT assessment.

### RNA-Seq.

Sympathetic chains from 3-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice were isolated as described above and cultured in neural medium containing B27 for 4–5 days (37°C, 5% CO_2_), after which cells were digested and sent for RNA sequencing as previously described (14). Briefly, cDNA libraries were prepared using the Illumina TruSeq RNA Sample Preparation Kit and sequenced on an Illumina HiSeq 4000. Reads were aligned to the mm10 reference genome using HISAT2 (v2.2.1). Differential expression analysis was performed with edgeR (v3.36.0, Bioconductor), excluding genes with expression <1 CPM. Heatmaps and volcano plots were generated using pheatmap (v1.0.12) and ggplot2 (v3.3.6), respectively. Functional enrichment of DEGs was conducted using clusterProfiler (v4.4.4), with Benjamini-Hochberg adjustment and a *P* value cutoff of 0.05. Gene set enrichment analysis (GSEA) was performed with GSEA software (v4.3.2, Linux), using ontology and curated gene sets from MSigDB (v2022.1).

### Statistics.

The software GraphPad Prism (v6.0a; GraphPad, La Jolla, CA, USA) was used for all statistical analysis. For a comparison of just 2 groups, a 2-tailed Student’s *t* test was used to determine significance. Tukey’s post hoc tests were used to evaluate the significance of comparisons made between multiple groups using 1-way ANOVA with appropriate post hoc tests for multiple-group comparisons. Two-way analysis of variance was used for different factors and their interactions, which was implemented using R version 4.5.0. An indication of statistical significance was a *P* value 0.05 (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Error bars are shown as mean ± SEM.

### Study approval.

All animal experiments were approved by the Institutional Animal Care and Use Committee of Xiamen University and were conducted in accordance with institutional guidelines.

### Data availability.

RNA-seq data have been deposited the NCBI’s Gene Expression Omnibus database (GEO GSE284991). All data values reported in this work are reported in the Supporting Data Values file. The article and the supplemental material present all data needed to evaluate the conclusions.

## Author contributions

RX supervised this project. RX MBG and WNC designed the research and wrote the manuscript. ZXW, NL, ZQL, ZHC, XMH, JH, XXL, FS, YL, DCZ, and BHS performed research. ZXW, NL, XMH, and SF assisted flow cytometry and FACS. DWZ, LFC, and HTH completed whole tissue staining research. ZXW, ZQL, and ZHC supported animal studies and management. ZXW, XW, LM, and JH analyzed data.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
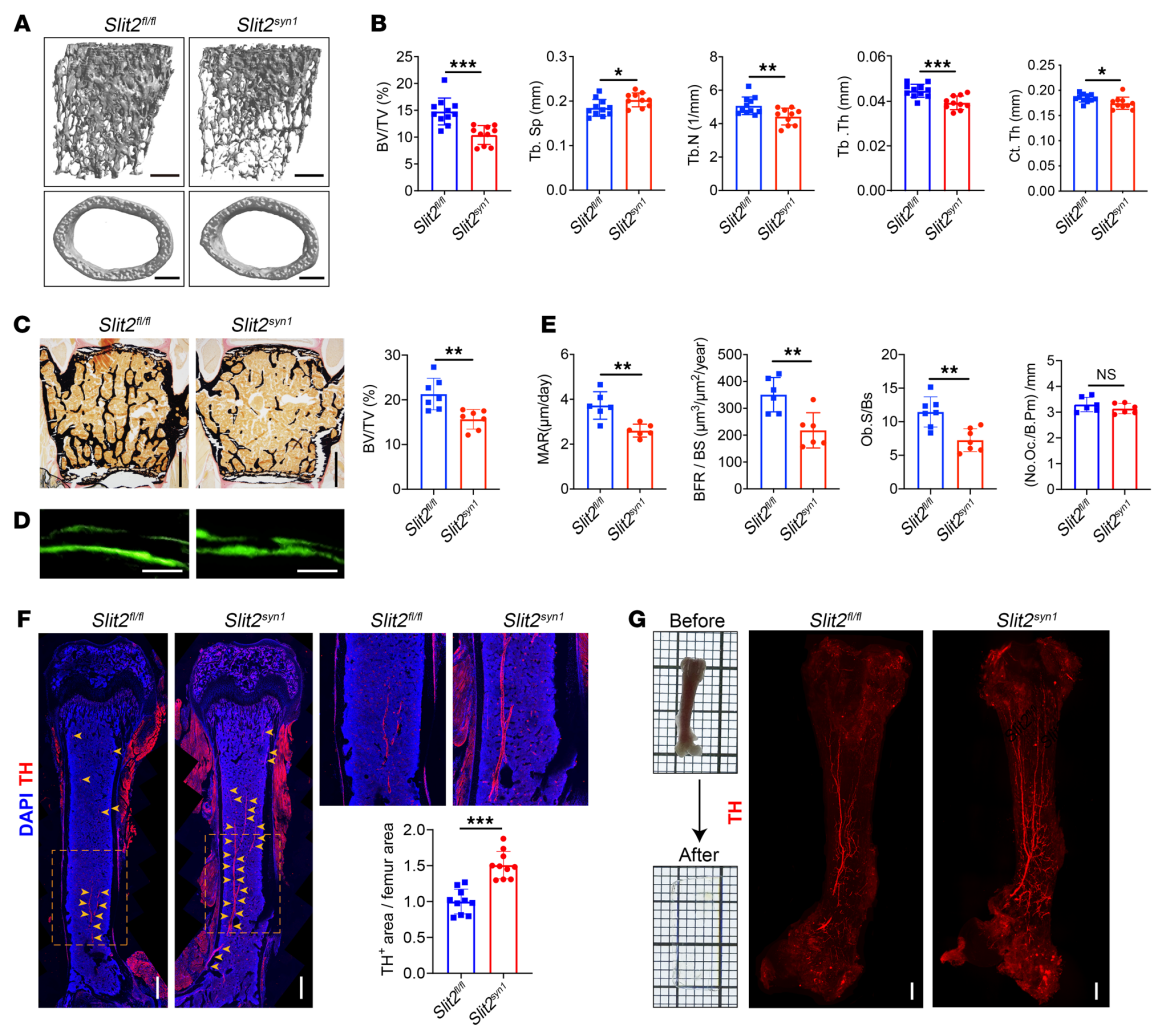
Bone loss, impaired bone formation, and sympathetic hyperinnervation in *Slit2^syn1^* mice. (**A** and **B**) Representative μCT images of trabecular bone in the distal femur (**A**) and BV/TV with relative quantitative analysis of bone parameters (**B**) in *Slit2^fl/fl^* and *Slit2^syn1^* male mice at 8 weeks of age. *Slit2^fl/fl^*, *n* = 11; *Slit2^syn1^*, *n* = 10. Scale bars: 500 μm. (**C**) Representative images of Von Kossa/Van Gieson staining and BV/TV of the L3 vertebral bone in 8-week-old *Slit2^fl/fl^* and *Slit2^syn1^* male mice. *n* = 7 per group. Scale bars: 500 μm. (**D** and **E**) Representative images of calcein double labeling (**D**) and quantification of histomorphometric parameters of the L3 vertebrae (**E**) in *Slit2^fl/fl^* and *Slit2^syn1^* male mice at 8 weeks of age. MAR, trabecular mineral apposition rate (μm/day); BFR/BS, bone formation rate/bone surface (μm^3^/μm/yr); Ob.S/BS, osteoblast surface/bone surface (%); (No.Oc./B.Pm, osteoclast number/bone perimeter. MAR and BFR/BS: *n* = 6 per group; Ob.S/BS: *n* = 7 per group; No.Oc./B.Pm: *n* = 6 per group. Scale bars: 100 μm. (**F**) Representative confocal images of immunofluorescence staining with TH (red) and DAPI (blue) and quantitative analysis of relative quantity of TH^+^ sympathetic nerves in femur sections from 3-week-old *Slit2^fl/fl^* and *Slit2^syn1^* male mice. Arrowheads indicate TH^+^ sympathetic nerve fibers. *n* = 10 per group. Scale bars: 400 μm. (**G**) Images of tibiae prior to and after tissue clearing. Representative images of whole-tissue TH immunofluorescence labeling of femurs from 3-week-old *Slit2^fl/fl^* and *Slit2^syn1^* male mice. Scale bars: 400 μm. Error bars indicate mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired, 2-tailed Student’s *t* test for 2-group comparisons.

**Figure 2:**
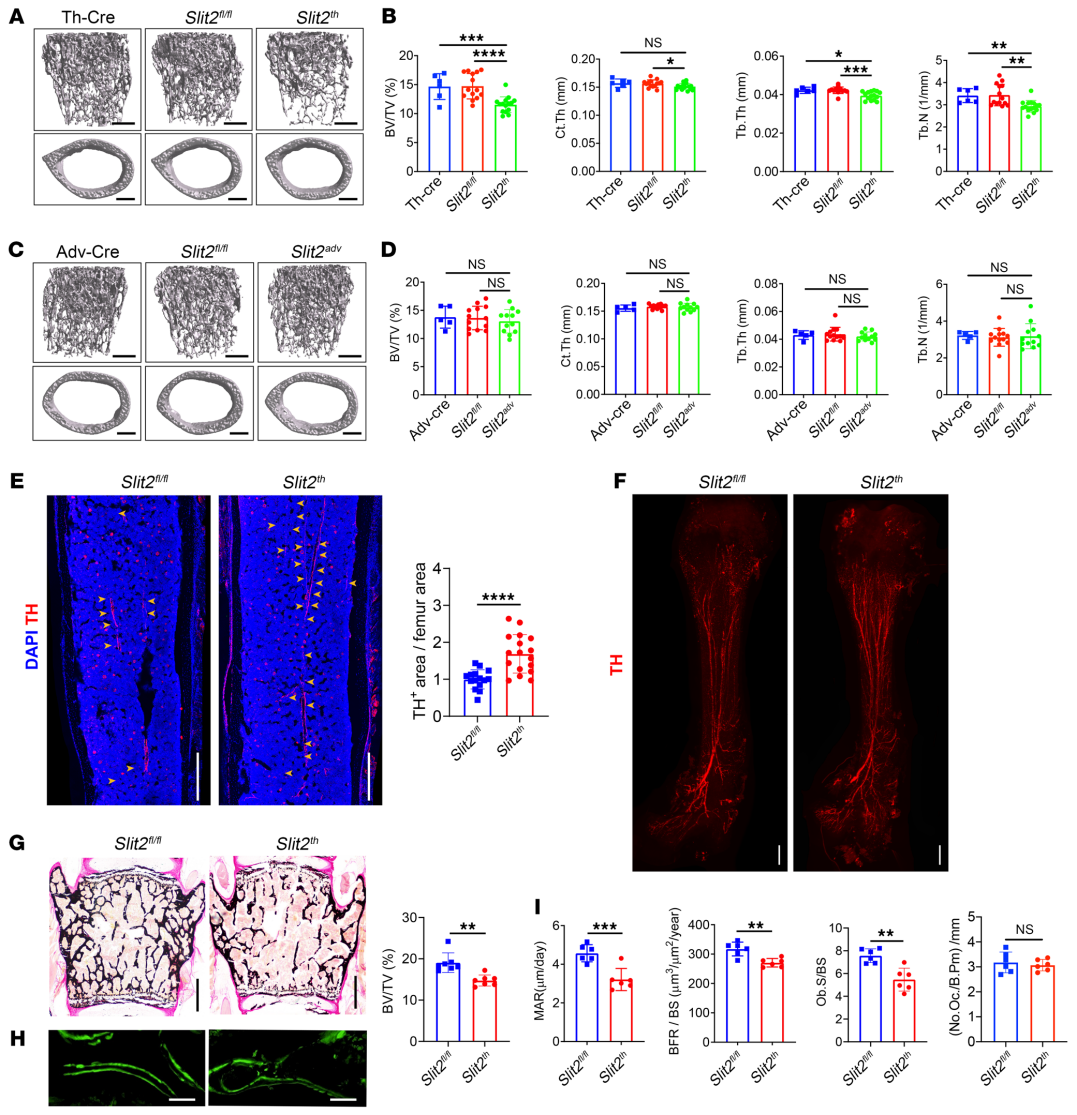
*Slit2^th^* but not *Slit2^adv^* mice recapitulate the skeletal and nerve phenotypes of *Slit2^syn1^* mice. (**A** and **B**) Representative μCT images of trabecular bone in the distal femur (**A**) and relative quantitative analysis of BV/TV and relative quantitative analysis of bone parameters (**B**) in male control (Th-cre and *Slit2^fl/fl^*) and *Slit2^th^* mice at 8 weeks of age. Th-cre, *n* = 6; *Slit2^fl/fl^*; *n* = 14; *Slit2^th^*; *n* = 15. Scale bars: 500 μm. (**C** and **D**) Representative μCT images of trabecular bone in the distal femur (**C**) and relative quantitative analysis of BV/TV and of bone parameters (**D**) in male control (Adv-cre and *Slit2^fl/fl^*) and *Slit2^adv^* mice at 8 weeks of age. Adv-cre, *n* = 5; *Slit2^fl/fl^*, *n* = 13; *Slit2^adv^*. *n* = 12. Scale bars: 500 μm. (**E**) Representative confocal images of immunofluorescence staining with TH (red) and DAPI (blue) and quantitative analysis of relative TH^+^ sympathetic nerves in femur sections from 3-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. *Slit2^fl/fl^*, *n* = 15; *Slit2^th^*. *n* = 17. Scale bars: 500 μm. (**F**) Representative images of whole-femur immunofluorescence labeling of TH^+^ sympathetic nerves in 3-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. Scale bars: 500 μm. (**G**) Representative images of Von Kossa/Van Gieson staining and BV/TV of the L3 vertebral bone in 8-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. *n* = 7 per group. Scale bars: 500 μm. (**H** and **I**) Representative images of calcein double labeling (**H**) and quantification of histomorphometric parameters of L3 vertebrae in *Slit2^fl/fl^* and *Slit2^th^* male mice at 8 weeks of age. MAR trabecular mineral apposition rate (μm day^−1^); BFR/BS, bone formation rate/bone surface (μm^3^μm^−2^yr^−1^); Ob.S/BS, osteoblast surface/bone surface (%); No.Oc./B.Pm, osteoclast number/bone perimeter (**I**). MAR and BFR/BS: *n* = 6 per group; Ob.S/BS and No.Oc./B. Pm: *n* = 6 per group; Scale bars: 100 μm. Error bars indicate mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, by ordinary 1-way ANOVA for multiple-group comparisons (**B** and **D**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, by unpaired, 2-tailed Student’s *t* test for 2-group comparisons (**E**,**G**, and **I**).

**Figure 3:**
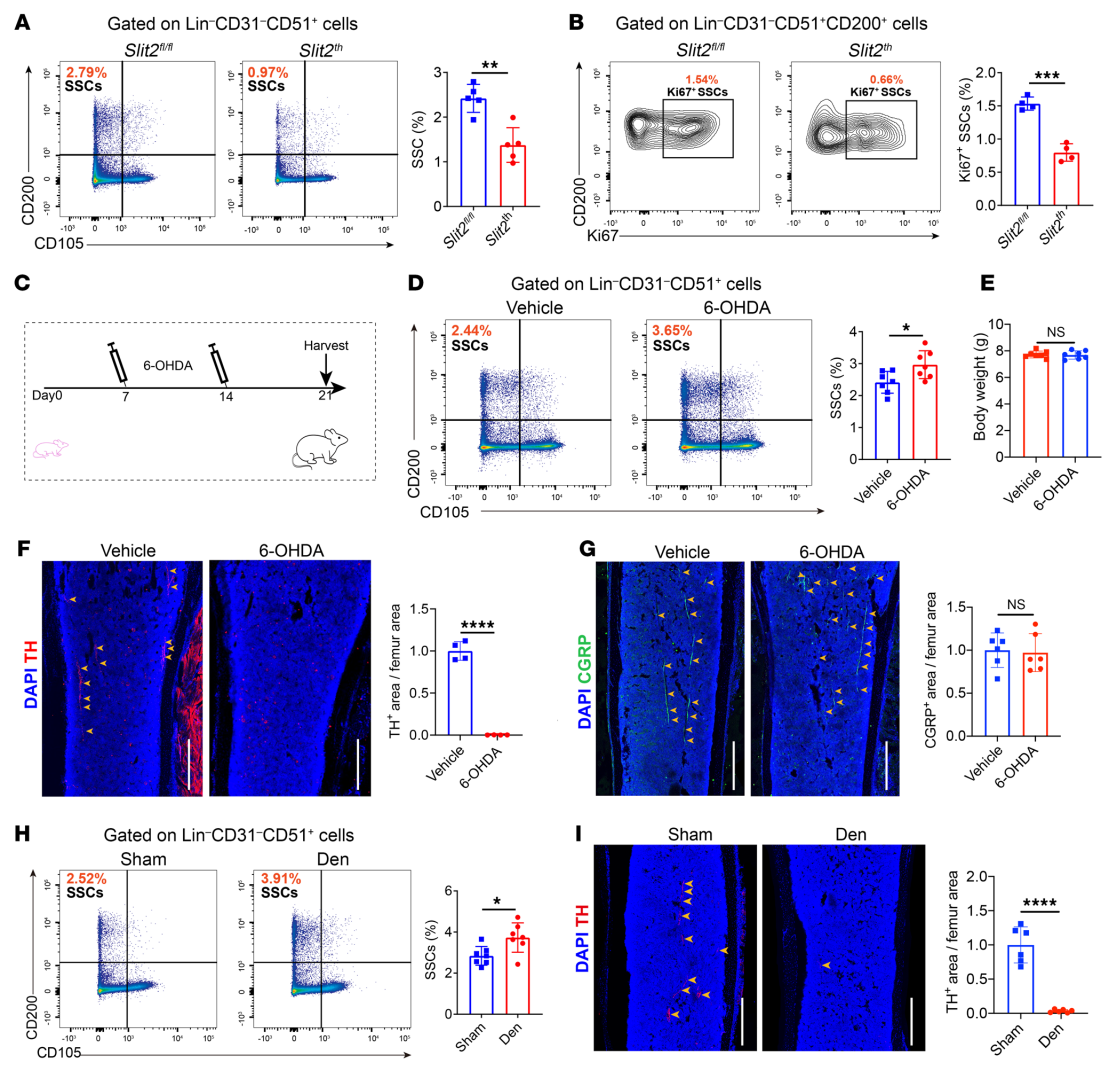
Sympathetic innervation negatively controls SSC abundance. (**A**) Representative flow cytometry plots and relative frequency of SSCs from femurs of 3-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. *n* = 5 per group. (**B**) Representative flow cytometry and quantitative analysis of the relative frequency of Ki-67^+^ fractions of SSCs (expressed as a proportion of the total Lin-CD31-CD51+ progenitor population) isolated from the femurs of 3-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. *n* = 4 per group. (**C**) Timeline of the 6-OHDA chemical sympathectomy mouse models. (**D**) Representative flow cytometry plots and relative frequency of SSCs in the femurs of 3-week-old WT male mice treated with 6-OHDA or vehicle as neonates. *n* = 7 per group. (**E**) Statistical analysis of body weight of 3-week-old WT male mice treated with 6-OHDA or vehicle as neonates. *n* = 7 per group. (**F**) Representative confocal images of immunofluorescence staining with TH (red) and DAPI (blue) and quantitative analysis of TH^+^ sympathetic nerves in femur sections from 3-week-old WT male mice treated with 6-OHDA or vehicle at the neonatal stage. *n* = 4 per group. Scale bars: 500 μm. (**G**) Representative confocal images of immunofluorescence staining with CGRP (green) and DAPI (blue) and quantitative analysis of CGRP^+^ sensory nerves in femur sections from 3-week-old WT male mice treated with 6-OHDA or vehicle as neonates. *n* = 6 per group. Scale bars: 500 μm. (**H**) Representative flow cytometry showing the relative frequency of femur SSCs in 3-week-old WT male mice after sympathectomy surgery. *n* = 7 per group. Sham, sham surgery group; Den, denervation group. (**I**) Representative confocal images of immunofluorescence staining with TH and DAPI and quantitative analysis of TH^+^ sympathetic nerves in femur sections from 3-week-old WT male mice after sympathectomy surgery. *n* = 6 per group. Scale bars: 500 μm. Error bars indicate mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, by unpaired, 2-tailed Student’s *t* test for 2-group comparisons.

**Figure 4:**
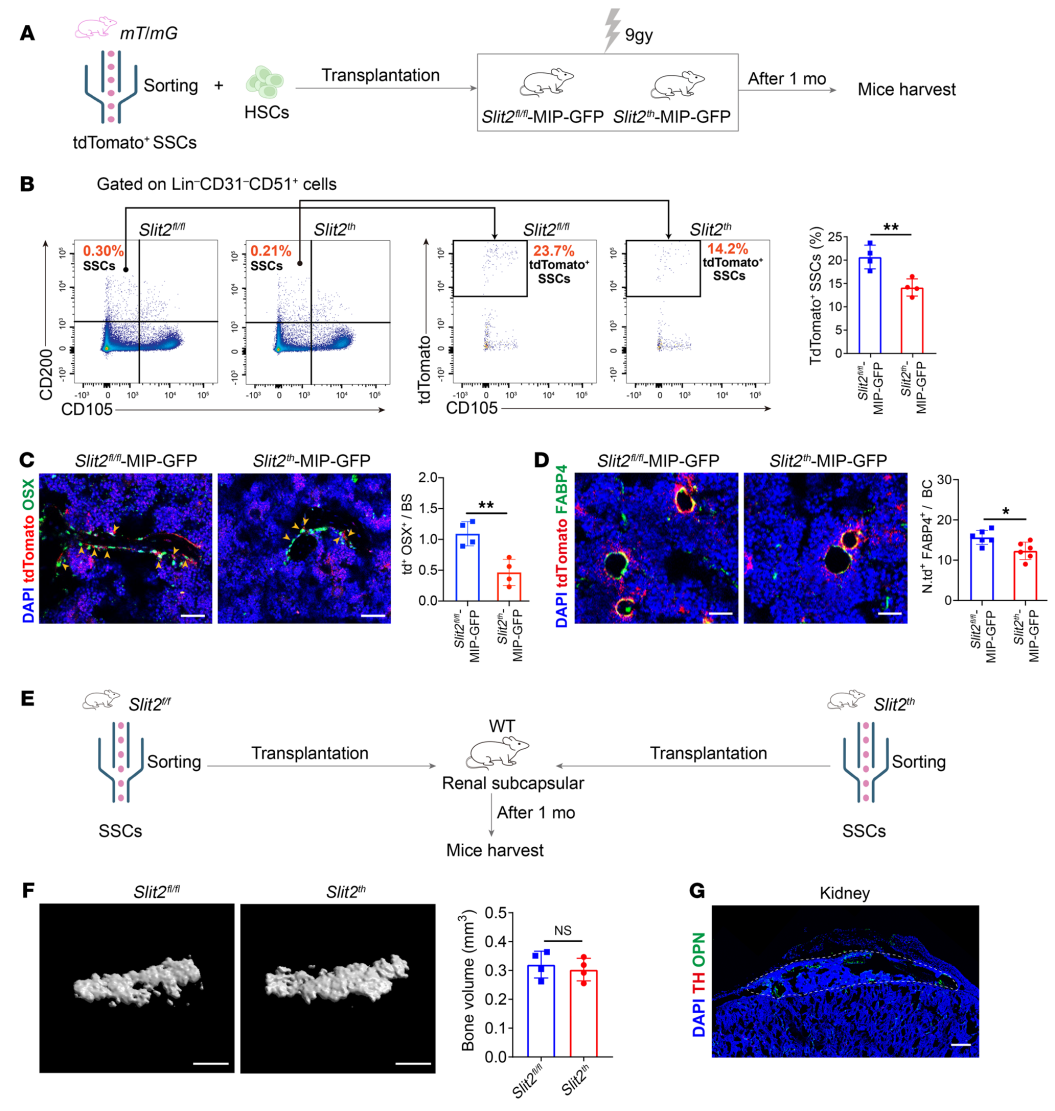
Sympathetic nerves are a component of the SSC niche. (**A**) Experimental model of mice bone marrow cavity orthotopic transplantation for SSCs. Approximately 2 × 10^4^ SSCs and 1 × 10^7^ bone marrow cells (after RBC lysis) were transplanted into each recipient mouse. **(AUTHOR: You may wish to clarify the label “Mice harvest” in A and E. Do you mean “Organoid harvest”?)** (**B**) Representative flow cytometry plots and relative frequency of tdTomato^+^ SSCs from the femurs of *Slit2^fl/fl^*-MIP-GFP and *Slit2^th^*-MIP-GFP male mice 1 month after surgery. *n* = 4 per group. (**C**) Representative images and quantitative analysis of OSX^+^ osteoblast immunofluorescence staining in the femurs of *Slit2^fl/fl^*-MIP-GFP and *Slit2^th^*-MIP-GFP male mice 4 weeks after tdTomato^+^ SSC bone marrow cavity transplantation. td^+^ OSX^+^/BS, tdTomato^+^ OSX^+^/bone area. *n* = 4 per group. Scale bars: 100 μm. (**D**) Representative images and quantitative analysis of FABP4 immunofluorescence to visualize adipocytes in femurs of *Slit2^fl/fl^*-MIP-GFP and *Slit2^th^*-MIP-GFP male mice 4 weeks after orthotopic bone marrow cavity transplantation of tdTomato^+^ SSCs. N.td^+^ FABP4^+^/BC, number of tdTomato^+^FABP4^+^/bone cavity. *n* = 6 per group. Scale bars: 100 μm. (**E**) Experimental model of mouse renal subcapsular transplantation of SSCs. Approximately 1 × 10^4^ SSCs were transplanted beneath the renal capsule on one side of each recipient mouse. (**F**) Representative images of μCT and quantitative analysis of bone parameters 4 weeks after subcapsular SSCs transplantation in mouse kidney. *n* = 4 per group. Scale bars: 500 μm. (**G**) Immunofluorescence staining for osteopontin and TH in bone organoids derived from SSCs transplanted into the renal capsule of secondary recipient mice. Organoids were harvested 4 weeks after transplantation. Scale bars: 200 μm. Error bars indicate mean ± SEM. *P < 0.05, **P < 0.01, by unpaired, 2-tailed Student’s *t* test for 2-group comparisons.

**Figure 5:**
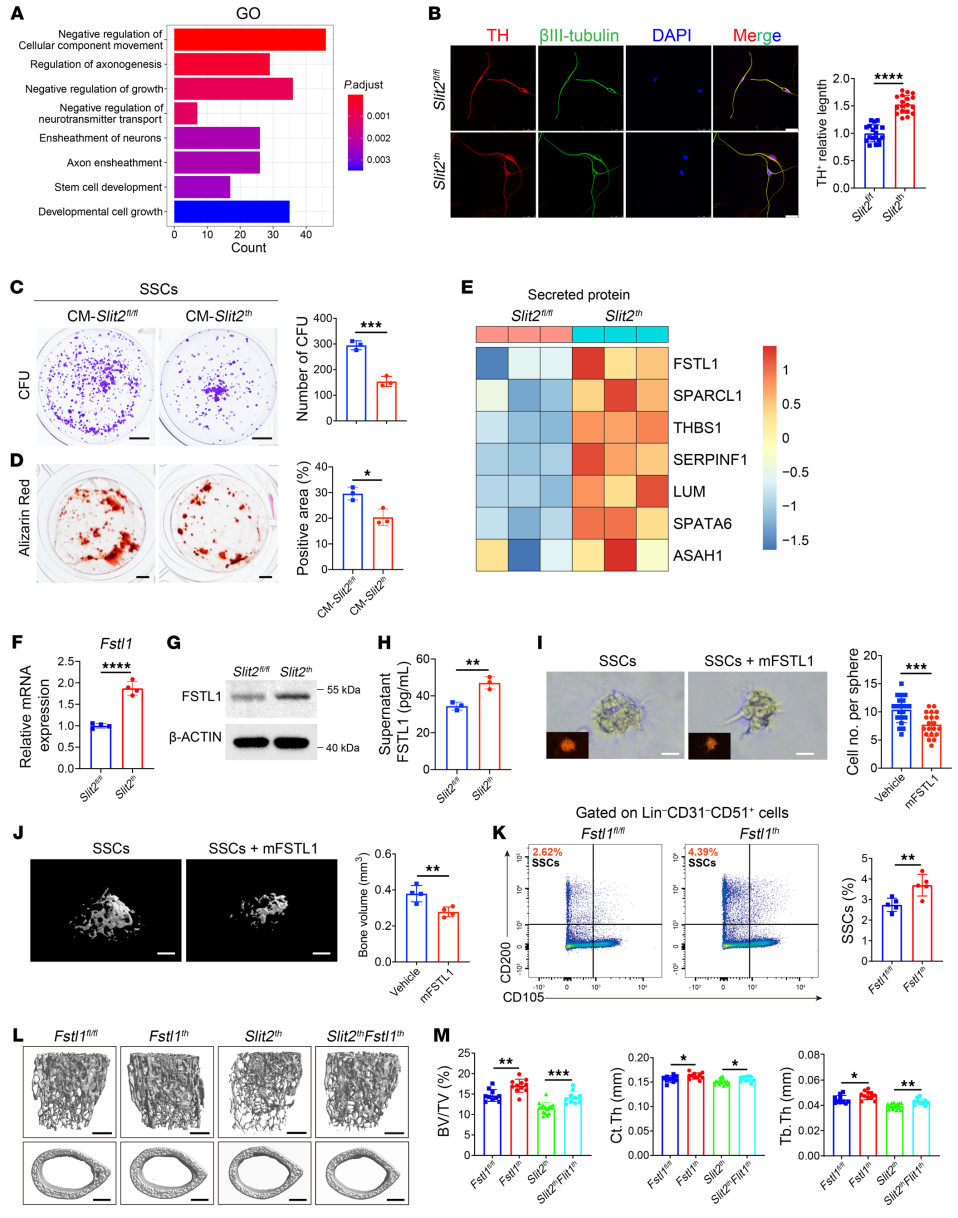
FSTL1 secreted from sympathetic nerves inhibits SSC self-renewal and osteogenesis. (**A**) GO enrichment analysis of genes differentially expressed in *Slit2^th^* sympathetic neurons relative to *Slit2^fl/fl^* sympathetic neurons. The significance values are based on a hypergeometric test. (**B**) Sympathetic neuron culture, TH^+^ (red) and βIII-tubulin^+^ (green) axon staining, and quantitative analysis in 3-week-old mice. *Slit2^fl/fl^*, *n* = 18; *Slit2^th^*. *n* = 18. Scale bars: 25 μm. (**C**) Crystal violet staining and quantitative analysis of CFU formation in SSCs stimulated with sympathetic neuronal conditioned medium. *n* = 3 per group. CM-*Slit2^fl/fl^*, conditioned culture medium of sympathetic neurons in *Slit2^fl/fl^* mice; CM-*Slit2^th^*, conditioned culture medium of sympathetic neurons in *Slit2^th^* mice. Scale bars: 5 mm. (**D**) Alizarin red staining and quantitative analysis of SSC mineralization activity after stimulation with conditioned medium from sympathetic neurons. *n* = 3 per group. Scale bars: 1 mm. (**E**) Expression of the soluble factors elevated in primary *Slit2^th^* sympathetic neurons relative to *Slit2^fl/fl^* sympathetic neurons. (**F**) mRNA levels of *Fstl1* in primary *Slit2^fl/fl^* and *Slit2^th^* sympathetic neurons were analyzed by real-time PCR. *n* = 4 per group. (**G**) Protein levels of FSLT1 in primary *Slit2^fl/fl^* and *Slit2^th^* sympathetic neurons were analyzed by immunoblotting. *n* = 3 per group. (**H**) Results from ELISA for FSTL1 secretion in primary *Slit2^fl/fl^* and *Slit2^th^* sympathetic neurons. *n* = 3 per group. (**I**) Pellet formation assay and quantitative analysis of SSCs cultured for 8 days after treatment with recombinant FSTL1 or vehicle. *n* = 4 per group. Scale bars: 20 μm. (**J**) Representative μCT images and quantitative analysis of the bone volume of bone organoids 4 weeks after renal capsule transplantation of SSCs encapsulated in Matrigel and stimulated by treatment with recombinant protein FSTL1 or vehicle. *n* = 4 per group. Scale bars: 500 μm. (**K**) Representative flow cytometry plots and relative frequency of SSCs from femurs of 3-week-old *Fstl1^fl/fl^* and *Fstl1^th^* male mice. *n* = 5 per group. (**L** and **M**) Representative μCT images of trabecular bone in the distal femur (**L**) and relative quantitative analysis of bone volume/total volume (BV/TV) and relative quantitative analysis of bone parameters (**M**) in *Fstl1^fl/fl^*, *Fstl1^th^*, *Slit2^th^*, and *Slit2^th^Fstl1^th^* male mice at 8 weeks of age. *Fstl1^fl/fl^*, *n* = 10; *Fstl1^th^*, *n* = 11; *Slit2^th^*, *n* = 15; *Slit2^th^Fstl1^th^*, *n* = 10. Scale bars: 500 μm. Error bars indicate mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, by unpaired, 2-tailed Student’s *t* test for 2-group comparisons (**B**–**D**, **F**, and **H**–**K**). *P < 0.05, **P < 0.01, ***P < 0.001, by 1-way ANOVA followed by Tukey’s post hoc test for multiple comparisons (**M**).

**Figure 6:**
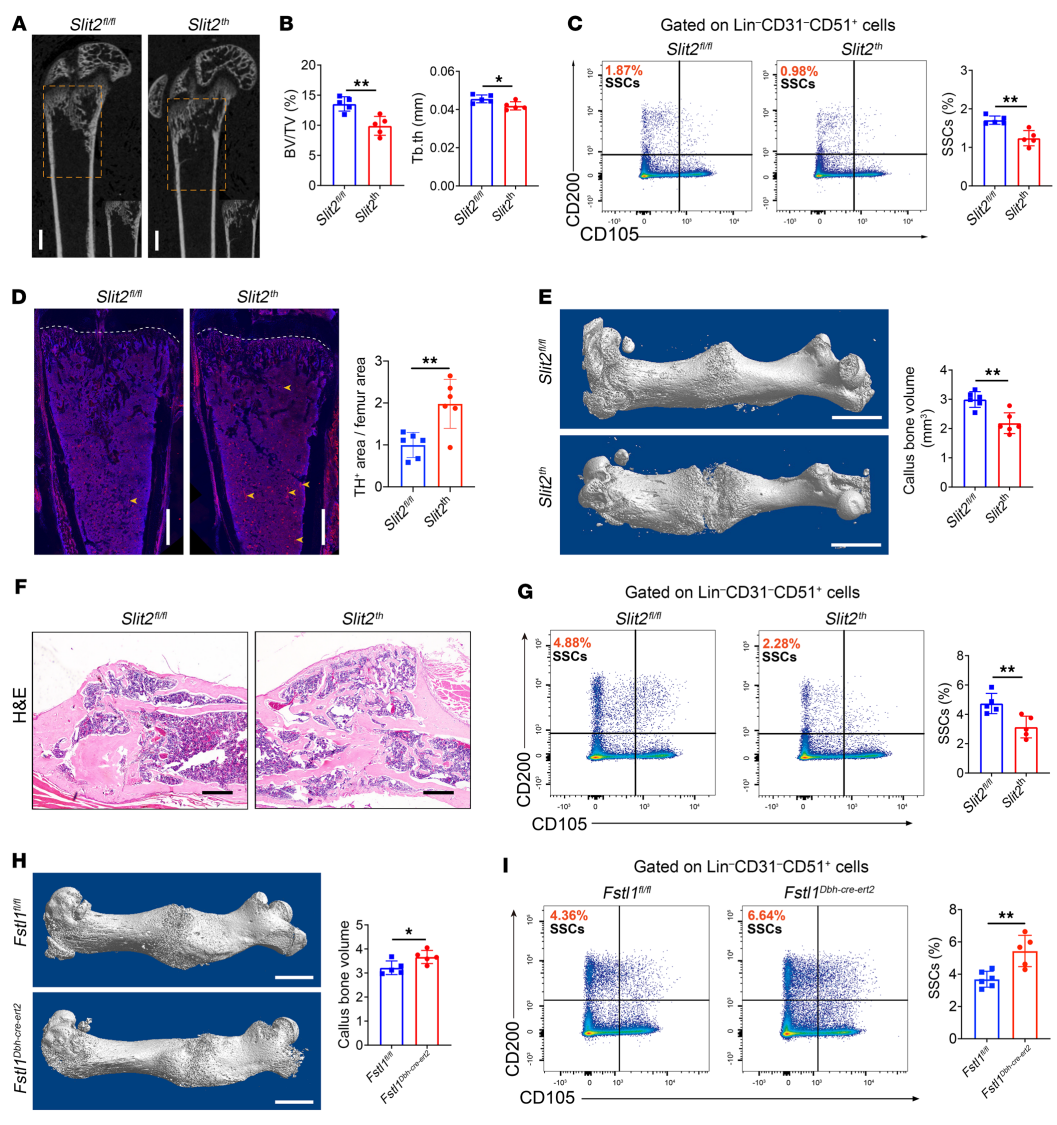
Sympathetic hyperinnervation disrupts bone regeneration by impairing SSC expansion. (**A** and **B**) Representative μCT images of bone regeneration 7 days after femoral bone marrow ablation and quantitative analysis of bone parameter in regeneration area in 6-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. *n* = 5. Scale bars: 1 mm. (**C**) Representative flow cytometry plots 7 days after femoral bone marrow ablation and relative frequency of SSCs from femurs of 6-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. *n* = 5. (**D**) Representative confocal images 7 days after femoral bone marrow ablation. Shown are TH (red) and DAPI (blue) signal and quantitative analysis of TH^+^ sympathetic nerves in femur sections. Marrow ablation was conducted in 6-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. *n* = 6; Scale bars, 500 μm. (**E**) Representative μCT images 21 days after femur fracture and quantitative analysis of callus bone volume. Fractures were performed in 6-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. *n* = 6. Scale bars: 2 mm. (**F**) H&E staining visualizing the callus formed 21 days after femur fracture in 6-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. Scale bars: 200 μm. (**G**) Representative flow cytometry plots 14 days after femur fracture and the relative frequency of SSCs from the femurs of 6-week-old *Slit2^fl/fl^* and *Slit2^th^* male mice. *n* = 5 per group. (**H**) Representative μCT images 21 days after femur fracture and quantitative analysis of bone callus volume. Fractures were performed in 6-week-old *Fstl1^fl/fl^* and *Fstl1^Dbh-cre-ert2^* male mice. *n* = 5. Scale bars: 2 mm. (**I**) Representative flow cytometry plots 14 days after femur fracture and relative frequency of SSCs from femurs of 6-week-old *Fstl1^fl/fl^* and *Fstl1^Dbh-cre-ert2^* male mice. *Fstl1^fl/fl^*, *n* = 6; *Fstl1^Dbh-cre-ert2^*, *n* = 5. Error bars indicate mean ± SEM. *P < 0.05, **P < 0.01, by unpaired, 2-tailed Student’s *t* test for 2-group comparisons.

## References

[1] Fuchs E, Blau HM (2020). Tissue stem cells: architects of their niches. Cell Stem Cell.

[2] Comazzetto S (2021). Niches that regulate stem cells and hematopoiesis in adult bone marrow. Dev Cell.

[3] Lane SW (2014). Modulating the stem cell niche for tissue regeneration. Nat Biotechnol.

[4] Chan CK (2015). Identification and specification of the mouse skeletal stem cell. Cell.

[5] Debnath S (2018). Discovery of a periosteal stem cell mediating intramembranous bone formation. Nature.

[6] Sun Q (2023). Dedifferentiation maintains melanocyte stem cells in a dynamic niche. Nature.

[7] Tevlin R (2017). Pharmacological rescue of diabetic skeletal stem cell niches. Sci Transl Med.

[8] Kurenkova AD (2020). Niches for skeletal stem cells of mesenchymal origin. Front Cell Dev Biol.

[9] Cheng W (2024). Skeletal stem-cell therapy: challenge meets opportunity. Lancet.

[10] Fukuda T (2013). Sema3A regulates bone-mass accrual through sensory innervations. Nature.

[11] Hu B (2020). Sensory nerves regulate mesenchymal stromal cell lineage commitment by tuning sympathetic tones. J Clin Invest.

[12] Zhang Y (2016). Implant-derived magnesium induces local neuronal production of CGRP to improve bone-fracture healing in rats. Nat Med.

[13] Watson EC, Adams RH (2018). Biology of bone: the vasculature of the skeletal system. Cold Spring Harb Perspect Med.

[14] Xu R (2018). Targeting skeletal endothelium to ameliorate bone loss. Nat Med.

[15] Li N (2020). Osteoclasts are not a source of SLIT3. Bone Res.

[16] Li Z (2024). Bone controls browning of white adipose tissue and protects from diet-induced obesity through Schnurri-3-regulated SLIT2 secretion. Nat Commun.

[17] Brose K (1999). Slit proteins bind Robo receptors and have an evolutionarily conserved role in repulsive axon guidance. Cell.

[18] Jaworski A, Tessier-Lavigne M (2012). Autocrine/juxtaparacrine regulation of axon fasciculation by Slit-Robo signaling. Nat Neurosci.

[19] Wang SZ (2013). Slit/Robo signaling mediates spatial positioning of spiral ganglion neurons during development of cochlear innervation. J Neurosci.

[20] Niclou SP (2000). Slit2 is a repellent for retinal ganglion cell axons. J Neurosci.

[21] Kim M (2019). Slit/Robo signals prevent spinal motor neuron emigration by organizing the spinal cord basement membrane. Dev Biol.

[22] Rama N (2015). Slit2 signaling through Robo1 and Robo2 is required for retinal neovascularization. Nat Med.

[23] Svensson KJ (2016). A secreted Slit2 fragment regulates adipose tissue thermogenesis and metabolic function. Cell Metab.

[24] Tavora B (2020). Tumoural activation of TLR3-SLIT2 axis in endothelium drives metastasis. Nature.

[25] Logan M (2002). Expression of Cre Recombinase in the developing mouse limb bud driven by a Prxl enhancer. Genesis.

[26] Maryanovich M (2018). Adrenergic nerve degeneration in bone marrow drives aging of the hematopoietic stem cell niche. Nat Med.

[27] Zhang B (2020). Hyperactivation of sympathetic nerves drives depletion of melanocyte stem cells. Nature.

[28] Arthur A (2011). EphB/ephrin-B interactions mediate human MSC attachment, migration and osteochondral differentiation. Bone.

[29] Méndez-Ferrer S (2010). Mesenchymal and haematopoietic stem cells form a unique bone marrow niche. Nature.

[30] Abeynayake N (2021). Crosstalk between skeletal and neural tissues is critical for skeletal health. Bone.

[31] Xie M (2019). Schwann cell precursors contribute to skeletal formation during embryonic development in mice and zebrafish. Proc Natl Acad Sci U S A.

[32] Kaucka M (2018). Signals from the brain and olfactory epithelium control shaping of the mammalian nasal capsule cartilage. Elife.

[33] Arranz L (2014). Neuropathy of haematopoietic stem cell niche is essential for myeloproliferative neoplasms. Nature.

[34] Lucas D (2013). Chemotherapy-induced bone marrow nerve injury impairs hematopoietic regeneration. Nat Med.

[35] Roshanzamir S (2016). Autonomic dysfunction and osteoporosis after electrical burn. Burns.

[36] Sweetapple HA (1946). Sudeck’s atrophy. Med J Aust.

[37] Tangella AV (2023). Imaging modalities and their findings in patients with complex regional pain syndrome: a review. Cureus.

[38] Brazill JM (2019). Nerves in bone: evolving concepts in pain and anabolism. J Bone Miner Res.

[39] Lorenz MR (2021). A neuroskeletal atlas: spatial mapping and contextualization of axon subtypes innervating the long bones of C3H and B6 mice. J Bone Miner Res.

[40] Meyers CA (2020). A neurotrophic mechanism directs sensory nerve transit in cranial bone. Cell Rep.

[41] Tomlinson RE (2016). NGF-TrkA signaling by sensory nerves coordinates the vascularization and ossification of developing endochondral bone. Cell Rep.

[42] Elefteriou F (2005). Leptin regulation of bone resorption by the sympathetic nervous system and CART. Nature.

[43] Takeda S (2002). Leptin regulates bone formation via the sympathetic nervous system. Cell.

[44] Ding X (2019). Panicle-shaped sympathetic architecture in the spleen parenchyma modulates antibacterial innate immunity. Cell Rep.

[45] Orefice LL (2019). Targeting peripheral somatosensory neurons to improve tactile-related phenotypes in ASD models. Cell.

[46] Yang G (2024). Identification of the metaphyseal skeletal stem cell building trabecular bone. Sci Adv.

[47] Matsushita Y (2023). Bone marrow endosteal stem cells dictate active osteogenesis and aggressive tumorigenesis. Nat Commun.

[48] Ambrosi TH (2021). Aged skeletal stem cells generate an inflammatory degenerative niche. Nature.

[49] Sun J (2023). A vertebral skeletal stem cell lineage driving metastasis. Nature.

[50] Ambrosi TH (2021). Distinct skeletal stem cell types orchestrate long bone skeletogenesis. Elife.

[51] Yamazaki S (2011). Nonmyelinating Schwann cells maintain hematopoietic stem cell hibernation in the bone marrow niche. Cell.

[52] Straat ME (2023). Stimulation of the beta-2-adrenergic receptor with salbutamol activates human brown adipose tissue. Cell Rep Med.

[53] Geng Y (2011). Follistatin-like 1 (Fstl1) is a bone morphogenetic protein (BMP) 4 signaling antagonist in controlling mouse lung development. Proc Natl Acad Sci U S A.

[54] Bok S (2023). A multi-stem cell basis for craniosynostosis and calvarial mineralization. Nature.

[55] Chan CKF (2018). Identification of the human skeletal stem cell. Cell.

[56] Yuan G (2024). Skeletal stem cells in bone development, homeostasis, and disease. Protein Cell.

[57] Ho YH (2019). Remodeling of bone marrow hematopoietic stem cell niches promotes myeloid cell expansion during premature or physiological aging. Cell Stem Cell.

[58] Khosla S (2018). Sympathetic β1-adrenergic signaling contributes to regulation of human bone metabolism. J Clin Invest.

[59] Luo N (2022). A neuronal action of sirtuin 1 suppresses bone mass in young and aging mice. J Clin Invest.

[60] Makita T (2008). Endothelins are vascular-derived axonal guidance cues for developing sympathetic neurons. Nature.

[61] Chédotal A (2019). Roles of axon guidance molecules in neuronal wiring in the developing spinal cord. Nat Rev Neurosci.

[62] Negishi-Koga T (2011). Suppression of bone formation by osteoclastic expression of semaphorin 4D. Nat Med.

[63] Leitão L (2020). Osteoblasts are inherently programmed to repel sensory innervation. Bone Res.

[64] Zhu S (2019). Subchondral bone osteoclasts induce sensory innervation and osteoarthritis pain. J Clin Invest.

[65] Ni S (2019). Sensory innervation in porous endplates by Netrin-1 from osteoclasts mediates PGE2-induced spinal hypersensitivity in mice. Nat Commun.

[66] Mattiotti A (2018). Follistatin-like 1 in development and human diseases. Cell Mol Life Sci.

[67] Salazar VS (2019). Reactivation of a developmental *Bmp2* signaling center is required for therapeutic control of the murine periosteal niche. Elife.

[68] Tower RJ (2021). Spatial transcriptomics reveals a role for sensory nerves in preserving cranial suture patency through modulation of BMP/TGF-β signaling. Proc Natl Acad Sci U S A.

[69] Kim HJ (2016). Follistatin-like 1 promotes osteoclast formation via RANKL-mediated NF-κB activation and M-CSF-induced precursor proliferation. Cell Signal.

[70] Tomlinson RE (2017). NGF-TrkA signaling in sensory nerves is required for skeletal adaptation to mechanical loads in mice. Proc Natl Acad Sci U S A.

[71] Chen H (2019). Prostaglandin E2 mediates sensory nerve regulation of bone homeostasis. Nat Commun.

[72] Guo Q (2023). Sympathetic innervation regulates osteocyte-mediated cortical bone resorption during lactation. Adv Sci (Weinh).

[73] Zhang Y (2021). Neuronal induction of bone-fat imbalance through osteocyte neuropeptide Y. Adv Sci (Weinh).

[74] Pei F (2023). Sensory nerve niche regulates mesenchymal stem cell homeostasis via FGF/mTOR/autophagy axis. Nat Commun.

[75] Shim JH (2013). Schnurri-3 regulates ERK downstream of WNT signaling in osteoblasts. J Clin Invest.

# Supplementary material for: Axon guidance cue SLIT2 regulates the murine skeletal stem cell niche through sympathetic innervation
**Source:** J Clin Invest. 2025 Oct 15;135(20):e193014. doi: 10.1172/JCI193014
**Supplement:** Supplemental data

**Axon guidance cue SLIT2 regulates the murine skeletal stem cell niche  
through sympathetic innervation**

Zuoxing Wu<sup>1,2\*</sup>, Na Li<sup>1,11\*</sup>, Zhengqiong Luo<sup>1,2</sup>, Zihan Chen<sup>2,3</sup>, Xuemei He<sup>1,2</sup>, Jie Han<sup>1,2</sup>, Xixi Lin<sup>1,2</sup>, Fan Shi<sup>2,3</sup>, Haitao Huang<sup>4</sup>, Baohong Shi<sup>1,2</sup>, Yu Li<sup>1,2</sup>, Xin Wang<sup>9</sup>, Lin Meng<sup>10</sup>, Dachuan Zhang<sup>5</sup>, Lanfen Chen<sup>4</sup>, Dawang Zhou<sup>4</sup>, Weinan Cheng<sup>1,8†</sup>, Matthew B. Greenblatt<sup>6,7†</sup> and Ren Xu<sup>1-3†</sup>

2

4
5 Surgery, New York, NY, USA.

6

8
9 Japan

10

11

14

15 \*These authors contributed equally to this work.

16

18 Ren Xu, Ph.D

1 Yuejin Building. A503, Xiang'an South Road, Xiang'an District, Xiamen,

2 361102

4

5 Matthew B. Greenblatt, MD Ph.D

12

13 Weinan Cheng, MD Ph.D

18

19

20

21

22

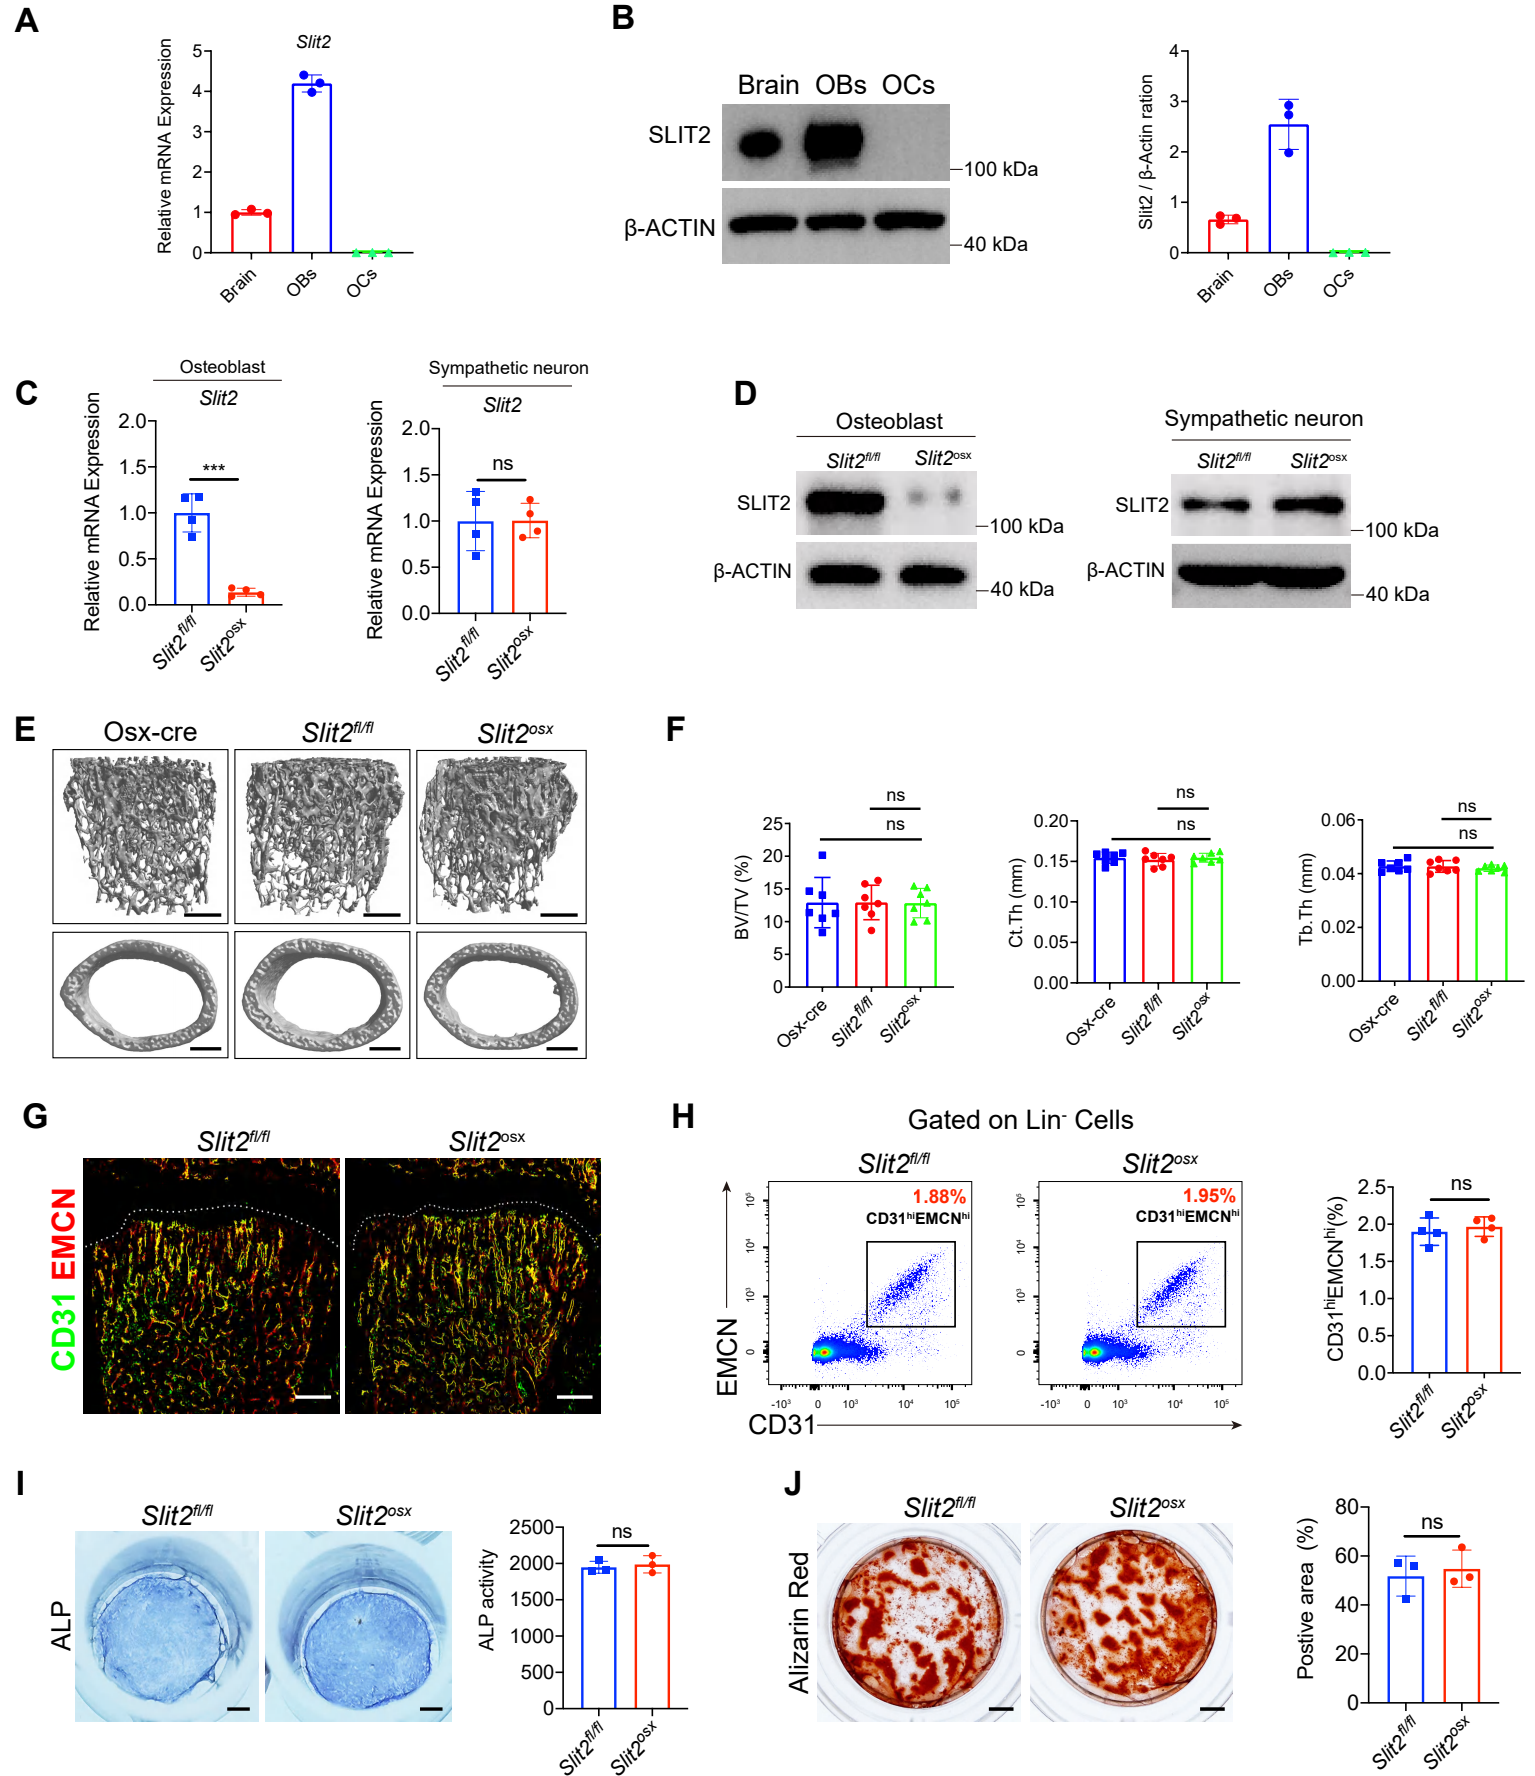

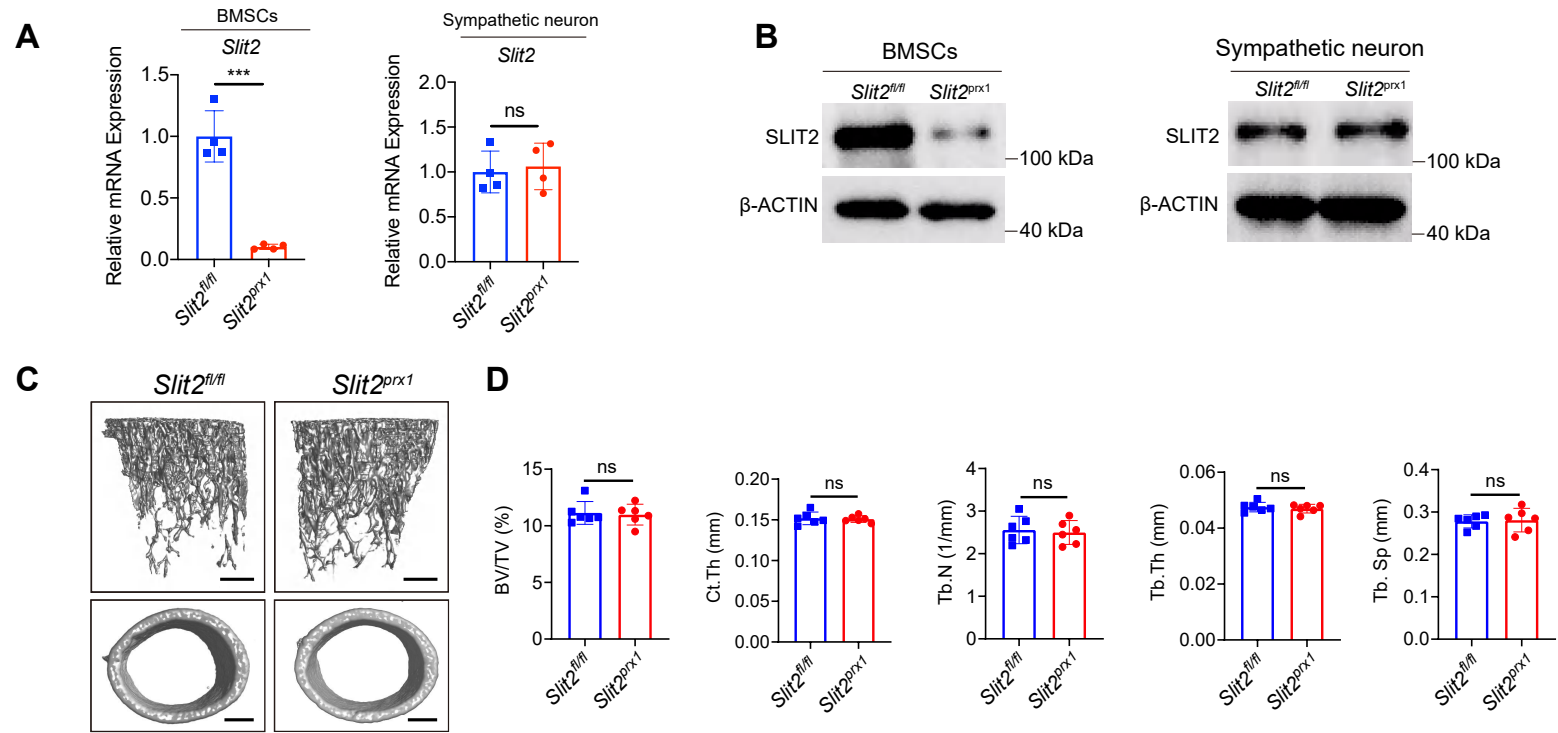

**A**

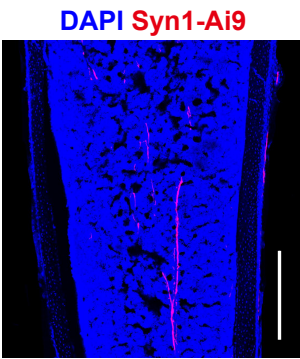

**B**

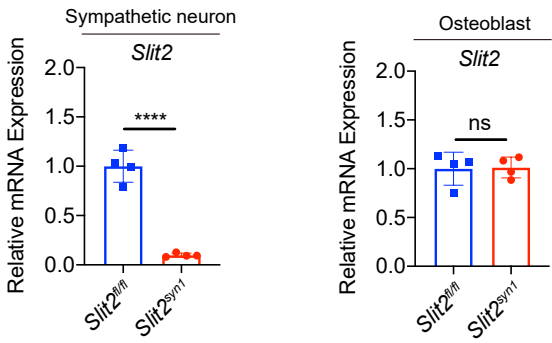

**C**

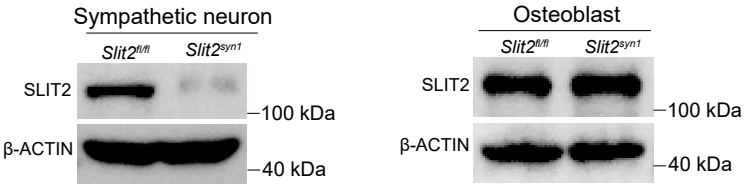

**D**

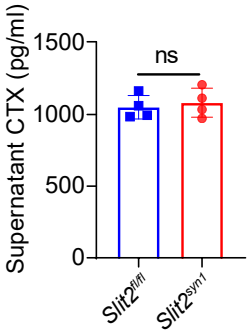

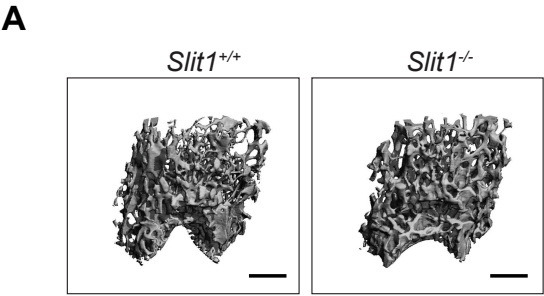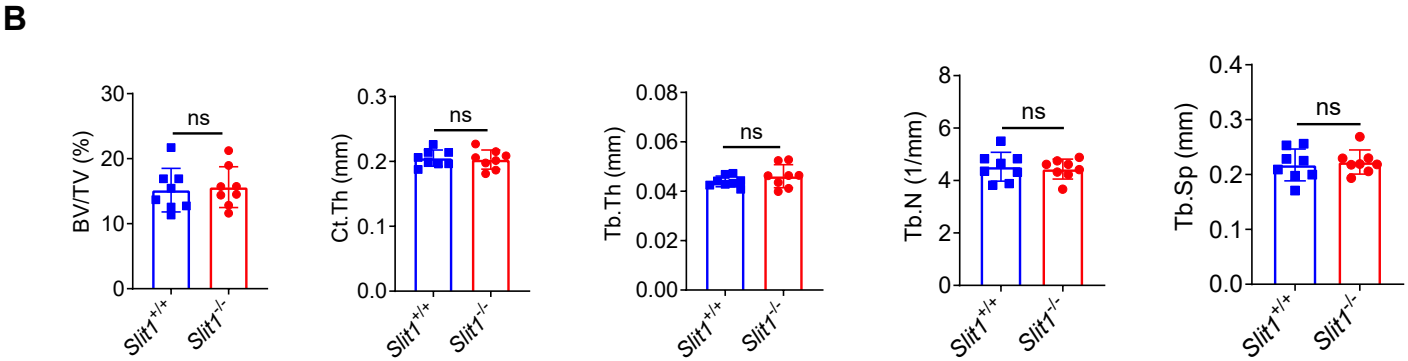

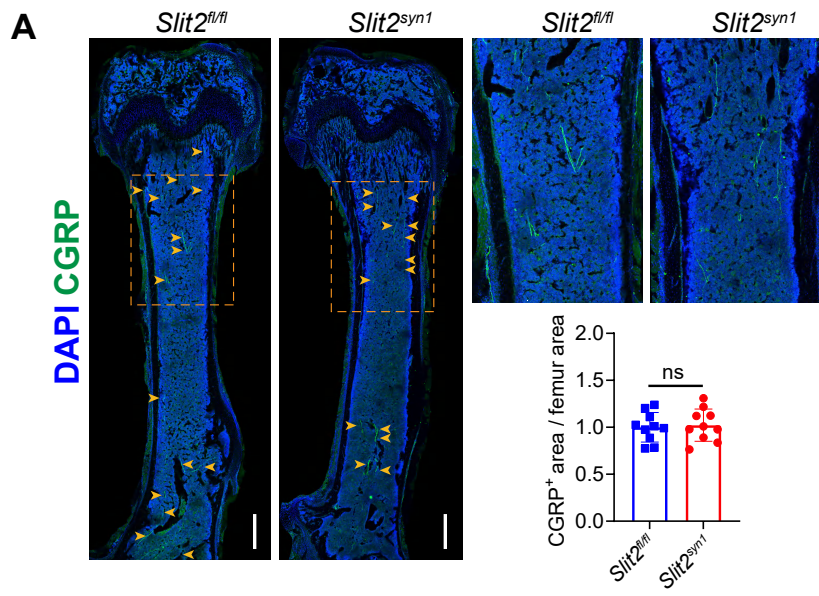

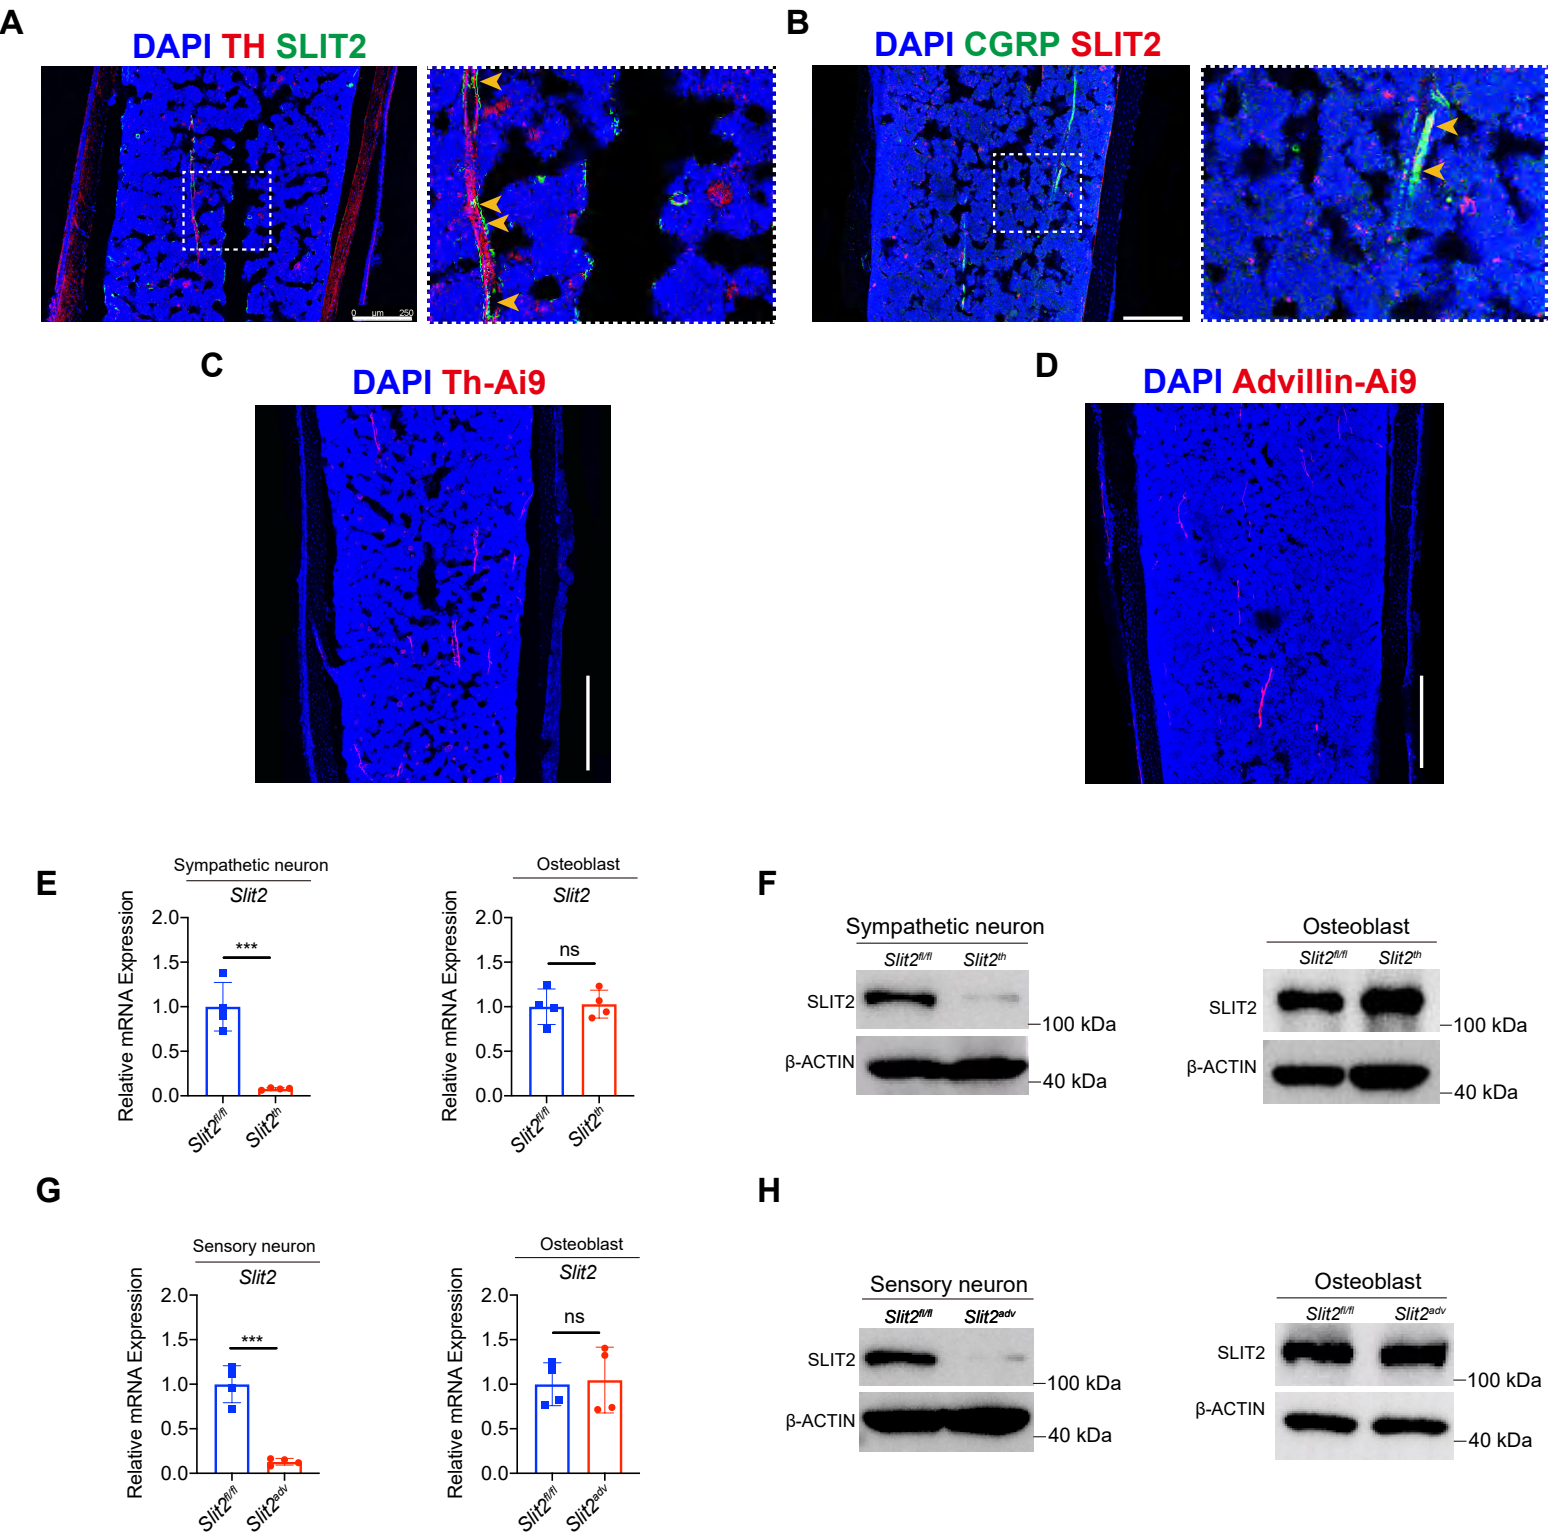

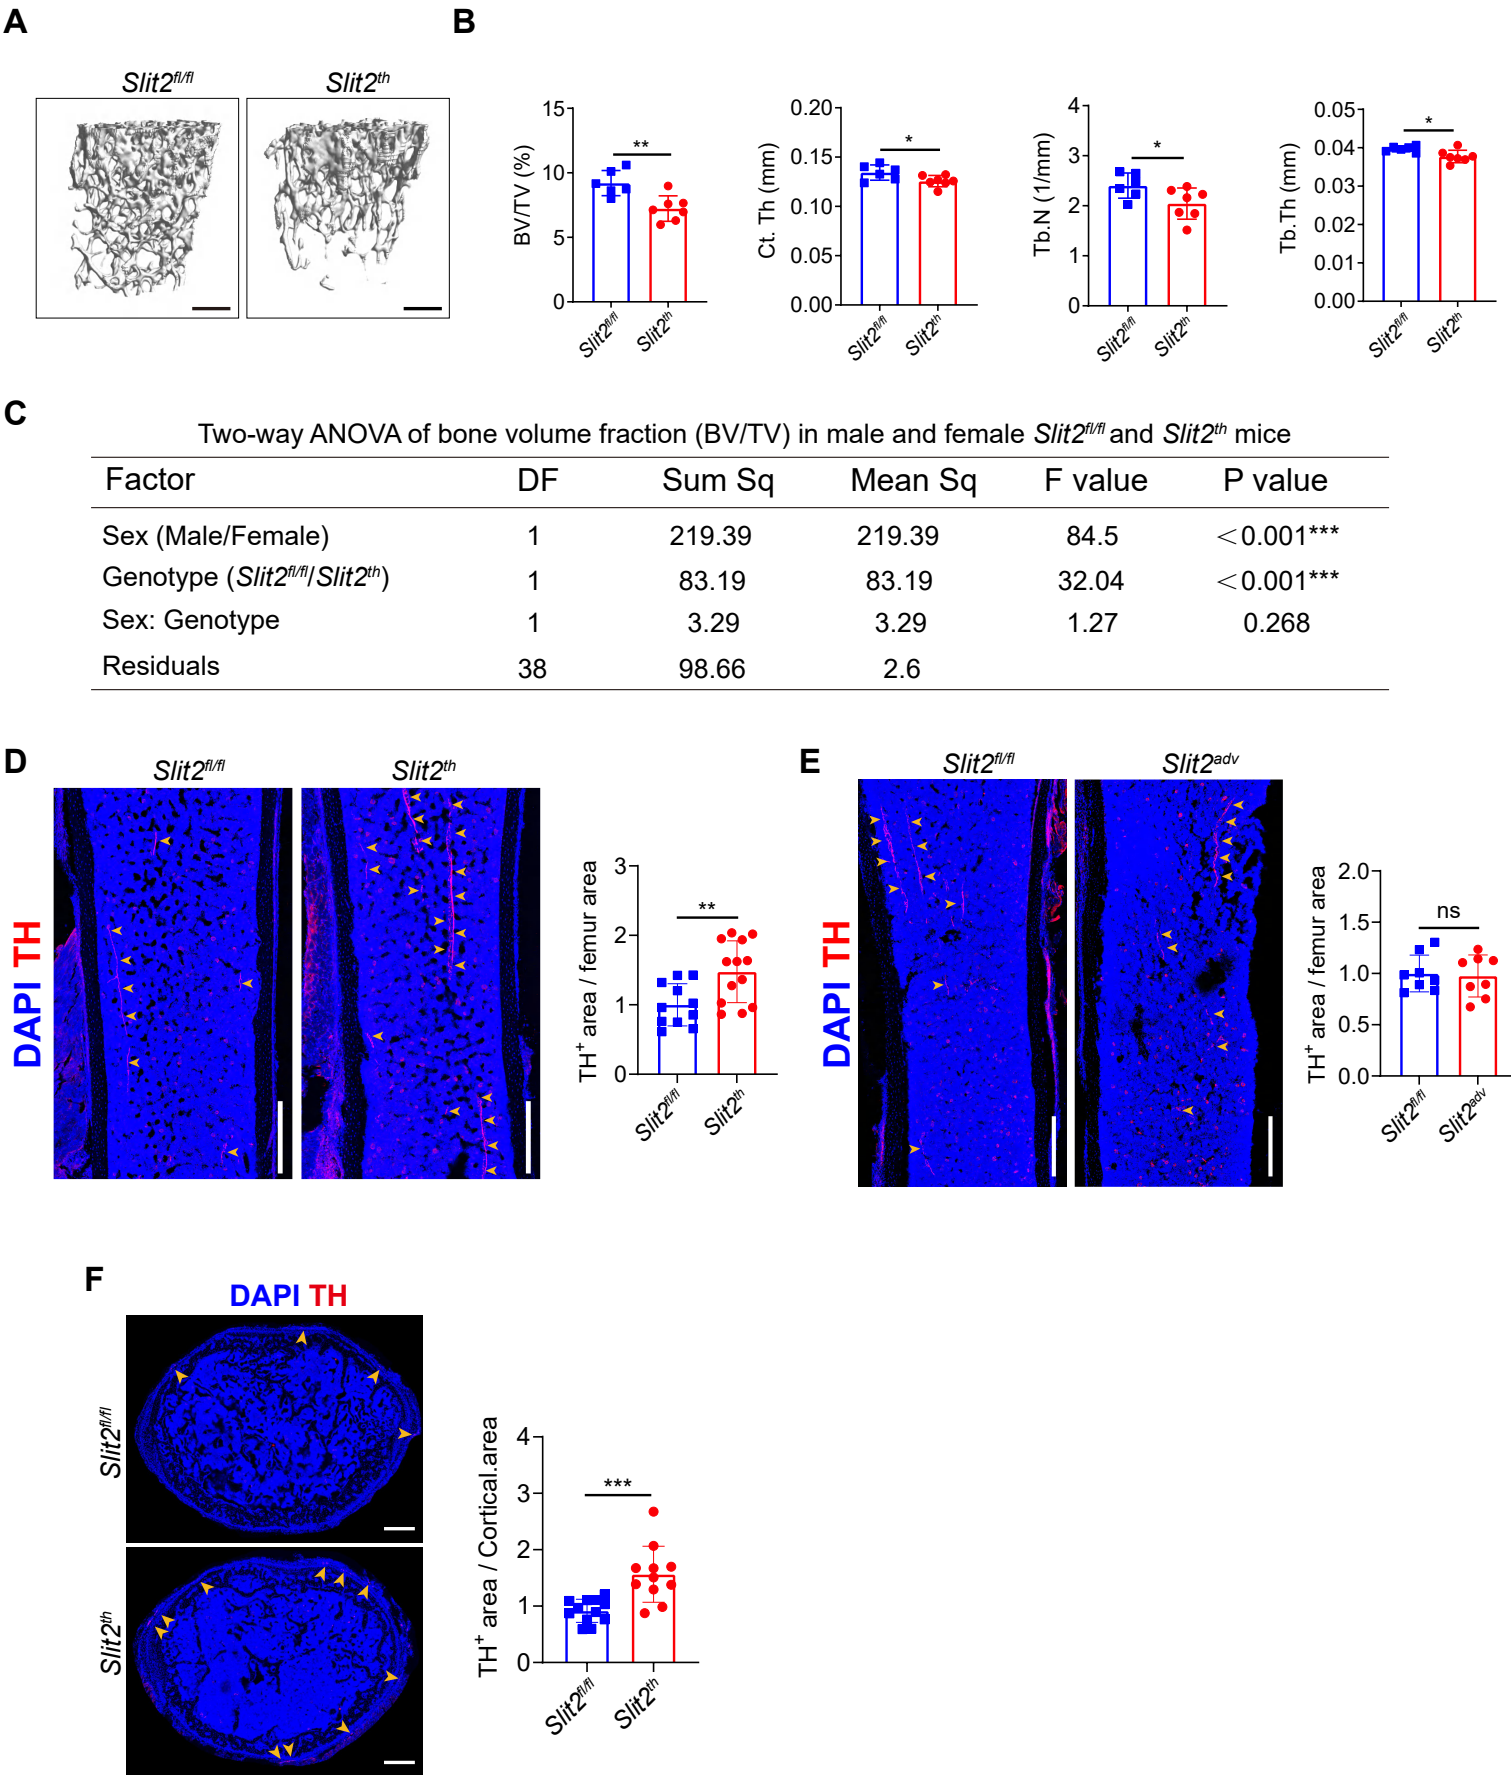

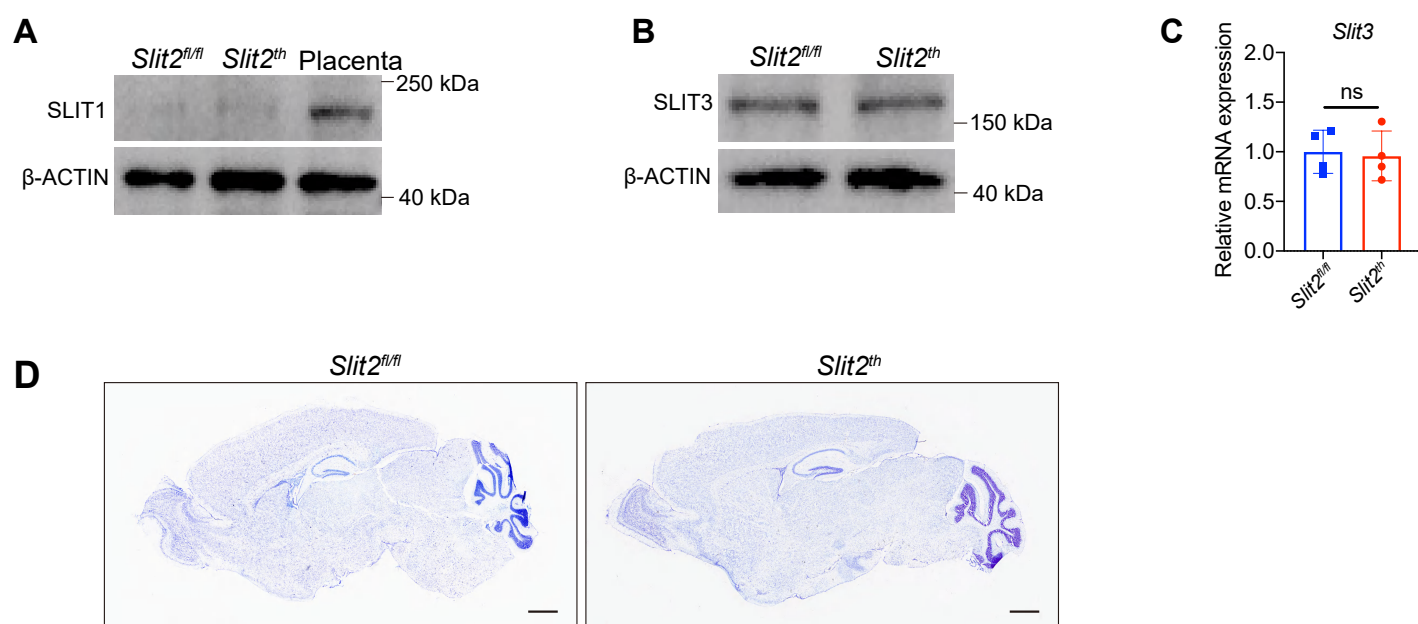

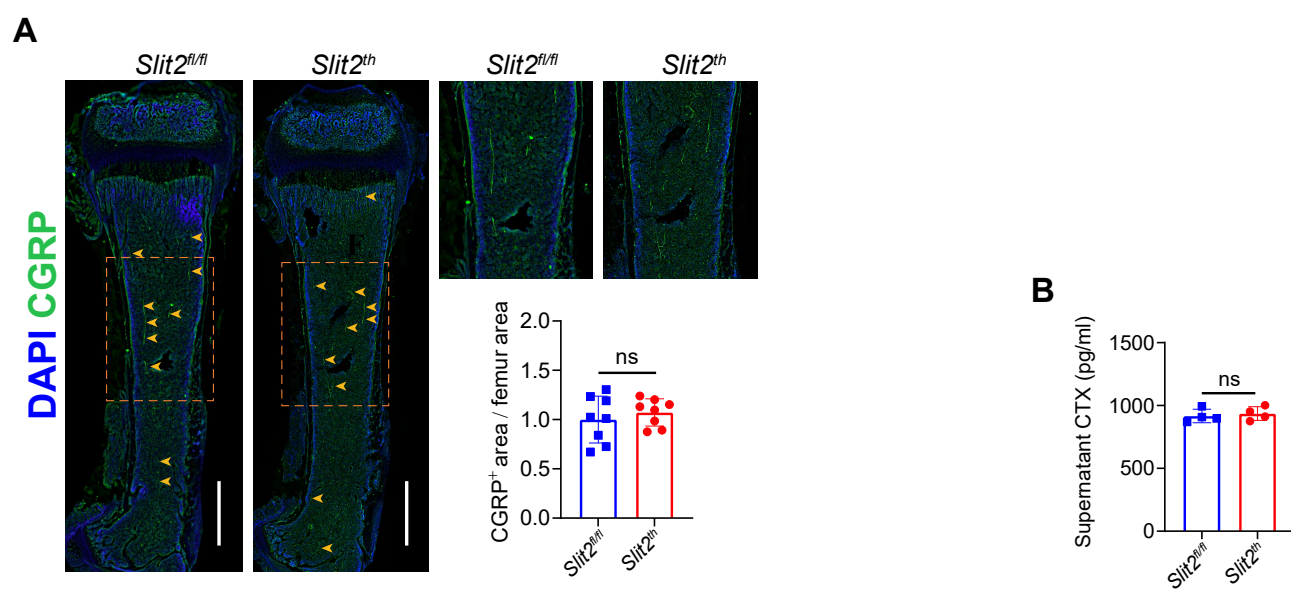

**A**

Refer to Figure 2F

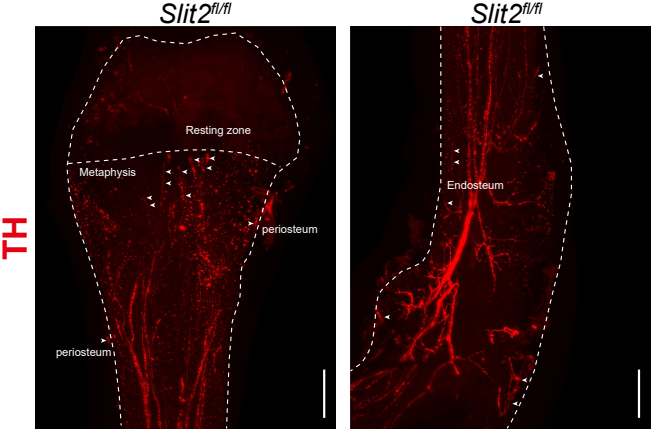

**B**

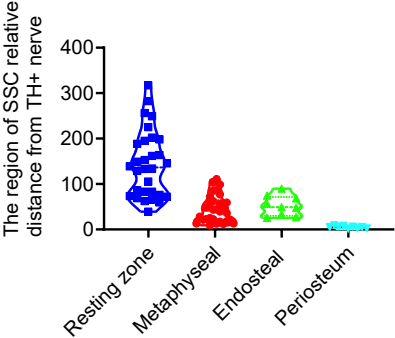

**C**

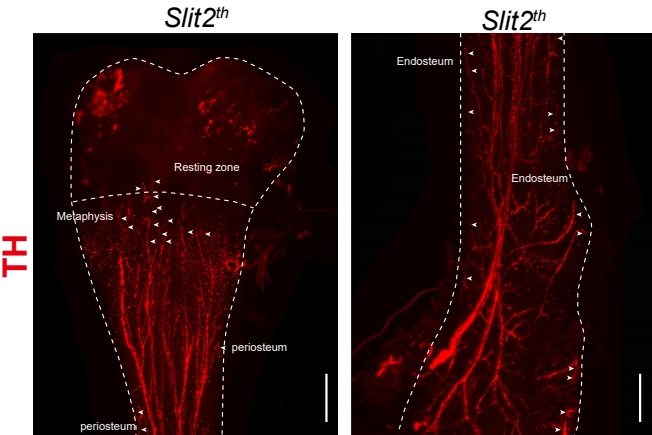

**D**

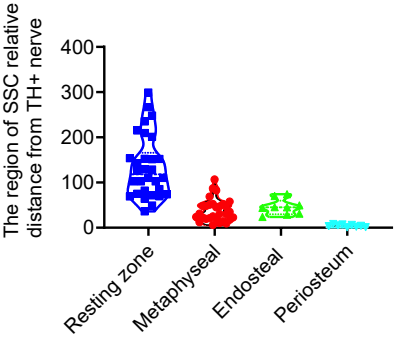

*Slit2<sup>fl/fl</sup>***A**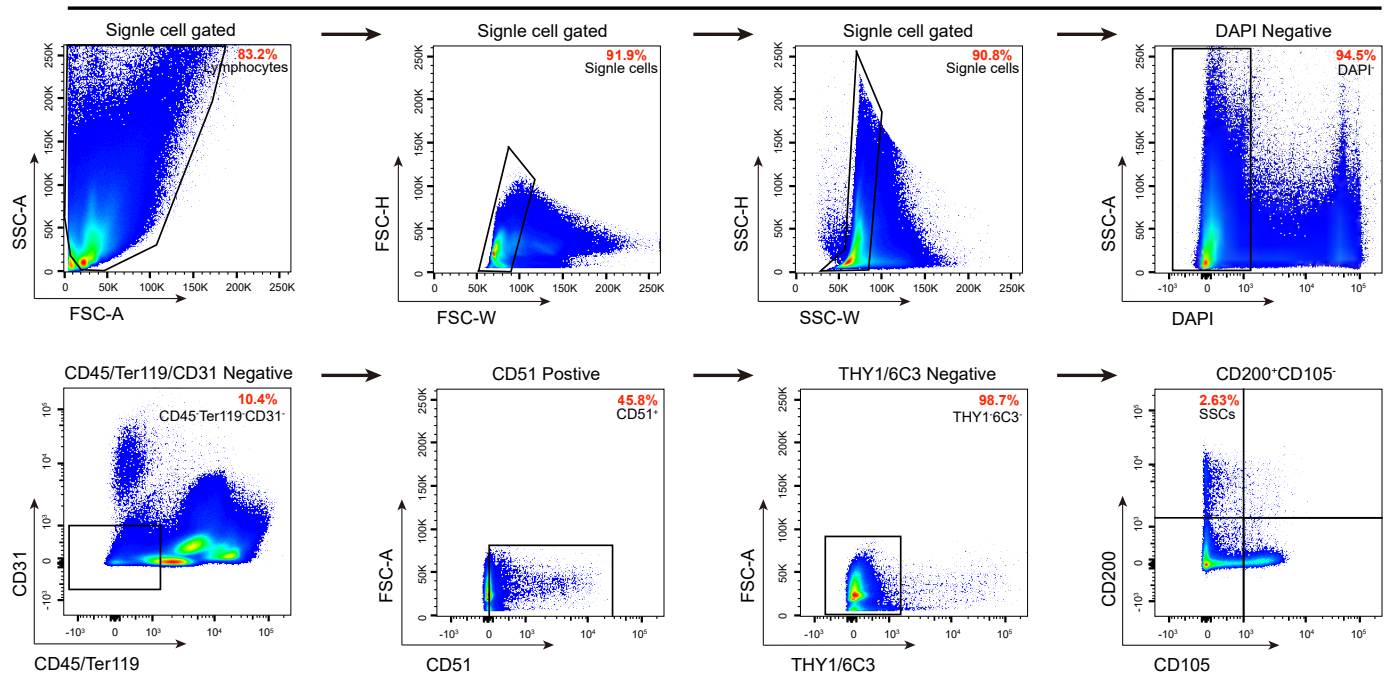*Slit2<sup>syn1</sup>*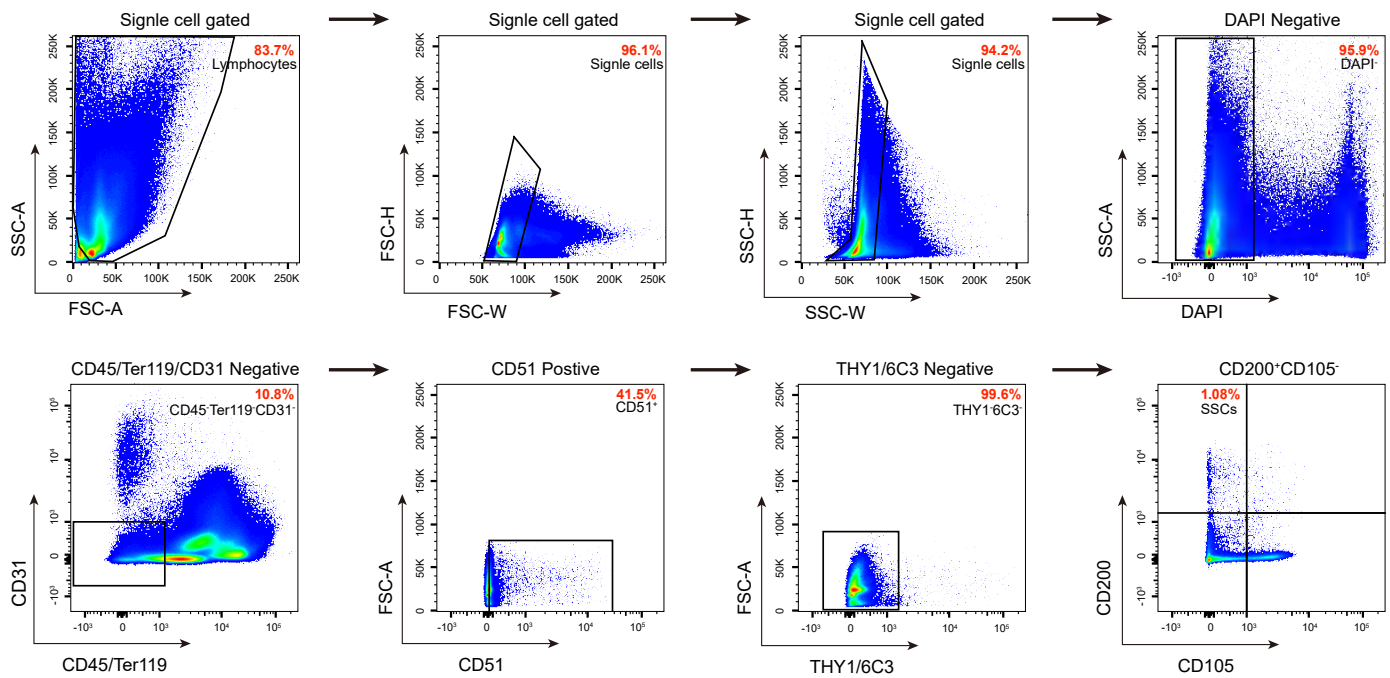**B**Gated on Lin<sup>-</sup>CD31<sup>-</sup>CD51<sup>+</sup> Cells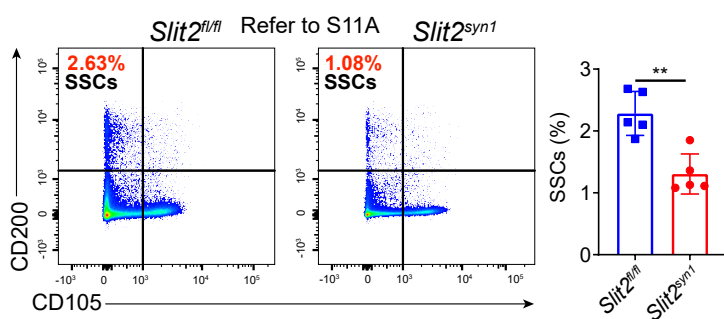**C**Gated on Lin<sup>-</sup>CD31<sup>-</sup>CD51<sup>+</sup> Cells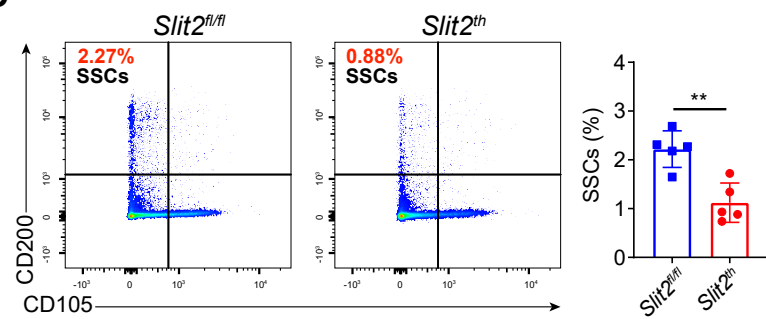**D**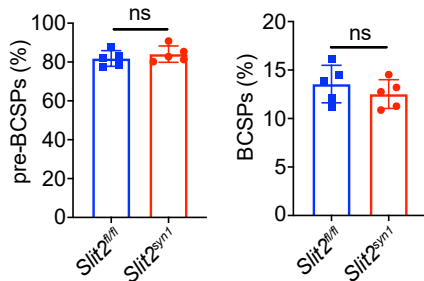**E**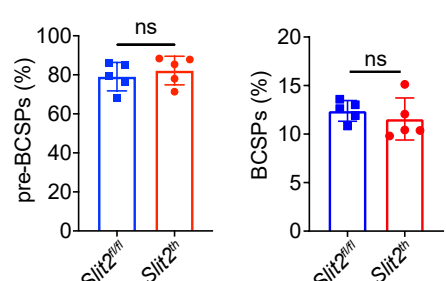

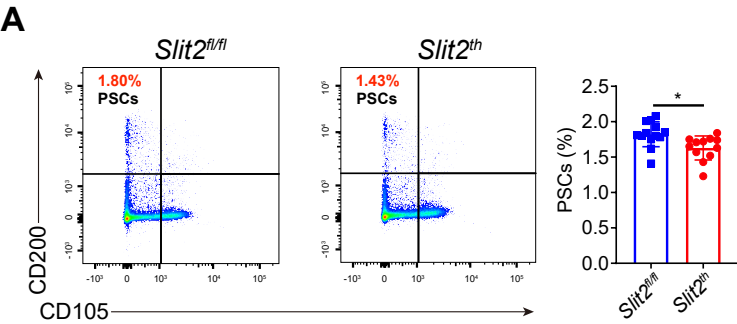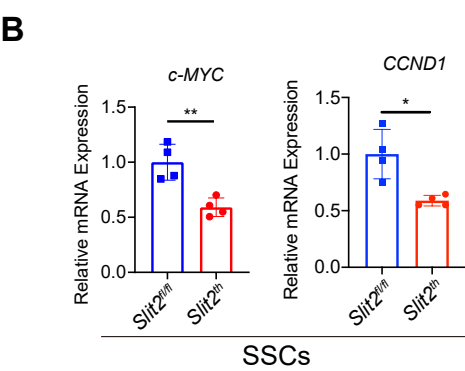

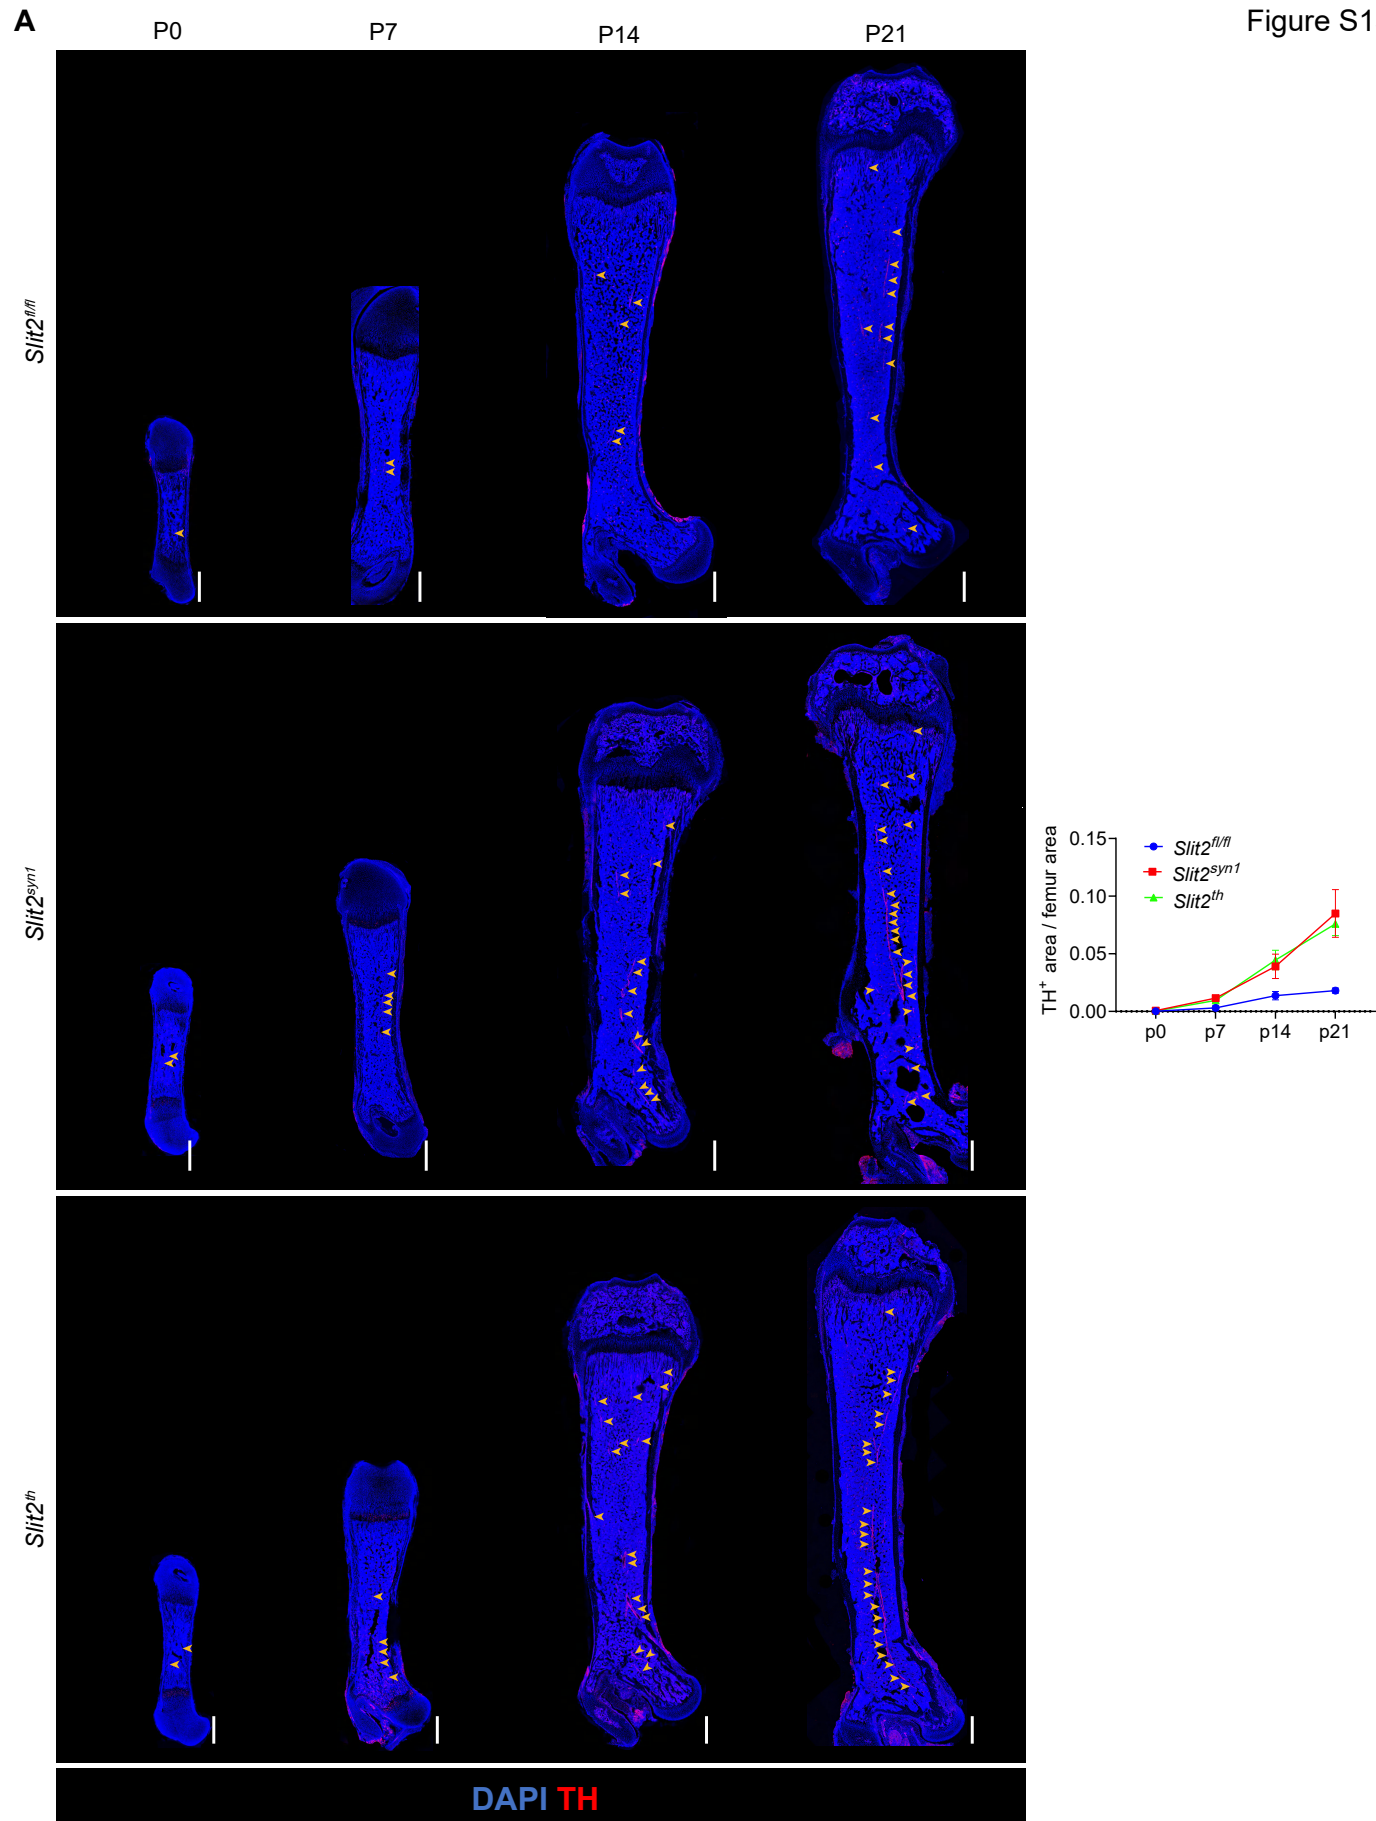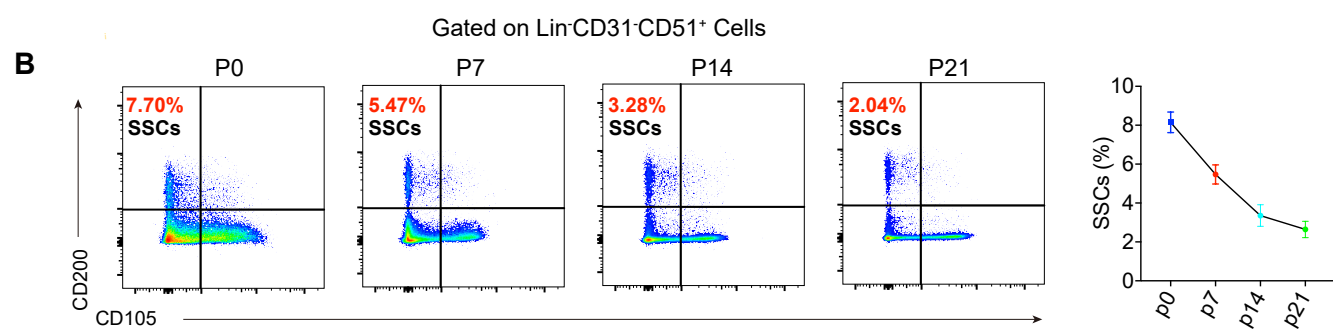

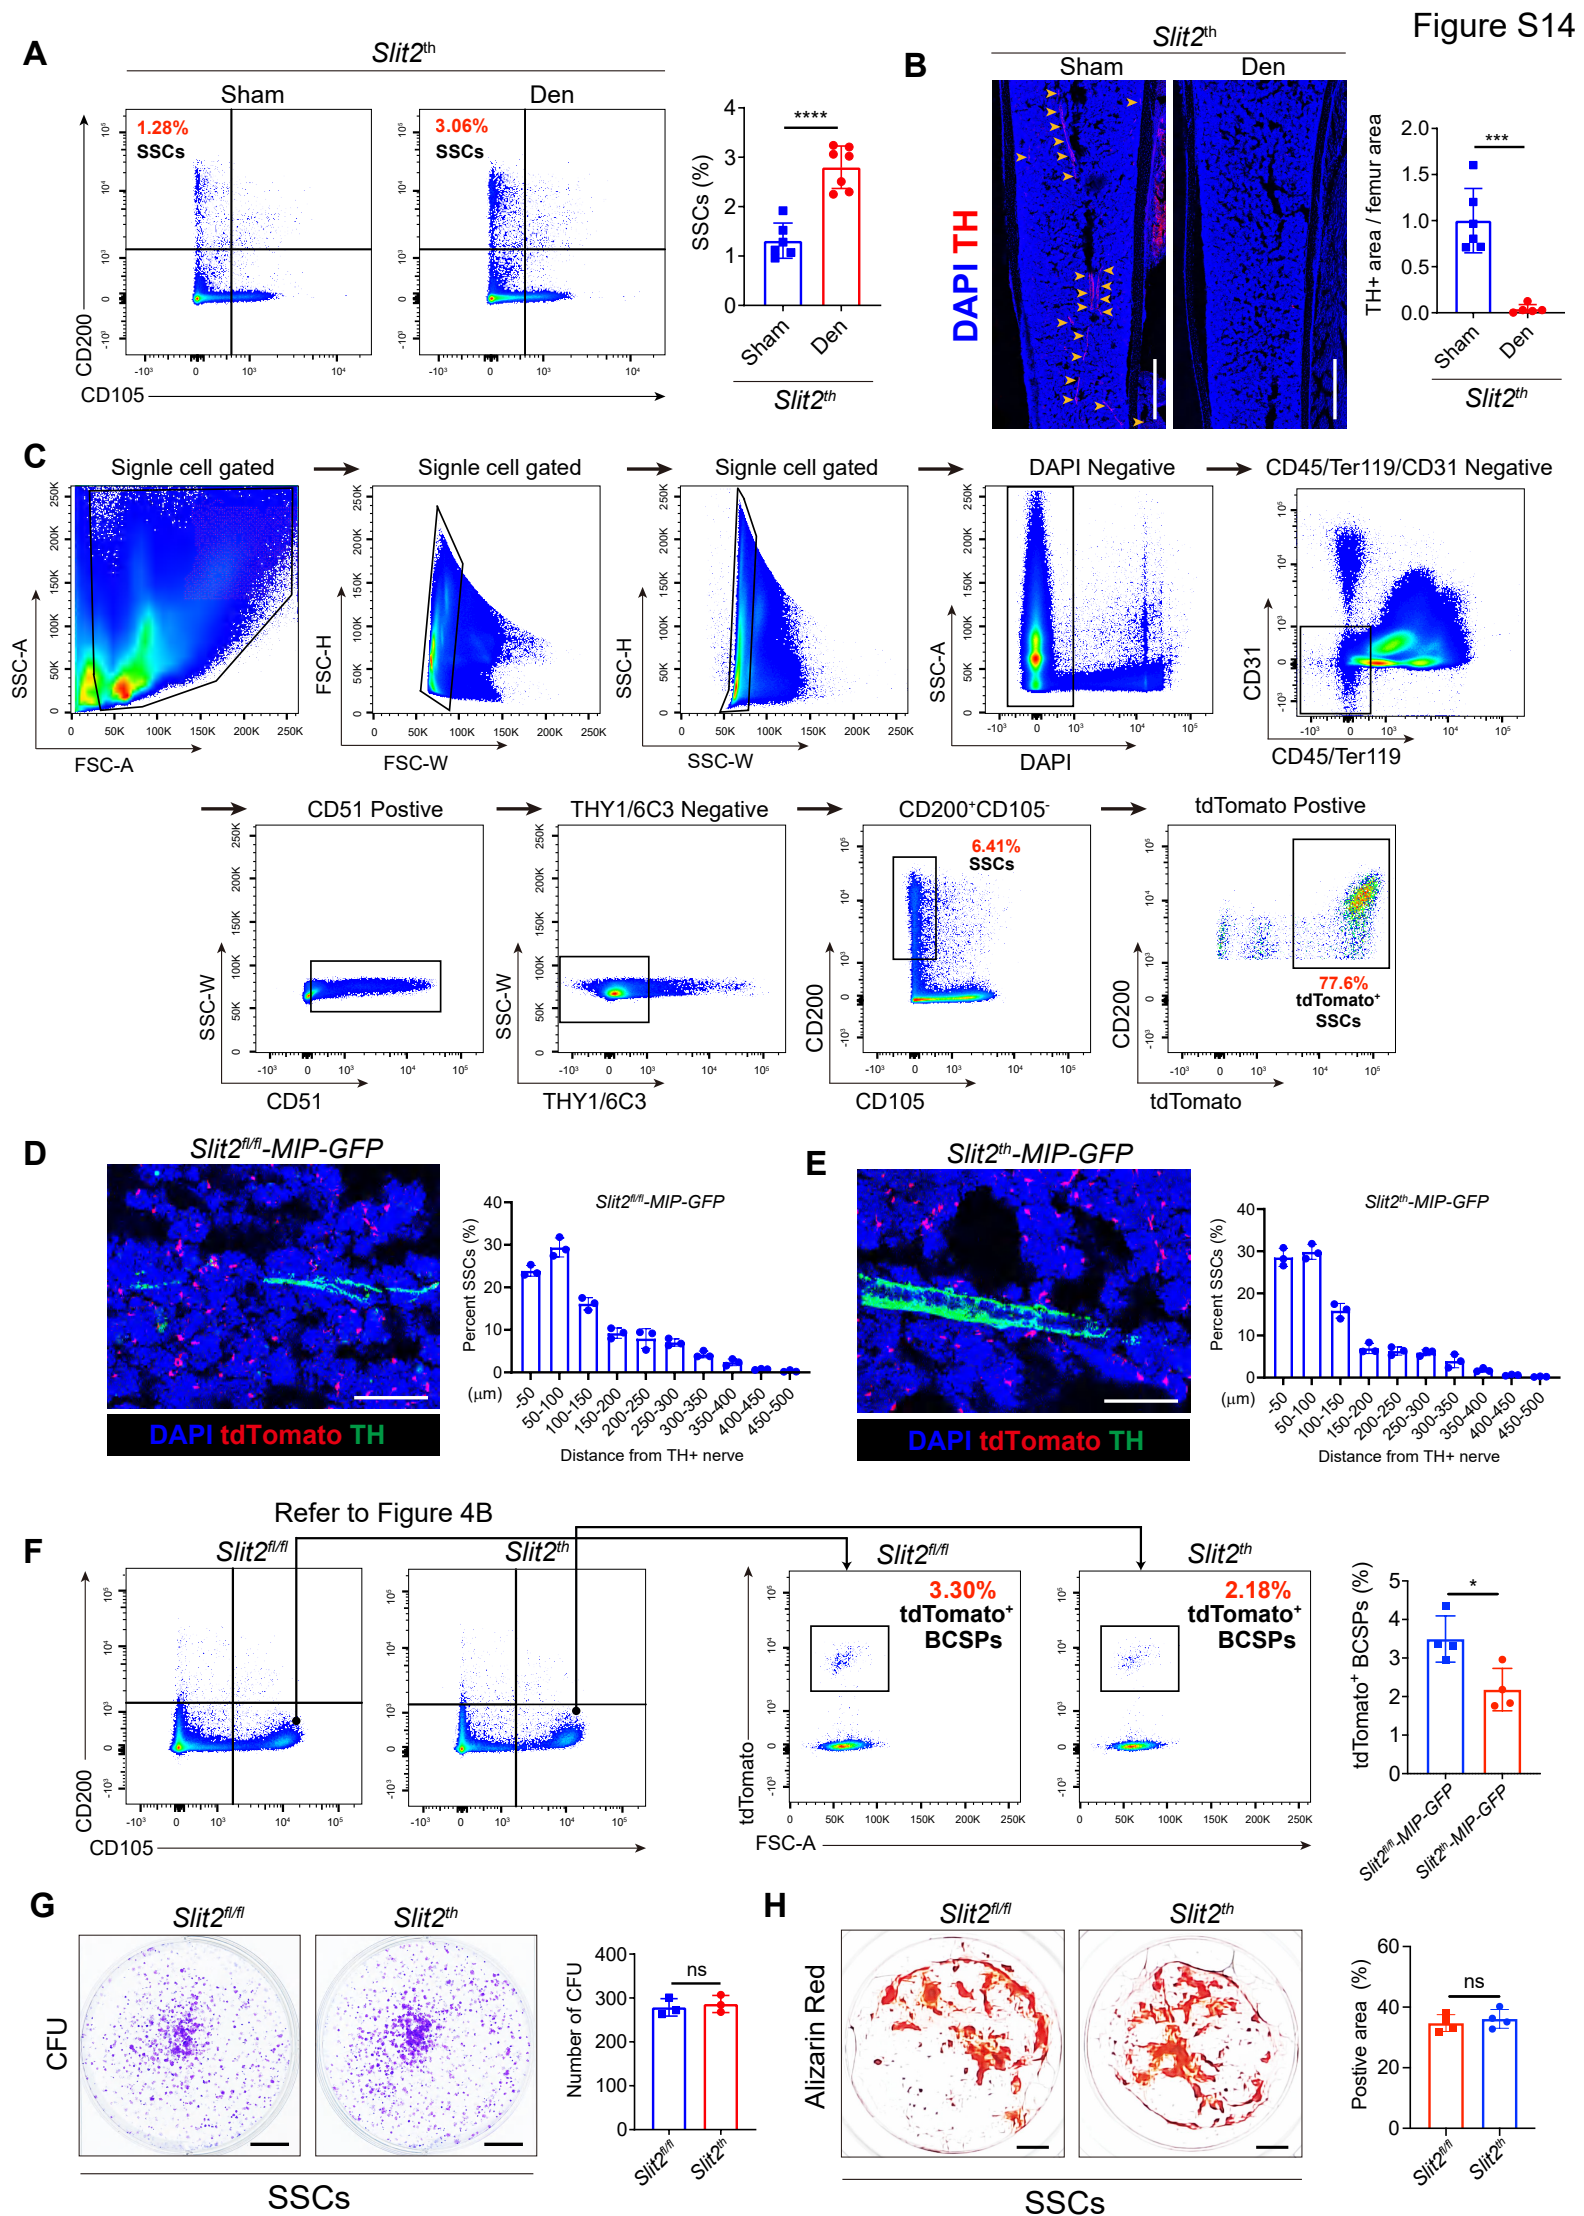

**A**

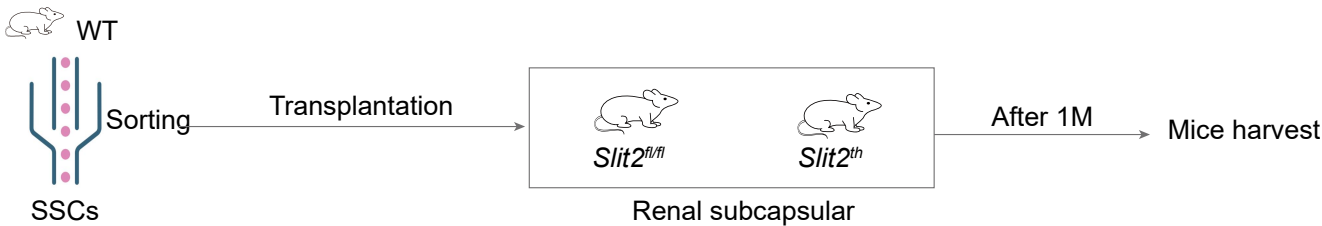

**B**

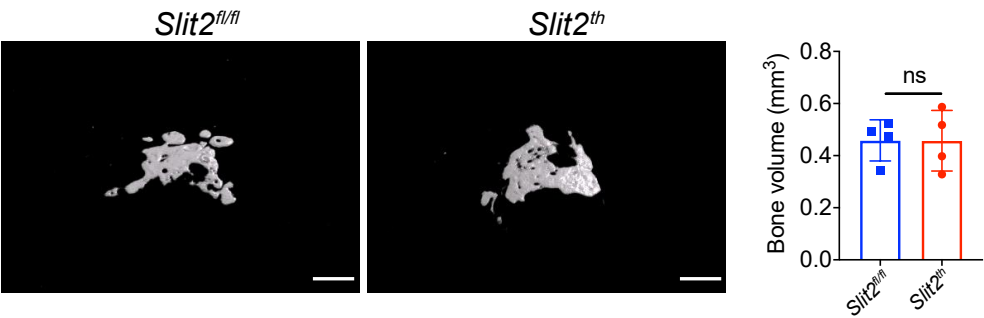

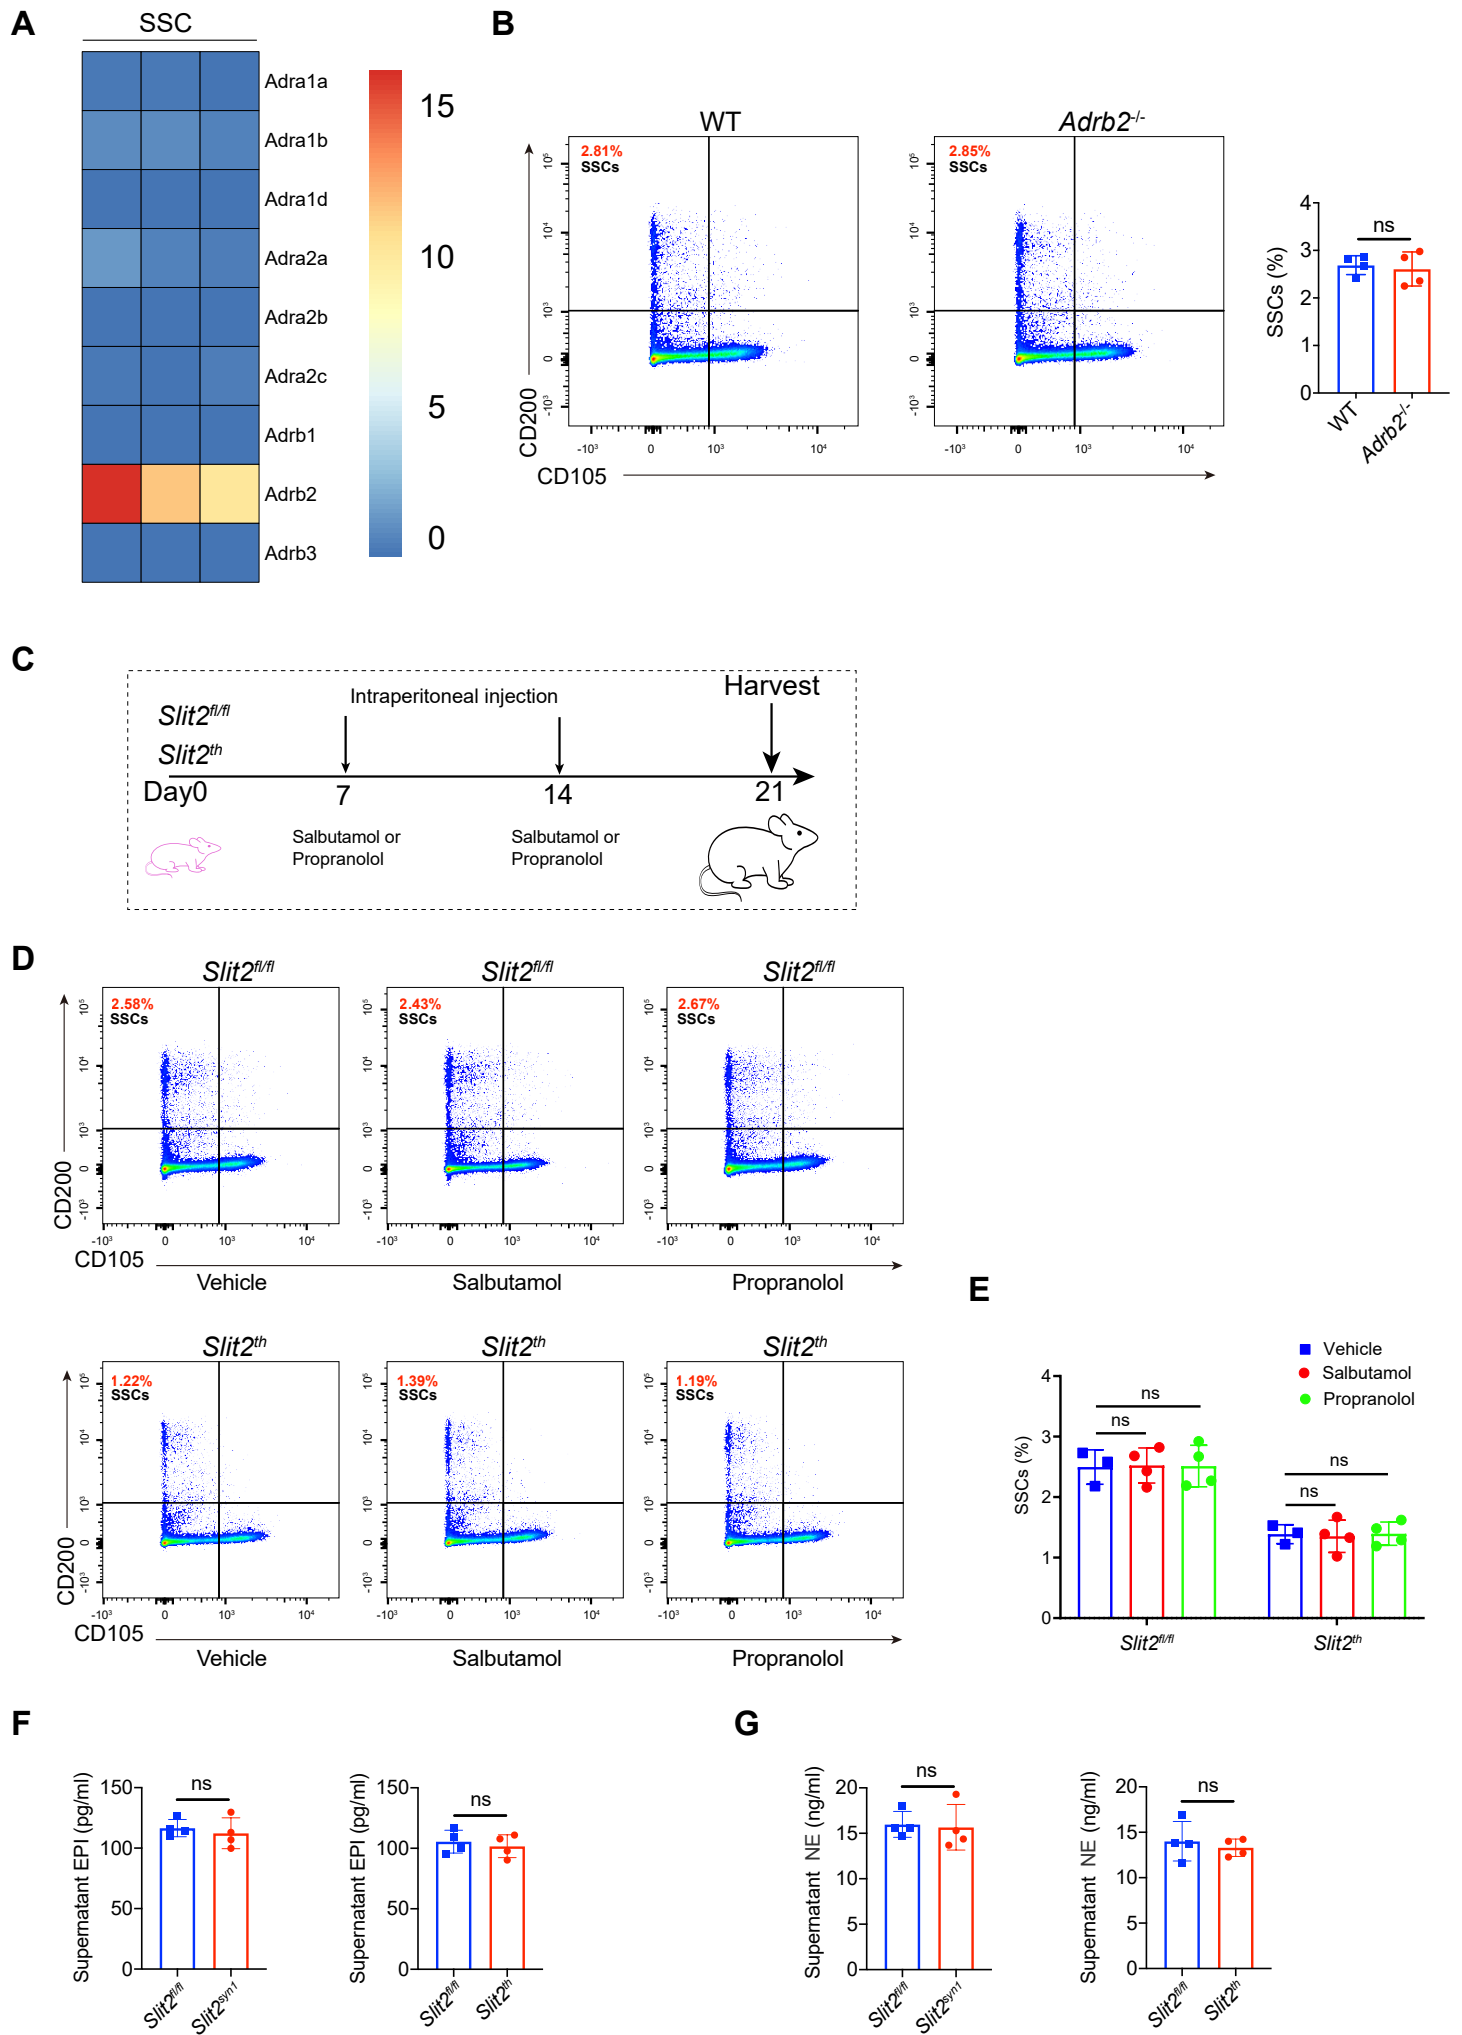

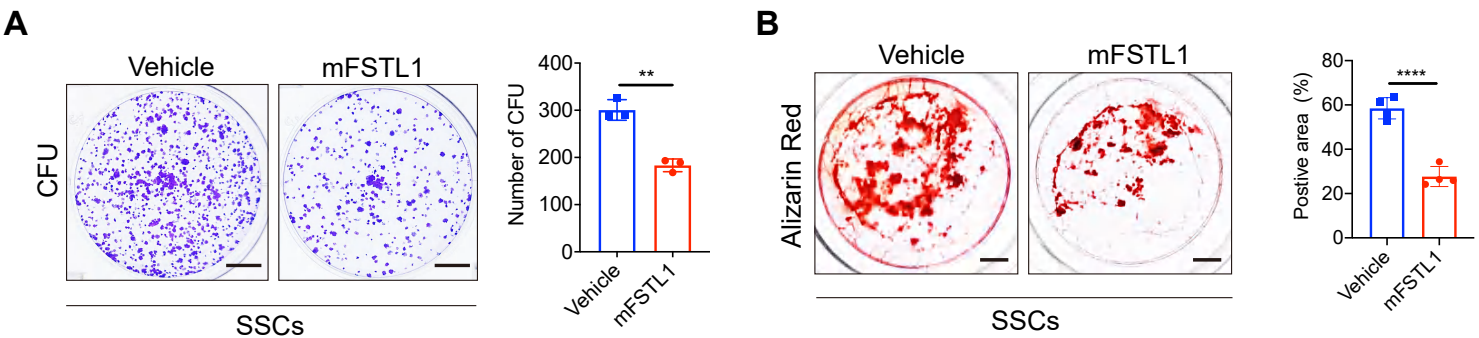

Figure S18

**A**

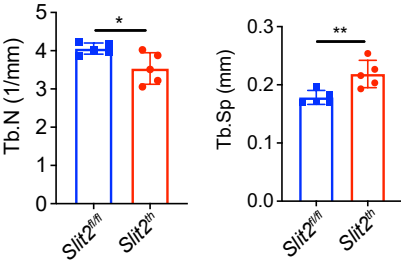

**B**

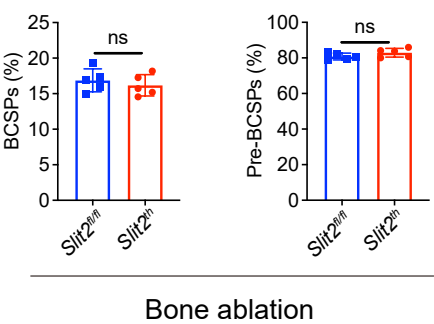

**C**

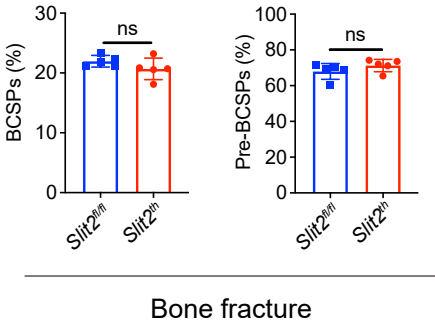

1 **Supplementary**

2 **Supplementary Figure 1. Skeleton-derived SLIT2 does not affect bone**  
3 **mass in vivo.**

4 (A) mRNA levels of *Slit2* in osteoblast and osteoclast differentiation using brain  
5 as a positive control. Real-time PCR was utilized. n = 3 per group.

6 (B) The protein expression level of SLIT2 in brain, osteoblast and osteoclast  
7 was analyzed by immunoblotting. n = 3 per group.

8 (C) mRNA levels of *Slit2* in osteoblasts and sympathetic neurons was analyzed  
9 by real-time PCR in *Slit2<sup>fl/fl</sup>* and *Slit2<sup>osx</sup>* mice. n = 4 per group.

10 (D) The protein expression level of SLIT2 in osteoblasts and sympathetic  
11 neurons were analyzed by immunoblotting in *Slit2<sup>fl/fl</sup>* and *Slit2<sup>osx</sup>* mice.

12 (E-F) Representative  $\mu$ -computed tomography ( $\mu$ CT) images of the trabecular  
13 bone in the distal femur (E) and relative quantitative analysis of bone  
14 volume/total volume (BV/TV) and relative quantitative analysis of bone  
15 parameters (F) in control mice (*Osx-cre* and *Slit2<sup>fl/fl</sup>*) and *Slit2<sup>osx</sup>* male mice at 8  
16 weeks of age. *Osx-cre*, n = 7; *Slit2<sup>fl/fl</sup>*, n = 7; *Slit2<sup>osx</sup>*, n = 7; Scale bars, 500  $\mu$ m.

17 (G) Representative confocal images of femur sections from 3-week-old *Slit2<sup>fl/fl</sup>*  
18 and *Slit2<sup>osx</sup>* male mice with CD31 (green) and EMCN (red). The growth plate is  
19 marked with a dashed line. Scale bars, 300  $\mu$ m.

20 (H) Representative flow cytometry plots and relative frequency of  
21 CD31<sup>hi</sup>EMCN<sup>hi</sup> endothelial cells from the femurs of 3-week-old *Slit2<sup>fl/fl</sup>* and  
22 *Slit2<sup>osx</sup>* male mice. n = 4 per group.

1 (I) Representative ALP staining and alkaline phosphatase staining (ALP)  
2 activity in *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>osx</sup> primary osteoblasts at day 7 of osteogenic  
3 induction. n = 3 per group; Scale bars, 1 mm.

4 (J) Representative Alizarin red staining and quantitative analysis of  
5 mineralization in *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>osx</sup> primary osteoblasts at day 21 of osteogenic  
6 induction. n = 3 per group; Scale bars, 1 mm.

7 All error bars indicate mean  $\pm$  SEM.

8 **Supplementary Figure 2. Skeleton-derived SLIT2 does not affect bone**  
9 **mass in vivo.**

10 (A) mRNA levels of *Slit2* in bone marrow stromal cells (BMSCs) and  
11 sympathetic neurons were analyzed by real-time PCR in *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>prx1</sup>  
12 mice. n = 4 per group.

13 (B) The protein expression level of SLIT2 in bone marrow stromal cells (BMSCs)  
14 and sympathetic neurons from *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>prx1</sup> mice was analyzed by  
15 immunoblotting.

16 (C-D) Representative  $\mu$ CT images of the trabecular bone in the distal femur (C)  
17 and BV/TV with relative quantitative analysis of bone parameters (D) in *Slit2*<sup>fl/fl</sup>  
18 and *Slit2*<sup>prx1</sup> male mice at 8 weeks of age. n = 6 per group; Scale bars, 500  $\mu$ m.

19 All error bars indicate mean  $\pm$  SEM. \*\*\*p < 0.001.

20 **Supplementary Figure 3. *Slit2*<sup>syn1</sup> mice display a specific deletion of *Slit2***  
21 **in neurons.**

22 (A) Representative immunofluorescence images of nerve fibers in the bones of

1 3-week-old Syn1-cre; Ai9 mice to trace Syn1-cre targeted cells. Scale bars, 500  
2  $\mu\text{m}$ .

3 **(B)** mRNA levels of *Slit2* in sympathetic neurons and osteoblasts were analyzed  
4 by real-time PCR in *Slit2<sup>fl/fl</sup>* and *Slit2<sup>syn1</sup>* male mice at 3 weeks of age. n = 4 per  
5 group.

6 **(C)** The Protein expression level of SLIT2 in *Slit2<sup>fl/fl</sup>* and *Slit2<sup>syn1</sup>* mice in  
7 sympathetic neurons and osteoblasts was analyzed by immunoblotting.

8 **(D)** Serum CTX levels in 8-week-old male *Slit2<sup>fl/fl</sup>* and *Slit2<sup>syn1</sup>* mice were  
9 measured and quantified by ELISA. n = 4 per group.

10 All error bars indicate mean  $\pm$  SEM. \*\*\*\*p < 0.0001.

11 **Supplementary Figure 4. *Slit1<sup>-/-</sup>* mice do not display a significant change**  
12 **in bone mass.**

13 **(A-B)** Representative  $\mu\text{CT}$  images of the trabecular bone in the distal femur **(A)**  
14 and relative quantitative analysis of bone parameters **(B)** in *Slit1<sup>+/+</sup>* and *Slit1<sup>-/-</sup>*  
15 male mice at 8 weeks of age. n = 8 per group; Scale bars, 500  $\mu\text{m}$ .

16 All error bars indicate mean  $\pm$  SEM.

17 **Supplementary Figure 5. *Slit2<sup>syn1</sup>* mice do not display a significant change**  
18 **in sensory innervation in the femur.**

19 **(A)** Representative confocal images of immunofluorescence staining with  
20 CGRP (green) and DAPI (blue) and relative quantitative analysis of CGRP<sup>+</sup>  
21 sensory nerves in the femur sections from 3-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>syn1</sup>* male  
22 mice, the arrowheads point to CGRP<sup>+</sup> sensory nerve fibers. n = 10 per group;

1 Scale bars, 500  $\mu$ m.

2 All error bars indicate mean  $\pm$  SEM.

3 **Supplementary Figure 6. *Slit2*<sup>th</sup> and *Slit2*<sup>adv</sup> mice display specific deletion**  
4 **of *Slit2* in neuron subtypes.**

5 (A) Representative immunofluorescence images showing the colocalization of

6 TH<sup>+</sup> sympathetic nerve fibers with SLIT2 in the bones of 3-week-old WT mice.

7 Scale bars, 250  $\mu$ m.

8 (B) Representative immunofluorescence images showing colocalization of

9 CGRP<sup>+</sup> sensory nerve fibers with SLIT2 in the bones of 3-week-old WT mice.

10 Scale bars, 250  $\mu$ m.

11 (C) Representative immunofluorescence images of sympathetic nerve fibers in

12 the bones of 3-week-old Th-cre; Ai9 mice using lineage tracing. Scale bars, 500

13  $\mu$ m.

14 (D) Representative immunofluorescence images of sensory nerve fibers in the

15 bones of 3-week-old Advillin-cre; Ai9 mice using lineage tracing. Scale bars,

16 500  $\mu$ m.

17 (E) mRNA levels of *Slit2* in sympathetic neurons and osteoblasts were analyzed

18 by real-time PCR in *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> mice. n = 4 per group.

19 (F) The protein expression level of SLIT2 in sympathetic neurons and

20 osteoblasts from *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> mice was analyzed by immunoblotting.

21 (G) mRNA levels of *Slit2* in sensory neurons and osteoblasts from *Slit2*<sup>fl/fl</sup> and

22 *Slit2*<sup>adv</sup> mice were analyzed by real-time PCR. n = 4 per group.

1 (H) The protein expression level of SLIT2 in sensory neurons and osteoblasts  
2 from *Slit2<sup>fl/fl</sup>* and *Slit2<sup>adv</sup>* mice was analyzed by immunoblotting.

3 All error bars indicate mean  $\pm$  SEM. \*\*\*p < 0.001.

4 **Supplementary Figure 7. *Slit2<sup>th</sup>* mice exhibit increased periosteal**  
5 **sympathetic nerve innervation.**

6 (A-B) Representative  $\mu$ CT images of the trabecular bone in the distal femur (A)  
7 and BV/TV with relative quantitative analysis of bone parameters (B) in *Slit2<sup>fl/f</sup>*  
8 and *Slit2<sup>th</sup>* female mice at 8 weeks of age. *Slit2<sup>fl/fl</sup>*, n= 6; *Slit2<sup>th</sup>*, n=7; Scale bars,  
9 500  $\mu$ m.

10 (C) Two-way analysis of variance was performed to assess the effects of sex  
11 (male/female), genotype (*Slit2<sup>fl/fl</sup>* vs. *Slit2<sup>th</sup>*), and their interaction on bone  
12 volume fraction (BV/TV). DF: degrees of freedom; Sum Sq: sum of squares;  
13 Mean Sq: mean square; F value: F-statistic; P value: statistical significance.  
14 Both sex and genotype had significant effects on BV/TV (P < 0.001), while no  
15 significant interaction was observed between sex and genotype (P = 0.268).

16 (D) Representative confocal images of immunofluorescence staining with TH  
17 (red) and DAPI (blue) and quantitative analysis of relative TH<sup>+</sup> sympathetic  
18 nerves in the femur sections from 3-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>* female mice.  
19 *Slit2<sup>fl/fl</sup>*, n= 11; *Slit2<sup>th</sup>*, n=13; Scale bars, 500  $\mu$ m.

20 (E) Representative confocal images of immunofluorescence staining with TH  
21 (red) and DAPI (blue) and quantitative analysis of relative TH<sup>+</sup> sympathetic  
22 nerves in the femur sections from 3-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>adv</sup>* male mice. n

1 = 8 per group; Scale bars, 500  $\mu$ m.

2 (F) Immunofluorescence staining of TH (red) sympathetic nerves in femoral  
3 cross-sections of 3-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>* male mice, along with  
4 corresponding quantitative analysis. *Slit2<sup>fl/fl</sup>* sections, n =12; *Slit2<sup>th</sup>* sections, n  
5 =11, Scale bars, 200  $\mu$ m.

6 All error bars indicate mean  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

7 **Supplementary Figure 8. *Slit2<sup>th</sup>* mice show no significant changes in *Slit1***  
8 **and *Slit3* expression in sympathetic neurons.**

9 (A) The protein expression level of SLIT1 in sympathetic neurons from *Slit2<sup>fl/fl</sup>*  
10 and *Slit2<sup>th</sup>* mice was analyzed by immunoblotting. Mouse placental tissue was  
11 used as positive control.

12 (B) The protein expression level of SLIT3 in sympathetic neurons from *Slit2<sup>fl/fl</sup>*  
13 and *Slit2<sup>th</sup>* mice was analyzed by immunoblotting.

14 (C) mRNA levels of *Slit3* in sympathetic neurons from PCR *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>*  
15 mice was analyzed by real-time PCR. n = 4 per group.

16 (D) Representative images of Nissl staining of brain tissue from 3-week-old  
17 *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>* mice. Scale bars, 1 mm.

18 All error bars indicate mean  $\pm$  SEM.

19 **Supplementary Figure 9. *Slit2<sup>th</sup>* mice do not display a significant change**  
20 **in sensory innervation in the femur.**

21 (A) Representative confocal images of immunofluorescence staining with  
22 CGRP (green) and DAPI (blue) and quantitative analysis of relative CGRP<sup>+</sup>

1 sensory nerves in the femur sections from 3-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>* male  
2 mice. n = 8 per group; Scale bars, 1 mm.

3 (B) Serum CTX levels in 8-week-old male *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>* mice were  
4 measured and quantified by ELISA. n = 4 per group.

5 All error bars indicate mean  $\pm$  SEM.

6 **Supplementary Figure 10. The distance between TH<sup>+</sup> sympathetic nerve**  
7 **fibers and regions containing SSCs in the femur.**

8 (A-D) Representative images and quantification of the distance between TH<sup>+</sup>  
9 sympathetic nerve fibers and regions containing SSCs in the femur through  
10 whole-tissue TH<sup>+</sup> sympathetic nerve immunofluorescence analysis after optical  
11 clearance of bone tissue in 3-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>* male mice. Refer to  
12 figure 2F; Scale bars = 500  $\mu$ m; Grow plate resting zone, n=30; Metaphysis  
13 zone, n=30; Endosteum zone, n=9; Periosteum zone, n=9.

14 All error bars indicate mean  $\pm$  SEM.

15 **Supplementary Figure 11. Gating strategy for flow cytometry analysis of**  
16 **SSCs.**

17 (A) Schematic representation of the strategy used for flow cytometry for  
18 analysis of SSCs.

19 (B) Representative flow cytometry plots and relative frequency of SSCs from  
20 the femurs of 3-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>syn1</sup>* male mice. n= 5 per group.

21 (C) Representative flow cytometry plots and relative frequency of SSCs from  
22 the femurs of 3-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>* female mice. n= 5 per group.

1 (D) Relative frequency of pre-BCSP (pre-Bone Cartilage Stromal Progenitor,  
2 CD200<sup>-</sup>CD105<sup>-</sup>) and BCSP (Bone Cartilage Stromal Progenitor, CD200<sup>-</sup>  
3 CD105<sup>+</sup>) from the femurs of 3-week-old *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>syn1</sup> male mice by flow  
4 cytometry. n = 5 per group.

5 (E) Relative frequency of pre-BCSP and BCSP from the femurs of 3-week-old  
6 *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> male mice by flow cytometry. n = 5 per group.

7 All error bars indicate mean ± SEM, \*\*p < 0.01.

8 **Supplementary Figure 12. Sympathetic innervation negatively controls**  
9 **PSC abundance.**

10 (A) Representative flow cytometry plots and relative frequency of PSCs  
11 (Periosteal stem cells) from the femurs of 3-week-old *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> male  
12 mice. *Slit2*<sup>fl/fl</sup>, n=13; *Slit2*<sup>th</sup> n=12.

13 (B) mRNA levels of *c-MYC* and Cyclin D1 (*CCND1*) in SSCs were analyzed by  
14 real-time PCR in *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> mice. n = 4 per group.

15 All error bars indicate mean ± SEM. \*p < 0.05, \*\*p < 0.01.

16 **Supplementary Figure 13. The abundance of SSCs decreases while the**  
17 **innervation of TH<sup>+</sup> sympathetic nerves increases during early postnatal**  
18 **life.**

19 (A) Representative confocal images of immunofluorescence staining with TH  
20 (red) and DAPI (blue) sections in the femurs of wild-type, *Slit2*<sup>syn1</sup> and *Slit2*<sup>th</sup>  
21 male mice at postnatal day 0 (P0), P7, P14 and P21. Quantitative analysis of  
22 TH<sup>+</sup> sympathetic nerves is provided. *Slit2*<sup>fl/fl</sup> (P0), n = 4; *Slit2*<sup>fl/fl</sup> (P7), n = 5; *Slit2*<sup>fl/fl</sup>

1 (P14), n =6; *Slit2<sup>fl/fl</sup>* (P21), n = 6; *Slit2<sup>syn1</sup>* (P0), n = 4; *Slit2<sup>syn1</sup>* (P7), n = 4; *Slit2<sup>syn1</sup>*  
2 (P14), n =5; *Slit2<sup>syn1</sup>* (P21), n = 5; *Slit2<sup>th</sup>*, n = 5 per group; Scale bars, 500  $\mu$ m.  
3 **(B)** Representative flow cytometry plots and relative frequency of SSC from the  
4 femurs of postnatal day 0 (P0), P7, P14 and P21 wild-type male mice. P0, n=3;  
5 P7, n=3; P14, n=4; P21, n=4.

6 All error bars indicate mean  $\pm$  SEM.

7 **Supplementary Figure 14. Additional analysis of orthotopic SSC niche**  
8 **engraftment assays.**

9 **(A)** Representative flow cytometry showing the relative frequency of femur  
10 SSCs in 3-week-old *Slit2<sup>th</sup>* male mice after sympathectomy surgery. Sham, n= 6;  
11 Den, n=7; Sham: Sham surgery group; Den: Denervation group.

12 **(B)** Representative confocal images of immunofluorescence staining with TH  
13 (red) with DAPI (blue) and quantitative analysis of TH<sup>+</sup> sympathetic nerves in  
14 femurs sections from 3-week-old *Slit2<sup>th</sup>* male mice after sympathectomy  
15 surgery. Sham, n= 6; Den, n=5; Scale bars, 500  $\mu$ m.

16 **(C)** Schematic of the flow cytometry sorting strategy for tdTomato<sup>+</sup> SSCs sorted  
17 from *mT/mG* mice.

18 **(D-E)** Representative immunofluorescence images of TH<sup>+</sup> sympathetic nerves  
19 in the femurs of *Slit2<sup>fl/fl</sup>*-MIP-GFP and *Slit2<sup>th</sup>*-MIP-GFP male mice two days after  
20 bone marrow cavity transplantation of tdTomato<sup>+</sup> SSCs. Quantitative analysis  
21 of the distance between tdTomato<sup>+</sup> cells and the nearest TH<sup>+</sup> nerve fibers. n=3  
22 per group; Scale bars, 200  $\mu$ m.

1 (F) Representative flow cytometry plots and quantitative analysis of the relative  
2 frequency of tdTomato<sup>+</sup> BCSPs from the femurs of *Slit2*<sup>fl/fl</sup>-MIP-GFP and *Slit2*<sup>th</sup>-  
3 MIP-GFP male mice 4 weeks after SSC transplantation. n= 4 per group.

4 (G) Representative Crystal violet staining and quantitative analysis of CFU  
5 formation in SSCs from the femurs of 3-week-old *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> male mice.  
6 n = 3 per group; Scale bars, 5 mm.

7 (H) Representative Alizarin red staining and quantitative analysis of  
8 mineralization in SSCs from the femurs of 3-week-old *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> male  
9 mice at day 21 of osteogenic induction. n = 4 per group; Scale bars, 1 mm.

10 All error bars indicate mean ± SEM. \*p < 0.05, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

11 **Supplementary Figure 15. There was no significant difference in the**  
12 **osteogenic ability of SSCs in the renal subcapsule of *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup>**  
13 **mice.**

14 (A) Schematic of the experimental model of renal subcapsular transplantation  
15 of SSCs. Approximately 1×10<sup>4</sup> SSCs were transplanted beneath the renal  
16 capsule on one side of each recipient mouse.

17 (B) Representative images of μCT and quantitative analysis of bone  
18 parameters 4 weeks after SSC subcapsular transplantation in the mouse kidney.  
19 n= 4 per group; Scale bars, 800 μm.

20 All error bars indicate mean ± SEM.

21 **Supplementary Figure 16. Additional analysis of epinephrine and**  
22 **norepinephrine signaling in *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> mice.**

1 (A) Transcriptomic analysis of adrenergic receptors in primary skeletal stem  
2 cells. n = 3.

3 (B) Representative flow cytometry and quantitative analysis of the relative  
4 frequency of SSCs isolated from the femurs of 3-week-old WT and *Adrb2*<sup>-/-</sup> male  
5 mice. n = 4.

6 (C) Timeline for Salbutamol or Propranolol treatment in *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> mice.

7 (D-E) Representative flow cytometry images and quantitative analysis of the  
8 relative frequency of SSCs in the femurs of 3-week-old *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> control  
9 male mice, or *Slit2*<sup>fl/fl</sup> and *Slit2*<sup>th</sup> male mice treated with Salbutamol or  
10 Propranolol. Vehicle, n = 3; Salbutamol, n = 4; Propranolol, n = 4.

11 (F-G) The concentrations of epinephrine (EPI) and noradrenaline (NE) in the  
12 serum of 8-week-old *Slit2*<sup>fl/fl</sup>, *Slit2*<sup>syn1</sup> and *Slit2*<sup>th</sup> male mice were measured  
13 using ELISA. n = 4.

14 All error bars indicate mean ± SEM.

15 **Supplementary Figure 17. FSTL1 secreted from sympathetic nerves**  
16 **inhibits SSC self-renewal and osteogenesis.**

17 (A) Crystal violet staining and quantitative analysis of colonies formed by  
18 cultured SSCs treated with recombinant murine FSTL1 (mFSTL1) or vehicle.  
19 mFSTL1 was used at 200 ng/ml; n = 3 per group; Scale bars, 5 mm.

20 (B) Alizarin red staining and quantitative analysis of the mineralization activity  
21 of SSCs stimulated with mFSTL1 or vehicle. mFSTL1 was used at 200 ng/ml;  
22 n = 4 per group; Scale bars, 1 mm.

1 All error bars indicate mean  $\pm$  SEM. \*\*p < 0.01, \*\*\*\*p < 0.0001.

2 **Supplementary Figure 18. Sympathetic hyperinnervation disrupts bone**  
3 **regeneration and bone fracture healing by impairing SSC expansion.**

4 (A) Quantitative analysis of bone parameters in the regeneration area of femurs  
5 from 6-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>* male mice 7 days after bone marrow ablation.  
6 n=5 per group.

7 (B) Relative frequencies of pre-BCSP and BCSP were determined by flow  
8 cytometry 7 days after femoral bone marrow ablation in 6-week-old *Slit2<sup>fl/fl</sup>* and  
9 *Slit2<sup>th</sup>* male mice. n=5 per group.

10 (C) Relative frequencies of pre-BCSPs and BCSPs were determined by flow  
11 cytometry 14 days after femur fracture in 6-week-old *Slit2<sup>fl/fl</sup>* and *Slit2<sup>th</sup>* male  
12 mice. n=5 per group.

13 All error bars indicate mean  $\pm$  SEM.

14

**Supplementary Table1: Key resource information**

| REAGENT<br>RESOURCE                                                                                  |                     | or SOURCE            | IDENTIFIER                                   |
|------------------------------------------------------------------------------------------------------|---------------------|----------------------|----------------------------------------------|
| <b>Antibodies</b>                                                                                    |                     |                      |                                              |
| CD45 BUV395                                                                                          |                     | BD Biosciences       | Cat#564279;<br>RRID: AB_2651134              |
| TER119 BUV395                                                                                        |                     | BD Biosciences       | Cat#563827;<br>RRID: AB_2738438              |
| Ly-51(6C3) PerCP-cy5.5                                                                               |                     | Biolegend            | Cat#108316;<br>RRID: AB_2632658              |
| CD90.2 Percp-cy5.5                                                                                   |                     | Biolegend            | Cat#105338;<br>RRID: AB_2571945              |
| CD31 FITC                                                                                            |                     | Biolegend            | Cat#102406;<br>RRID: AB_312901               |
| CD51 PE                                                                                              |                     | Invitrogen           | Cat#12-0512-83;<br>RRID: AB_465705           |
| CD200 BV421                                                                                          |                     | BD Biosciences       | Cat#565547;<br>RRID: AB_2739289              |
| CD105 PE/cy7                                                                                         |                     | Invitrogen           | Cat#25-1051-82;<br>RRID: AB_2573380          |
| Endomucin-<br>eFlour660(APC)                                                                         |                     | Invitrogen           | Cat#50-5851-80;<br>RRID: AB_11220069         |
| Anti-Calcitonin<br>Related<br>antibody produced in<br>rabbit                                         | Gene<br>Peptide     | Sigma-Aldrich        | Cat#C8198;<br>RRID: AB_259091                |
| Anti-Tyrosine<br>Hydroxylase Antibody                                                                |                     | Millipore            | Cat#AB152;<br>RRID: AB_390204                |
| Mouse/Rat<br>CD31/PECAM-1<br>Antibody                                                                |                     | R&D Systems          | Cat#AF3628;<br>RRID: AB_2161028              |
| Endomucin<br>Antibody                                                                                | Polyclonal          | Invitrogen           | Cat#PA5-47648;<br>RRID: AB_2576794           |
| CD16/CD32<br>Antibody                                                                                | Monoclonal          | Thermo<br>Scientific | Fisher<br>Cat#14-0161-86;<br>RRID: AB_467135 |
| Donkey anti-Rabbit IgG<br>(H+L) Highly Cross-<br>Adsorbed Secondary<br>Antibody, Alexa Fluor™<br>488 |                     | Invitrogen           | Cat#A21206;<br>RRID: AB_2535792              |
| beta-3<br>Monoclonal<br>(2G10)                                                                       | Tubulin<br>Antibody | Invitrogen           | Cat#MA1-118;<br>RRID: AB_2536829             |

|                                                                                         |            |                 |                                      |
|-----------------------------------------------------------------------------------------|------------|-----------------|--------------------------------------|
| SLIT2-Specific Polyclonal Antibody                                                      | Rabbit     | Proteintech     | Cat#20217-1-AP;<br>RRID: AB_10805766 |
| Slit2(F-7)                                                                              |            | Santa Cruz      | Cat#sc-514499;<br>RRID: AB_3662869   |
| CD200 / OX2 antibody [MRC OX90]                                                         |            | Abcam           | Cat# ab33734;<br>RRID: AB_726239     |
| FSTL1 antibody                                                                          | Polyclonal | Invitrogen      | Cat#PA5-31113;<br>RRID: AB_2548587   |
| FABP4 Antibody                                                                          |            | Proteintech     | Cat#15872-1-AP;<br>RRID: AB_2102440  |
| COL2A1(M2139)                                                                           |            | Santa Cruz      | Cat#sc-52658;<br>RRID: AB_2082344    |
| Donkey Anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647 |            | Invitrogen      | Cat# A-31573;<br>RRID: AB_2536183    |
| Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594    |            | Invitrogen      | Cat# A-21209;<br>RRID: AB_2535795    |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594          |            | Invitrogen      | Cat# A-11012;<br>RRID: AB_2534079    |
| Embigin Antibody, anti-mouse, APC, REAfinity™                                           |            | Miltenyi Biotec | Cat#130-117-527;<br>RRID: AB_2751395 |
| Slit1(G-4)                                                                              |            | Santa Cruz      | Cat#sc-376756;<br>RRID: AB_3662870   |
| Human/ Mouse/ Rat Slit3 Antibody                                                        |            | R&D Systems     | Cat#AF3629;<br>RRID: AB_663857       |
| Beta Actin Antibody                                                                     |            | Proteintech     | Cat# 66009-1-Ig;<br>RRID: AB_2687938 |
| Alexa Fluor® 647 mouse anti-Ki-67 (Clone B56)                                           |            | BD Biosciences  | Cat#561126;<br>RRID: AB_10611        |
| Goat Anti-Mouse Osteopontin Polyclonal antibody                                         |            | R&D Systems     | Cat#AF808;<br>RRID: AB_2194992       |
| ITM2A Antibody                                                                          |            | Proteintech     | Cat#18306-1-AP;<br>RRID: AB_2249412  |

---

**Chemicals, peptides, and recombinant proteins**

---

|                                         |                |                   |
|-----------------------------------------|----------------|-------------------|
| $\alpha$ -MEM                           | Gibco          | Cat#C12571500BT   |
| L-Ascorbic acid                         | Yeasen         | Cat#60374ES60     |
| $\beta$ -Glycerophosphate disodium salt | Sigma          | Cat#G5422-25G     |
| RANKL                                   | R&D            | Cat#462-TEC       |
| M-CSF                                   | R&D            | Cat#416-ML/CF     |
| Tris                                    | BioFroxx       | Cat#1115GR500     |
| Fast blue BB salt hemi (zinc chloride)  | Sigma          | Cat#F388-1G       |
| AS - BI                                 | Sigma- Aldrich | Cat#N2125-5G      |
| Fast Red- violet- LB salt               | Sigma- Aldrich | Cat#F3381-1G      |
| Alizarin Red S                          | Sigma- Aldrich | Cat#A5533-25G     |
| Fetal Bovine Serum                      | Gibco          | Cat#1009-148      |
| 6-hydroxydopamine (6-OHDA)              | Sigma          | Cat#H4381-100MG   |
| Hank's Buffer                           | Procell        | Cat#PB180321      |
| DME/F12                                 | HyClone        | Cat#SH30023.01    |
| 0.25%tryptase                           | Beyotime       | Cat#C0201-100ml   |
| Polylysine                              | Sigma          | Cat#P4707         |
| Collagenase I                           | Sigma          | Cat#SCR103        |
| B27                                     | Gibco          | Cat#A1486701      |
| DMEM                                    | Cytiva         | Cat#SH30243.01    |
| Neurobasal medium                       | Gibco          | Cat#21103049      |
| Trizol                                  | Invitrogen     | Cat#15596026      |
| SYBR Green Power PCR Master Mix         | Invitrogen     | Cat#A25777        |
| Calcein                                 | Sigma- Aldrich | Cat#C0875-10G     |
| Alcian blue 8GX+                        | Sigma- Aldrich | Cat#A3157-10G     |
| Hematoxylin Staining Solution           | Yuanye         | Cat#517-28-2      |
| Paraformaldehyde (PFA)                  | Macklin        | Cat#P804536-2.5kg |
| NON-Fat powered milk                    | BBI            | Cat#A600669-6250  |
| HEPES                                   | Corning        | Cat#25-060-CI     |
| toluidine blue                          | Macklin        | Cat#T818873-5g    |
| colagenase A                            | Roche          | Cat#11088793001   |
| dispace II                              | Roche          | Cat#04942078001   |
| EDTA                                    | Rhawn          | Cat#RH505086      |
| OCT compound                            | Sakura         | Cat#4583          |
| Triton X-100                            | Diamond        | Cat#A110694-0100  |
| DAPI                                    | BioFroxx       | Cat#1155MG010     |
| recombinant protein Fstl1               | Biotechnie     | Cat#1738-FN-050   |

|                                                  |                |                  |
|--------------------------------------------------|----------------|------------------|
| Heparin sodium                                   | BBI            | Cat#A603251-0001 |
| Sucrose                                          | Sangon Biotech | Cat#A502792-0005 |
| Methanol                                         | Hushi          | Cat#100141190    |
| Hydrogen peroxide 30% aqueous solution           | Hushi          | Cat#10011218     |
| Dimethyl sulfoxide                               | Sigma-Aldrich  | Cat#34869-500ML  |
| Deoxycholic acid, sodium salt                    | BBI            | Cat#A600150-0050 |
| Sodium azide                                     | Sigma-Aldrich  | Cat#S8032        |
| Agarose                                          | BioFroxx       | Cat#11110GR100   |
| Dichloromethane                                  | Hushi          | Cat#80047318     |
| Dibenzyl Ether                                   | TCI            | Cat#B0418        |
| Potassium hydroxide                              | Hushi          | Cat#10017018     |
| Glacial acetic acid                              | Hushi          | Cat#10000218     |
| Glycerol                                         | Solarbio       | Cat#G8190        |
| ACK lysis buffer                                 | Gibco          | Cat#A1049201     |
| Matrigel                                         | Corning        | Cat#354230       |
| Sodium Acetate Anhydrous                         | Hushi          | Cat#10018818     |
| L-(+)-Tartaric Acid                              | Hushi          | Cat#30169818     |
| Pararosaniline Chloride                          | Yuanye         | Cat#S19241-25g   |
| PMSF                                             | Solarbio       | Cat#P0100        |
| PVDF Membrane                                    | Millipore      | Cat#IPVH00010    |
| Silver nitrate                                   | Sigma-Aldrich  | Cat#209139-25G   |
| crystal violet                                   | MCE            | Cat#HY-B0324A    |
| Nissle                                           | Beyotime       | Cat#C0117        |
| Recombinant Mouse Follistatin-like 1 Protein, CF | R&D            | Cat#1738-FN-050  |

#### Critical commercial assays

|                                               |                  |                |
|-----------------------------------------------|------------------|----------------|
| Fstl1-ELISA                                   | Cloud-Clone Corp | Cat#SEJ085Mu   |
| NA/NE(Noradrenaline/Norepinephrine) ELISA Kit | Elabscience      | Cat#E-EL-0047c |
| EPI(Epinephrine/Adrenaline) ELISA Kit         | Elabscience      | Cat#E-EL-0045  |

#### Experimental models: Organisms/strains

|                                      |                                                                           |     |
|--------------------------------------|---------------------------------------------------------------------------|-----|
| C57BL/6-Slit2 <sup>flox/flox</sup>   | From the group of Prof. Alain Chédotal, University of Marie Curie, France | N/A |
| C57BL/6-Tg (Dbh-cre/ERT2)198.1Hroh/J | From the group of Prof. Jing Yang, School of Life Sciences, Peking        | N/A |

|                                                       |                            |                                                                                       |                                                                                                                                                   |
|-------------------------------------------------------|----------------------------|---------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|
| STOCK                                                 | Adrb1 <sup>tm1Bkk</sup>    | University, China                                                                     |                                                                                                                                                   |
| Adrb2 <sup>tm1Bkk</sup> /J                            |                            | From the group of Prof. Kairui Mao, School of Life Sciences, Xiamen University, China | N/A                                                                                                                                               |
| C57BL/6JGpt-Fstl1 <sup>em1Cflox</sup> /Gpt            |                            | GemPharmatech                                                                         | T018356                                                                                                                                           |
| B6.7630403G23RikTg (Th-cre)1Tmd/J                     | Cg-                        | The Jackson Laboratory                                                                | JAX:008601                                                                                                                                        |
| B6.129P2-Avil <sup>tm2(cre)Fawa</sup> /J              |                            | The Jackson Laboratory                                                                | JAX:032536                                                                                                                                        |
| B6. Cg-Tg(Syn1-cre)671Jxm/J                           |                            | The Jackson Laboratory                                                                | JAX:003966                                                                                                                                        |
| C57BL/6                                               |                            | From Xiamen University Laboratory Animal Center                                       | N/A                                                                                                                                               |
| <b>Oligonucleotides</b>                               |                            |                                                                                       |                                                                                                                                                   |
| PCR primers and qPCR primers, see Supplementary Table | This study                 |                                                                                       | N/A                                                                                                                                               |
| <b>Software and algorithms</b>                        |                            |                                                                                       |                                                                                                                                                   |
| NRecon Version 1.6                                    | Bruker                     |                                                                                       | <a href="https://www.bruker.com/service/support">https://www.bruker.com/service/support</a>                                                       |
| CTan Version 1.15                                     | Bruker                     |                                                                                       | <a href="https://www.bruker.com/service/support">https://www.bruker.com/service/support</a>                                                       |
| FlowJo V10                                            | FlowJo (v10) Tree Star Inc |                                                                                       | N/A                                                                                                                                               |
| image J                                               | Fiji.sc                    |                                                                                       | N/A                                                                                                                                               |
| Imaris software                                       | Bitplane                   |                                                                                       | <a href="https://imaris.oxinst.com/">https://imaris.oxinst.com/</a>                                                                               |
| Osteomeasure System                                   | Osteometrics               |                                                                                       | N/A                                                                                                                                               |
| GraphPad (v6.0a)                                      | Prism                      | GraphPad Software Inc                                                                 | N/A                                                                                                                                               |
| pheatmap (v1.0.12)                                    |                            | Raivo Kolde                                                                           | <a href="https://mirrors.ustc.edu.cn/CRAN/web/packages/pheatmap/index.html">https://mirrors.ustc.edu.cn/CRAN/web/packages/pheatmap/index.html</a> |
| ggplot2 (v3.5.1)                                      |                            | Hadley Wickham et al.                                                                 | <a href="https://cran.rstudio.com/web/packages/ggplot2/index.html">https://cran.rstudio.com/web/packages/ggplot2/index.html</a>                   |

|                            |                                            |  |                                                                                                                                                                         |
|----------------------------|--------------------------------------------|--|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                            |                                            |  | x.html                                                                                                                                                                  |
| clusterProfiler (v 4.12.6) | Xu S et al.                                |  | <a href="https://www.bioconductor.org/packages/release/bioc/html/clusterProfiler.html">https://www.bioconductor.org/packages/release/bioc/html/clusterProfiler.html</a> |
| HISAT2 (v2.2.1)            | <a href="#">Christopher Bennett et al.</a> |  | <a href="https://daehwankimlab.github.io/hisat2/">https://daehwankimlab.github.io/hisat2/</a>                                                                           |
| edgeR (v 4.2.2)            | Chen Y et al.                              |  | <a href="https://bioconductor.org/packages/release/bioc/html/edgeR.html">https://bioconductor.org/packages/release/bioc/html/edgeR.html</a>                             |
| GSEA software (v4.3.2)     | Tamayo et al.                              |  | <a href="https://www.gsea-msigdb.org/gsea/index.jsp">https://www.gsea-msigdb.org/gsea/index.jsp</a>                                                                     |
| MSigDB Database (v2024.1)  | Tamayo et al.                              |  | <a href="https://www.gsea-msigdb.org/gsea/msigdb/index.jsp">https://www.gsea-msigdb.org/gsea/msigdb/index.jsp</a>                                                       |

---

**Supplementary Table2: List of primers used for PCR and qRT-PCR of mouse genes:**

| Primer                        | Application | Sequence                         |
|-------------------------------|-------------|----------------------------------|
| Slit2 flox_0230               | PCR         | 5'-TGGTTCACAAACACGAGTCAATTCC-3'  |
| Slit2 flox_0231               | PCR         | 5'-ATGCCTCTTTATGTCCACAGCTCTG-3'  |
| TH-cre-FW                     | PCR         | 5'-CGATGCAACGAGTGATGAGG-3'       |
| TH-cre-RV                     | PCR         | 5'-CGCATAACCAGTGAAACAGC-3'       |
| Advilli-cre-42709             | PCR         | 5'-AATGGCTCCCTGTTCACTGT-3'       |
| Advilli-cre-42710             | PCR         | 5'-TGACTAGGTAGAGGTGCAAATGTC-3'   |
| Advilli-cre-oIMR9074          | PCR         | 5'-AGGCAAATTTTGGTGTACGG-3'       |
| Syn1-FW                       | PCR         | 5'-CTCAGCGCTGCCTCAGTCT-3'        |
| Syn1-RV                       | PCR         | 5'-GCATCGACCGGTAATGCA-3'         |
| Osx-FW                        | PCR         | 5'-AGGCAGGTGCCTGGACAT-3'         |
| Osx-RV                        | PCR         | 5'-CTCTTCATGAGGAGGACCCT-3'       |
| Prx1-FW                       | PCR         | 5'-TCTCTGGCTCTGATGTTGGCA-3'      |
| Prx1-RV                       | PCR         | 5'-CGCATAACCAGTGAAACAGC-3'       |
| Dbh <sup>CreERT2</sup> -73768 | PCR         | 5'-CGAACCTCATCACTCGTTG-3'        |
| Dbh <sup>CreERT2</sup> -75651 | PCR         | 5'-ATGTGTCATTAGTGCCAATTAGG-3'    |
| Dbh <sup>CreERT2</sup> -75653 | PCR         | 5'-ACAGCATCATCCCATCCCTT-3'       |
| Dbh <sup>CreERT2</sup> -75654 | PCR         | 5'-CCGTTACCTCTGGCTTC-3'          |
| Fstl1-FW                      | PCR         | 5'-GATGTCTGGATGTGTCTCCAGTGTT-3'  |
| Fstl1-RV                      | PCR         | 5'-TTGTTCCCCTGTGAAGAGTGACTTTC-3' |
| MIP-GFPtg(Weir)-F             | PCR         | 5'-TGGAAACTGCAGCTTCAG-3'         |
| MIP-GFPtg(Weir)-R             | PCR         | 5'-GTCCAGCTCGACCAGGATGG-3'       |
| MIP-GFPtg(Bell)-F             | PCR         | 5'-GAAGACAATAGCAGGCATGCTG-3'     |
| MIP-GFPtg(Bell)-R             | PCR         | 5'-ACTGGGCTTACATGGCGATACTC-3'    |
| Ai9-oIMR9020                  | PCR         | 5'-AAGGGAGCTGCAGTGGAGTA-3'       |
| Ai9-oIMR9021                  | PCR         | 5'-CCGAAAATCTGTGGGAAGTC-3'       |
| Ai9-oIMR9103                  | PCR         | 5'-GGCATTAAAGCAGCGTATCC-3'       |
| Ai9-oIMR9105                  | PCR         | 5'-CTGTTCTGTACGGCATGG-3'         |
| mT/mG-Common                  | PCR         | 5'-CTTTAAGCCTGCCCAGAAGA-3'       |
| mT/mG-Mut Forward             | PCR         | 5'-TAGAGCTTGCGGAACCCTTC-3'       |
| mT/mG-WT Forward              | PCR         | 5'-AGGGAGCTGCAGTGGAGTAG-3'       |
| Adrb2-oIMR2060                | PCR         | 5'-CACGAGACTAGTGAGACGTG-3'       |
| Adrb2-oIMR7429                | PCR         | 5'-ACCAAGAATAAGGCCCGAGT-3'       |
| Adrb2-oIMR7430                | PCR         | 5'-CCGGGAATAGACAAAGACCA-3'       |
| Hprt-FW                       | qRT-PCR     | 5'-CTGGTGAAAAGGACCTCTCGAAG-3'    |
| Hprt-RV                       | qRT-PCR     | 5'-CCAGTTTCACTAATGACACAAACG-3'   |

|          |         |                               |
|----------|---------|-------------------------------|
| Slit2-FW | qRT-PCR | 5'-ACCGTCTGAGATGTATCCCTCC-3'  |
| Slit2-RV | qRT-PCR | 5'-GCTGACAAGTCATTGAAGGCACC-3' |
| Slit3-FW | qRT-PCR | 5'-GCATGGCAATGATGTCTCCACC-3'  |
| Slit3-RV | qRT-PCR | 5'-TCCTTG TAGCCAGTCTTCACCC-3' |
| Fstl1-FW | qRT-PCR | 5'-CTGTCTGATGAGAACGCTGACTG-3' |
| Fstl1-RV | qRT-PCR | 5'-AGACACAGCGATTGCAGTCCAC-3'  |
| Ccnd1-FW | qRT-PCR | 5'-GCAGAAGGAGATTGTGCCATCC-3'  |
| Ccnd1-RV | qRT-PCR | 5'-AGGAAGCGGTCCAGGTAGTTCA-3'  |
| Myc-FW   | qRT-PCR | 5'-TCGCTGCTGTCCTCCGAGTCC-3'   |
| Myc-RV   | qRT-PCR | 5'-GGTTTGCCTCTTCTCCACAGAC-3'  |

# Supplementary material for: Axon guidance cue SLIT2 regulates the murine skeletal stem cell niche through sympathetic innervation
**Source:** J Clin Invest. 2025 Oct 15;135(20):e193014. doi: 10.1172/JCI193014
**Supplement:** Unedited blot and gel images

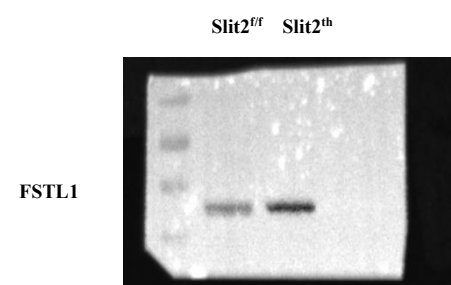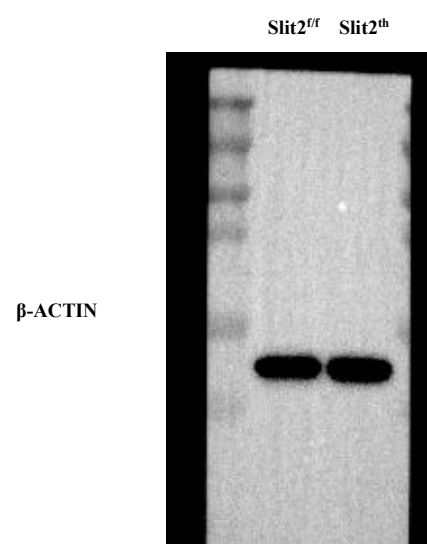

**Figure 5G**

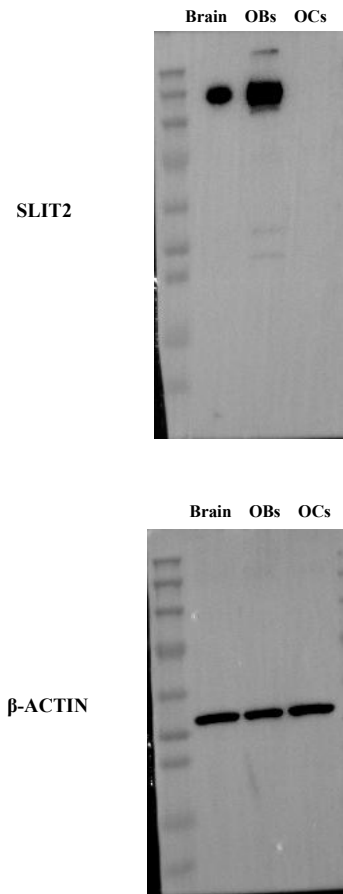

**Supplementary Figure 1B**

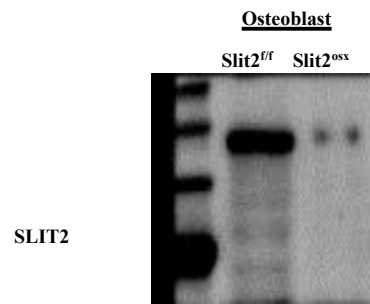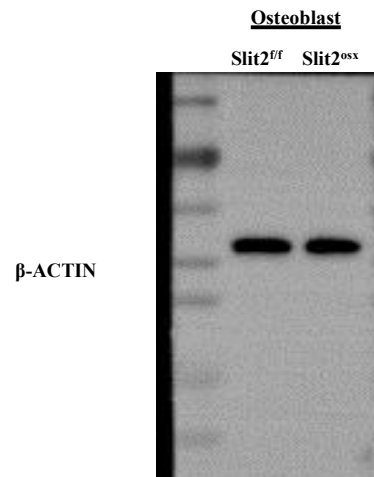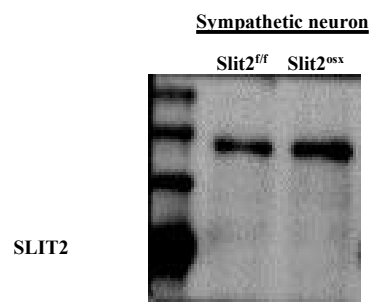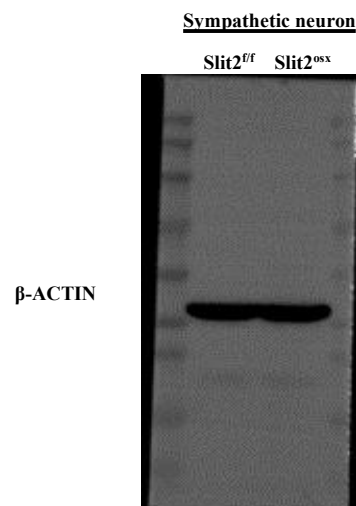

Supplementary Figure 1D

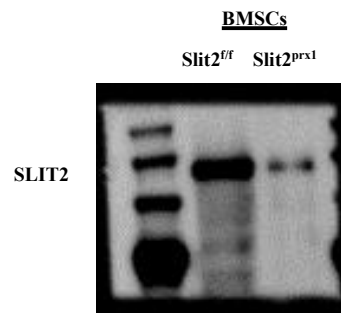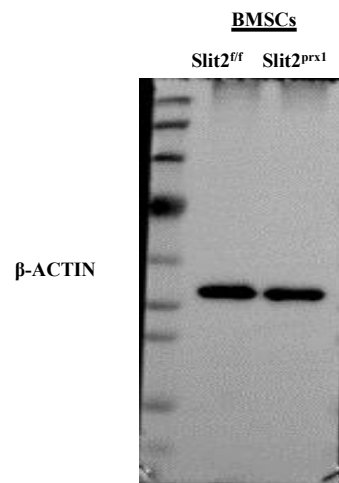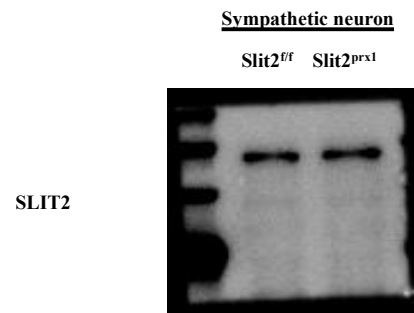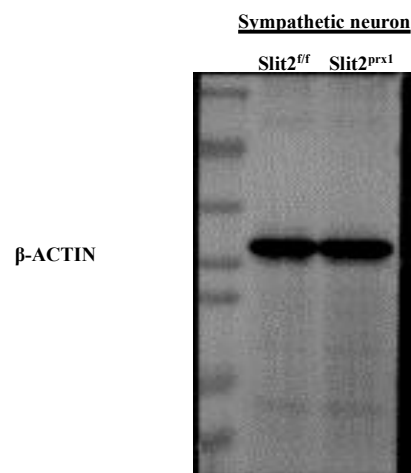

**Supplementary Figure 2B**

Sympathetic neuron

Slit2<sup>ff</sup> Slit2<sup>syn1</sup>

SLIT2

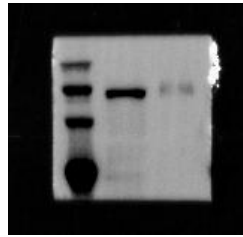

Sympathetic neuron

Slit2<sup>ff</sup> Slit2<sup>syn1</sup>

β-ACTIN

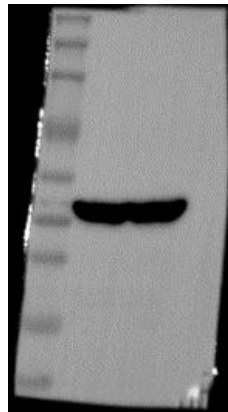

Osteoblast

Slit2<sup>ff</sup> Slit2<sup>syn1</sup>

SLIT2

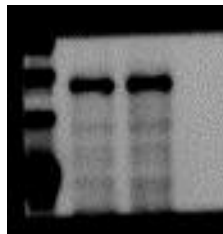

Osteoblast

Slit2<sup>ff</sup> Slit2<sup>syn1</sup>

β-ACTIN

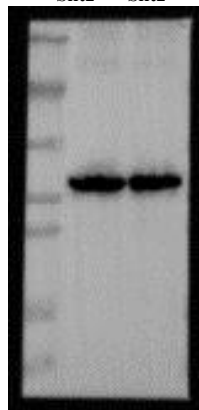

Supplementary Figure 3C

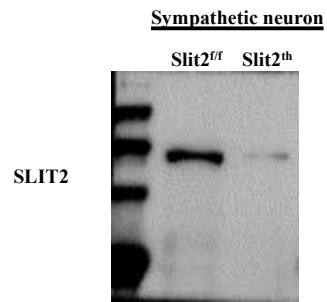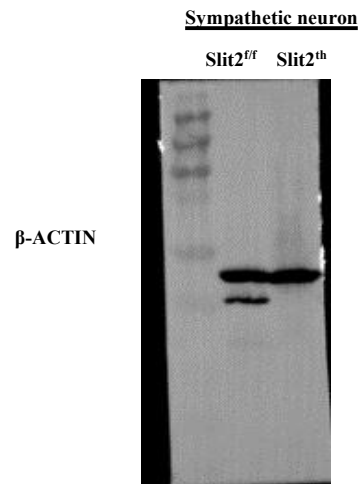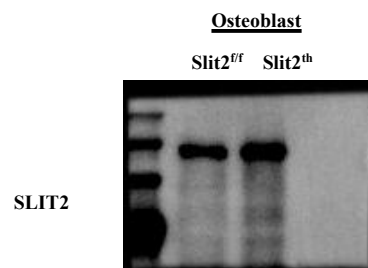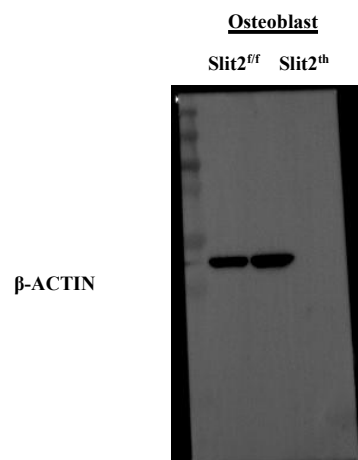

Supplementary Figure 6F

Sympathetic neuron

Slit2<sup>fl</sup> Slit2<sup>adv</sup>

SLIT2

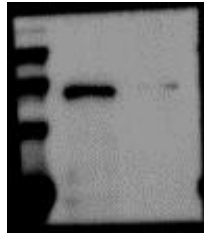

Sympathetic neuron

Slit2<sup>fl</sup> Slit2<sup>adv</sup>

β-ACTIN

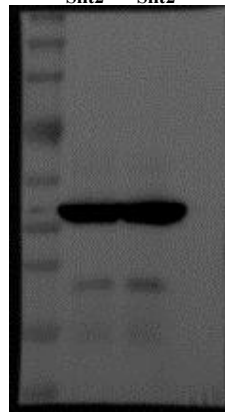

Osteoblast

Slit2<sup>fl</sup> Slit2<sup>adv</sup>

SLIT2

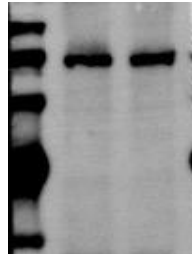

Osteoblast

Slit2<sup>fl</sup> Slit2<sup>adv</sup>

β-ACTIN

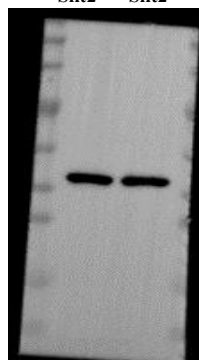

Supplementary Figure 6H

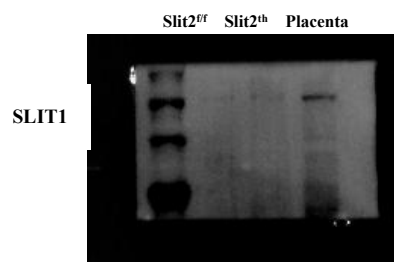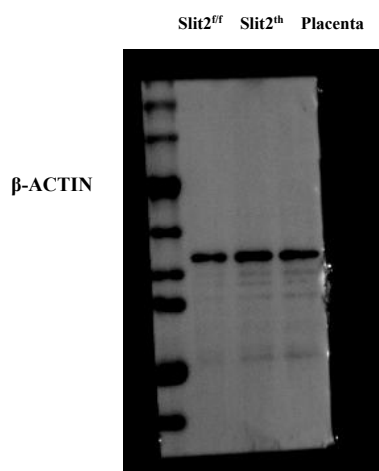

**Supplementary Figure 8A**

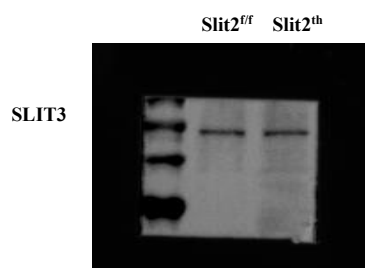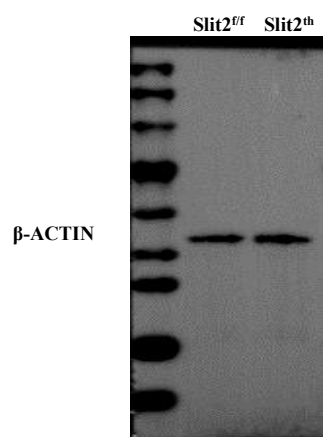

**Supplementary Figure 8B**

How the deposited data were processed for this re-analysis (not part of the article)

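RNA-Seq was performed on primary sympathetic neurons cultured for 4 to 5 days from the sympathetic chains of 3-week-old male mice, with 3 libraries from Slit2fl/fl and 3 from Slit2th mice. The paper also speaks of sympathetic nerve ganglions as the sequenced material. The sample labels give each library's genotype and replicate number. The authors prepared the libraries with the Illumina TruSeq kit, aligned the reads to mm10 with HISAT2 and deposited a table of whole-number read counts for 20173 genes, not normalized; the paper's text does not name the counting program, the strand setting or the annotation release. The authors tested these counts with edgeR, excluding genes under 1 CPM, and tested Gene Ontology enrichment with clusterProfiler. Which edgeR test was run, and the threshold for a differentially expressed gene, are not stated. The Gene Ontology and MSigDB gene sets were not used here.

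Total counts per library were 1533367 to 3155406 in Slit2fl/fl (median 1769545) and 1255939 to 1999485 in Slit2th (median 1679503). A count of 3 was taken as the floor of detection, which is 0.951 CPM in the deepest and 2.39 CPM in the shallowest library; it covers counting error only, since PCR copies were not marked by molecular identifiers.

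Gene identifiers were joined to GENCODE release M21 (GRCm38, the same build as mm10), in which 20159 of the 20173 identifiers were found; positions, exon lengths, GC content and overlapping genes come from it. The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a CPM of at least 1 in at least 3 libraries were kept, libraries were normalized by TMM, and the groups were compared with edgeR's quasi-likelihood test without covariates, with Benjamini-Hochberg adjusted p-values under 0.05 as the threshold. Single genes were compared with two-sided exact permutation tests of log2 CPM, which cannot go below 0.10 with 3 libraries against 3. Axon guidance families, axon ensheathment genes and 7 lists of cell type and proliferation markers were written before the data were examined; the Reactome axon guidance pathway (280 Entrez identifiers, 274 of them joined to genes in the table) came with the fgsea package. Lists were compared with two-sided Fisher's exact tests and with limma's camera at an inter-gene correlation of 0.01. Since 0 genes passed the adjusted threshold, the planned odds ratios of the axon lists have no value, and odds ratios at an unadjusted p under 0.05, chosen after this was seen, are given in their place, as are the camera tests of these lists.

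The genes named were fixed by a rule before the data were examined: Slit2 and its family, the Robo receptors, the factors of Figure 5E, Th, Dbh, genes named in the paper's discussion, members of the axon lists and the largest rises and falls past the threshold, and at most 3 members of each marker list with the highest mean CPM, of which 1 is given for the sympathetic neuron, fibroblast, macrophage and proliferation lists. No gene passed the threshold, so the rule named none by that part, and genes chosen after their values were seen are marked as such. Dbh was not analysed here, and some genes that the rule names are not reported here. Replicate numbers 1 to 3 are shared between the groups in the descriptions of the labels, while the titles number all libraries in a single run. The pairing as a block comes from the descriptions alone, as the paper gives no pairing.

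The tests were checked on simulated counts for the real genes, drawn with the observed means, library sizes and spread, in which 200 genes were changed by a known fold. At 4-fold, edgeR's quasi-likelihood test recovered 0 of the 200, DESeq2 recovered 43 with 14 false calls among 57, and edgeR's exact test recovered 35 with 10 false calls among 45 (11750 genes tested). At 16-fold, the quasi-likelihood test recovered 173 with 9 false calls among 182 (11720 genes tested). With a lower spread it recovered 168 of the 200 at 4-fold (11864 genes tested).

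The alternatives tried were other normalizations, tests, filters and thresholds, the replicate number as a block, and leaving out each library; leaving out each replicate number from both groups, offsets corrected for gene length or GC content and the newer quasi-likelihood fit of edgeR were added after the data were examined.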

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

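The camera tests of the marker lists and the fits that leave out single libraries were set before the data were examined. The use of these fits to test explanations was chosen after the lists' values were seen. Tests with corrected offsets, thinning and splits were also chosen after the lists' values, but before their own results, were seen. Leaving out replicate numbers from both groups was chosen after both. The paper does not report on cell type or proliferation markers in these libraries, and 3 of the 7 marker lists differed between Slit2th and Slit2fl/fl with a Benjamini-Hochberg adjusted p under 0.05 by limma's camera, although 0 single genes passed after adjustment (1309 had an unadjusted p under 0.05).

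The 12 tested macrophage markers were higher in Slit2th, with a median log2 fold change of 2.01 (adjusted p = 1.47e-06 by limma's camera) and 11 of the 12 genes up. The summed CPM of all 15 macrophage markers counted, the untested ones included, was 89.7, 66.8 and 34.1 in Slit2fl/fl and 646, 117 and 136 in Slit2th. All 3 Slit2th libraries were thus above all Slit2fl/fl libraries. Lyz2, the member with the highest CPM, had a log2 fold change of 2.15. With offsets corrected for gene length and GC content, which brought the rank correlation of log2 fold change across all genes from 0.171 to 0.0117 with length and from -0.344 to -0.0353 with GC content, the median was 1.97 and 1.91, close to the uncorrected value. With every library thinned to 1255939 counts it was 1.66. The size of the difference depended on a single library: without Slit2th replicate 1 the median was 0.48 (adjusted p = 0.0366). Over all the other settings tried, the adjusted p ranged from 9.41e-08 to 0.0468, the largest with camera's inter-gene correlation estimated for the list. Without replicate 1 of both groups the median was 1.18 (adjusted p = 0.00540). A candidate explanation for the size of the rise is that the culture behind Slit2th replicate 1 held more macrophages. Slit2th replicates 2 and 3, with summed CPM of 117 and 136, were still above every Slit2fl/fl library. The fits without replicate 1 (0.48 and 1.18) repeat the CPM filter and keep the correlation at 0.01. How much of the rise that culture accounts for therefore cannot be told.

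The 25 tested fibroblast markers were higher in Slit2th, with a median log2 fold change of 0.42 (adjusted p = 6.37e-04 by limma's camera) and 20 of the 25 genes up. The summed CPM of all 28 fibroblast markers counted, the untested ones included, was 3552, 5662 and 4816 in Slit2fl/fl and 6250, 7152 and 7643 in Slit2th. Leaving out single libraries kept the median at 0.43 or above, and it was 0.45 with length-corrected offsets, 0.73 with GC-corrected offsets and 0.45 after thinning. With the inter-gene correlation estimated for the list in place of 0.01, the adjusted p was 0.159 (range over the settings tried, 1.69e-05 to 0.159). The 16 proliferation markers were lower, with a median log2 fold change of -0.65 (adjusted p = 5.54e-04 by limma's camera) and 15 of the 16 genes down; Top2a had a log2 fold change of -0.65. The median closest to 0 with 1 library left out was -0.45, and it was -0.67, -0.87 and -0.56 with length-corrected offsets, GC-corrected offsets and thinning. With the estimated correlation the adjusted p was 0.215 (range over the settings tried, 3.18e-06 to 0.215). One hypothesis is that Slit2th cultures may hold more fibroblasts and fewer dividing cells, for which none of these tests gave a technical cause (medians of 0.43 and -0.45 at the least with a library left out), but genes of a list move together and chance differences between cultures remain.

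Chance remains because 3 libraries against 3 make few splits. Of the 4 splits that part all 3 same-numbered pairs, the real one included, 1 gave a median as large as the real one for the macrophage, fibroblast, proliferation and glia markers, 2 for the sympathetic neuron markers, 3 for the endothelial markers and 4 for the mural markers. For the fibroblast markers another of these splits came close, with 0.4122 against 0.4206. The largest other median was 0.919 against 2.01 for the macrophage markers. It was -0.382 against -0.648 for the proliferation markers and 0.0836 against 0.276 for the glia markers. The other 6 splits of the libraries part 1 same-numbered pair each.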

How the results depend on the processing

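The other normalizations, tests, filters and thresholds, the replicate block and leaving out single libraries were set before the data were examined; leaving out replicate numbers, the length- and GC-corrected offsets, and the counts and odds ratios at an unadjusted p under each setting were chosen after. The number of genes with an adjusted p under 0.05 was 0 with edgeR's quasi-likelihood test, against 1309 at an unadjusted p under 0.05 (485 higher and 824 lower in Slit2th). It was also 0 with upper-quartile normalization, no normalization beyond library size, limma-voom, both stricter CPM filters, the replicate block, and a required log2 fold change of at least 1. DESeq2's size factors and Wald test gave 25 genes (5 higher, which were Arl5c, Cd46, Cybb, Tmco3 and Wdr20, and 20 lower), edgeR's exact test 16 (2 higher, Cybb and Wdr20, and 14 lower), and no filter 7, all of these 7 lower. The cause was not tested on these data, but both DESeq2 and the exact test made false calls above 5% of their calls in the simulated counts with the observed spread, and under 5% with the lower spread. Leaving out single libraries gave 0 to 1 gene, the 1 being lower, without Slit2fl/fl replicate 1. Leaving out a replicate number from both groups, added after the data were examined, gave 0 to 377 genes, with 88 higher and 289 lower without replicate 1 and 0 without replicate 2 or 3. Of the 25 genes called with DESeq2, 24 were among these 377, as were 15 of the 16 from the exact test. Factors of Figure 5E past the threshold were 0, 5 at an unadjusted p under 0.05 (Fstl1, Sparcl1, Thbs1, Lum and Spata6) and 0 to 3 with libraries left out (Lum, Sparcl1 and Thbs1 without replicate 1).

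The number of genes at an unadjusted p under 0.05 was 849 with a CPM of at least 10 in at least 3 libraries, 653 to 1999 with libraries left out, and 1614 with the replicate block. Of these genes, 37.1% were higher in Slit2th, against 33.2% with upper-quartile normalization, 37.4% with library size alone, 39.8% with DESeq2's size factors, 48.2% with limma-voom and 49.2% with the replicate block and length-corrected offsets. With GC-corrected offsets the share was 46.6%. With libraries left out it ranged from 23.7% (without Slit2fl/fl replicate 3) to 48.7% (without Slit2th replicate 3), and it was 28.2% without Slit2th replicate 1. None of the normalizations moved the median log2 fold change of all genes, -0.05, by over 0.1; it was -0.07 with upper-quartile normalization and -0.02 with DESeq2. Genes higher at an unadjusted p, 485, numbered 758 without a filter, 299 with a CPM of at least 10 and 728 with the replicate block and length-corrected offsets.

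The log2 fold change of Slit2, -1.78, was -2.18 to -1.58 over all settings and -1.91 to -1.58 with libraries left out, with an adjusted p from 0.00689 (without replicate 1 of both groups) to 0.821. That of Fstl1, 2.07, stayed positive, from 0.48 to 2.80, with both ends from leaving out libraries. Its adjusted p was 0.152 (without a filter) to 0.821, past the threshold in no setting. With the replicate block, where same-numbered libraries had a mean correlation of deviations of 0.206, the values were -1.78 for Slit2 and 1.62 for Fstl1. The medians of the macrophage, fibroblast and proliferation markers kept their sign in every setting, at 1.94, 0.54 and -0.70 with the replicate block. With camera's inter-gene correlation estimated for each list, which leaves the medians at 0.42 and -0.65, the fibroblast and proliferation markers no longer passed (adjusted p = 0.159 and 0.215).

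Lists that did not pass also changed sign. The median of the sympathetic neuron markers, -0.66, was -0.98 to 0.10 with libraries left out. That of the glia markers, 0.28, was -0.037 with a CPM of at least 10 and -0.089 to 0.19 with libraries left out. That of the endothelial markers, -0.29, was 0.058 with limma-voom, 0.25 with GC-corrected offsets, 0.030 with the replicate block and length-corrected offsets, and -0.52 to 0.14 with libraries left out. That of the mural markers, 0.26, was -0.24 with limma-voom, -0.039 without a filter, -0.17 with the replicate block, -0.090 with the block and length-corrected offsets, and -0.67 to 0.78 with libraries left out. At an unadjusted p under 0.05, the odds ratio of the axon guidance families, 1.16, was 0.817 with library size alone, 0.968 with the exact test and 0.927 to 1.94 with libraries left out. That of the axon ensheathment genes, 1.78, was 0.901 and 0.330 with the stricter filters and 0.389 to 2.50 with libraries left out, and their median log2 fold change, -0.07, was 0.028, 0.14 and 0.034 with length-corrected offsets, GC-corrected offsets, and the block with length-corrected offsets, and -0.18 to 0.059 with libraries left out. That of the Reactome pathway, 1.11, was 0.913 with the exact test and 0.851 to 1.24 with libraries left out, where its median log2 fold change was -0.062 to 0.13. Planned odds ratios at an adjusted p have no value, since 0 genes passed.

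Among single genes, sign changes came only from leaving out libraries. The log2 fold change of Slit3 was -0.18 to 2.33, of Robo1 -2.84 to 1.59, of Robo2 -0.088 to 1.11, of Serpinf1 -0.25 to 3.74, of Prrx1 -0.21 to 0.86, of Tubb3 -1.13 to 0.24, of C1qa -0.68 to 5.17 and of Mbp -2.53 to 0.22 over these fits.

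Slit3, Robo1 and Bmp4 had 36, 25 and 24 counts over all libraries.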

Differences from the paper's values

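The log2 ratio of Fstl1 between Slit2th and Slit2fl/fl sympathetic neurons was 2.07 (standard error 0.73) in the RNA-Seq counts. The paper's value by real-time PCR was 0.91 (Figure 5F), with an SD of 0.121 among its 4 Slit2th values on the log2 scale. Whether these ratios differ beyond their errors was not tested. The SD of log2 CPM of Fstl1 within a group of libraries reached 1.41. Of the alternatives set before the data were examined, leaving out Slit2th replicate 1 gave 0.87, within 1.5-fold of the paper's value, and the others did not, with values from 1.62 with the replicate block to 2.51 without Slit2fl/fl replicate 3.

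The paper states that genes were differentially expressed (Figure 5A). Its text names edgeR, but neither the edgeR test nor the threshold for calling a gene. The number of genes here therefore cannot be set directly against the paper's result. Here 0 of 12152 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 1309 had an unadjusted p under 0.05. Settings that called genes were the unadjusted p, DESeq2 (25 genes), edgeR's exact test (16), no filter (7), leaving out Slit2fl/fl replicate 1 (1) and, chosen after the values were seen, leaving out replicate 1 of both groups (377). For the axonogenesis program, none of the settings gave an adjusted p under 0.05 for the axon guidance families, the axon ensheathment genes or the Reactome axon guidance pathway, whose adjusted p by Fisher's exact test was 0.668 for each and lowest at 0.148 over the other settings.

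The heatmap of Figure 5E shows Fstl1 and Serpinf1 higher in each Slit2th column than in each Slit2fl/fl column. In the deposited counts, Slit2th replicate 2 had 169.8 CPM of Fstl1 and Slit2fl/fl replicate 3 had 192, and Slit2fl/fl replicate 1 had 15.7 CPM of Serpinf1 against 5.25 and 8.47 in Slit2th replicates 2 and 3. In the same heatmap 1 Slit2fl/fl column of Asah1 is above 1 Slit2th column, whereas here all Slit2th libraries (70.6 to 84.0 CPM) were above all Slit2fl/fl libraries (21.8 to 63.7 CPM). The factors that the figure shows as elevated had adjusted p-values of 0.422 to 0.529, and at an unadjusted p under 0.05 by edgeR's quasi-likelihood test 5 of the 7 passed, all but Serpinf1 and Asah1, whereas with the replicate block 6 of the 7 passed, all but Fstl1 (unadjusted p = 0.0556, edgeR's quasi-likelihood test). Without replicate 1 of both groups, chosen after the values were seen, Lum, Sparcl1 and Thbs1 passed after adjustment.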

Other observations

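Of the tests below, those on single libraries, on depth, on the fibroblast and neuron content of the cultures and on leaving out the libraries numbered 1 were chosen after the results were seen.

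Few counts came from genes of sympathetic neurons. Th was at 0 in all 6 libraries, and of the 29 sympathetic neuron markers in the table 10 passed the CPM filter (34.5%), 6 had no count in any library, and 18 had at most 3 counts in every library. Of the 22 glia markers 21 passed (95.5%). Glia markers passed the same filter in the same libraries more often (two-sided Fisher's exact test, p = 7.09e-06), but abundant transcripts pass at any depth, so low depth as a reason for missing low neuronal transcripts cannot be told apart. Counts lost to overlapping genes do not account for most of it, since 4 of the 19 neuron markers under the filter have exons that overlap another gene (21.1%). The summed CPM of the glia markers was between 43.5 and 114 times that of the neuron markers in the 6 libraries. A candidate explanation is that neurons made up a small part of the RNA in these cultures (lowest ratio of 43.5), in which case the transcripts may come largely from glia and fibroblasts. Slit2, which the Th promoter's Cre is meant to delete in cells that express it, still fell by 1.78 on the log2 scale. How the annotation or counting treated Th itself was not tested. The paper names both cultured neurons and sympathetic nerve ganglions as the sequenced material, and these counts cannot tell which was used.

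The rise of Fstl1 rested largely on Slit2th replicate 1, since the log2 fold change of 2.07 was 0.87 without it. Offsets corrected for gene length (2.21) and GC content (2.18) did not lower it, and the fibroblast and macrophage markers rose by medians of 0.42 and 2.01. Without replicate 1 of both groups, these medians were 0.53 and 1.18, and Fstl1 rose by 0.48. The median of a list does not show how far a single gene can rise with cell content, so the rise of Fstl1 cannot be told apart from a difference in fibroblast or other cell content. A candidate explanation for its size is this single library (0.87 without it).

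The libraries numbered 1 stood apart. Slit2fl/fl replicate 1 and Slit2th replicate 1 lay farthest out on the first and second principal components of log2 CPM (43.8% and 30.2% of the variance). Mitochondrial genes took 4.68% of the counts in Slit2fl/fl replicate 1 and 11.1% to 14.0% in the other libraries. Genes with at least 50 counts and a CPM at least 10 times that of every other library numbered 54 in Slit2th replicate 1, 30 in Slit2fl/fl replicate 1 and 0 in the rest. Aif1, chosen after its values were seen, had 206 counts in Slit2th replicate 1 and 2, 0, 0, 0 and 1 in the others. Low depth alone does not account for these genes, since the library with the most counts held 30 of them. The library with the second fewest counts, Slit2fl/fl replicate 2 with 1533367, held 0. Slit2th replicate 1, which held 54, had the fewest counts (1255939), so a part played by depth there cannot be told. Leaving out replicate 1 of both groups raised the genes past the adjusted threshold from 0 (1309 at an unadjusted p under 0.05) to 377, while leaving out replicate 2 or 3 left 0, so the spread of the libraries numbered 1 may be why none passed; in the 4 remaining libraries, 1 of the 2 splits that part both same-numbered pairs, the real one, gave as many genes (the other gave 0), and 2 libraries against 2 are too few to exclude chance.

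Over all 6 libraries, 4 of the 4 splits that part the 3 same-numbered pairs gave as many genes past the adjusted threshold as the real split, as any split must when that number is 0. At an unadjusted p under 0.05, 1 of the 4 (the real split) gave 1309 or more, and the other 3 gave 315 to 451. The other 6 splits, which part 1 pair each, gave 371 to 1870 genes, and 0 to 89 past the adjusted threshold; the 89 came from Slit2fl/fl replicates 1 and 3 with Slit2th replicate 1 against the rest, more than the 0 of the real split. Factors of Figure 5E higher at an unadjusted p numbered 5 in 1 of the 4 splits, the real one, but they were chosen for this pattern. An odds ratio as large as the real one came from 4 of the 4 splits for the axon guidance families, 2 for the axon ensheathment genes and 1 for the Reactome pathway. With 4 splits no share under 0.05 is possible, so none of these excludes chance. Genes whose groups do not overlap numbered 2243, or 18.5% of those tested, where chance gives 10%.

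Genes with shorter exons were lower in Slit2th (Spearman's rank correlation of log2 fold change with exon length across genes, 0.171; genes are not independent replicates). This correlation was 0.0629 without Slit2fl/fl replicate 1, 0.237 without Slit2th replicate 1 and 0.187 without replicate 1 of both groups. A relation thus remained without both, but that fit does not isolate Slit2fl/fl replicate 1. How far that library accounts for the relation over all libraries cannot be told, and the cause of the relation is not known. Genes with a higher GC content were also lower in Slit2th (rank correlation across genes of -0.344), with -0.0538 without Slit2fl/fl replicate 1 and -0.180 without replicate 1 of both groups. Znhit3 and Trim13, chosen after their values were seen for their small p, had log2 fold changes of -5.74 and -2.96 and adjusted p-values of 0.357 and 0.404 by edgeR's quasi-likelihood test. Both passed after adjustment with DESeq2, edgeR's exact test, no filter and without replicate 1 of both groups, and over all settings the adjusted p was 4.81e-11 to 0.821 for Znhit3 and 6.56e-06 to 0.821 for Trim13. With the replicate block the log2 fold changes were -5.36 (adjusted p = 0.115) for Znhit3 and -2.94 (adjusted p = 0.127) for Trim13. All 3 Slit2th libraries were below all 3 Slit2fl/fl libraries for both. With length-corrected offsets the log2 fold changes were -5.41 and -2.61, so gene length does not account for them. Reads shared with Myo19, which overlaps Znhit3 on the opposite strand, were not tested, nor was a difference in strain background near these genes on chromosomes 11 and 14.

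The paper measured SLIT1 and SLIT3 in sympathetic neurons by other assays (Supplementary Figure 8). In these libraries Slit1 and Robo3 had 0 counts in all 6, and Slit3 had 13, 1 and 2 counts in Slit2fl/fl and 1, 12 and 7 in Slit2th (log2 fold change 0.76, adjusted p = 0.735 by edgeR's quasi-likelihood test). Robo1 and Robo2 had log2 fold changes of -1.80 and 0.38, with adjusted p-values of 0.631 and 0.841. With the replicate block, the log2 fold changes were 0.88 for Slit3, -0.98 for Robo1 and 0.39 for Robo2, with adjusted p-values of 0.753, 0.826 and 0.748 by the same test.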
